# Characterization of transcriptional profiles associated with stress-induced neuronal activation in Arc-GFP mice

**DOI:** 10.1038/s41380-024-02555-z

**Published:** 2024-04-22

**Authors:** Tamer Butto, Monika Chanu Chongtham, Kanak Mungikar, Dewi Hartwich, Matthias Linke, Nicolas Ruffini, Konstantin Radyushkin, Susann Schweiger, Jennifer Winter, Susanne Gerber

**Keywords:** Molecular biology, Neuroscience, Psychiatric disorders

## Abstract

Chronic stress has become a predominant factor associated with a variety of psychiatric disorders, such as depression and anxiety, in both human and animal models. Although multiple studies have looked at transcriptional changes after social defeat stress, these studies primarily focus on bulk tissues, which might dilute important molecular signatures of social interaction in activated cells. In this study, we employed the Arc-GFP mouse model in conjunction with chronic social defeat (CSD) to selectively isolate activated nuclei (AN) populations in the ventral hippocampus (vHIP) and prefrontal cortex (PFC) of resilient and susceptible animals. Nuclear RNA-seq of susceptible vs. resilient populations revealed distinct transcriptional profiles linked predominantly with neuronal and synaptic regulation mechanisms. In the vHIP, susceptible AN exhibited increased expression of genes related to the cytoskeleton and synaptic organization. At the same time, resilient AN showed upregulation of cell adhesion genes and differential expression of major glutamatergic subunits. In the PFC, susceptible mice exhibited upregulation of synaptotagmins and immediate early genes (IEGs), suggesting a potentially over-amplified neuronal activity state. Our findings provide a novel view of stress-exposed neuronal activation and the molecular response mechanisms in stress-susceptible vs. resilient animals, which may have important implications for understanding mental resilience.

## Introduction

Chronic stress has been shown to significantly impact mood-related phenotypes and behavior. It has been linked to various illnesses, such as cardiovascular disease, asthma, and diabetes, as well as a variety of mood-related disorders, including anxiety, social dysfunction, and depression [1]. However, despite exposure to chronic stress, some individuals develop active stress-coping strategies, showing resilient behavior.

Studies in mice exposed to aggressive conspecifics have linked stress resilience to differential gene expression and epigenetic alterations in brain regions involved in reward processing [2–4]. Using a mouse model of stress-resilience using a paradigm of chronic social defeat (CSD) coupled with genome-wide transcriptional profiling provides a valuable opportunity to uncover the molecular properties underlying stress adaptation mechanisms [5, 6]. Such studies have identified molecular networks affected by continuous stress exposure [7], and functional transcriptional alterations of specific brain regions such as the prefrontal cortex (PFC) and ventral hippocampus (vHIP) were described [8–12]. However, while global transcriptional profiles of distinct brain regions have provided relevant data, a more targeted, cell-type-specific approach may offer a fundamentally better understanding of the cellular population involved in stress processing and the development of resilient vs. susceptible behavior.

Expression of immediate early genes (IEGs) such as *Fos* and *Arc*, follow neuronal activation and are attractive tools to determine those cells carrying behavior [13, 14]. For example, the genetic manipulation of transiently active neurons using targeted recombination in active populations (TRAP) has been used in various studies to uncover the unique molecular properties of activated neuronal populations [15–20]. This experimental setup allows the selection of active neurons using fluorescence-activated nuclei sorting (FANS). Their unique molecular properties can then be analyzed independently of surrounding inactive cells.

This study aimed to uncover the molecular properties underlying stress adaptation mechanisms using the TRAP method in a mouse model for CSD stress. By isolating activated nuclei (AN) from the vHIP and PFC followed by subsequent nuclear RNA-seq (nucRNA-seq) analysis, we could identify transcriptional profile alterations occurring in AN population from resilient and susceptible mice following CSD stress exposure. Overall, this study highlights the importance of using and understanding activated neural populations associated with susceptibility and resilience to CSD and provides valuable insights into the underlying molecular mechanisms of stress adaptation.

## Material and methods

### Animals and genotyping

Adult male mice of the genotypes Arc^*creERT2 (TG/WT)*^.R26^*CAG-Sun1-sfGFP-Myc (M/WT)*^ and Arc^*creERT2 (WT/WT)*^.R26^*CAG-Sun1-sfGFP-Myc (M/WT)*^ were used for our experiments. All mice were 7–8 weeks old at the beginning of the experiments. Animals were bred in-house (cross between TG/WT CreERT2 and M/M GFP). Acclimatization to the experimental environment was done at least 3 days before the start of any behavioral experiment. All behavioral experiments were performed in accordance with the institutional animal welfare guidelines approved by the ethical committee of the state government of Rhineland-Palatinate, Germany (G-17-1-021). See genotyping primers in Supplementary Methods.

### Behavioral experiments and sample size estimation

Behavioral tests were performed on 7–8 weeks-old Arc-GFP mice (as well as the WT-GFP mice). To ensure similar baseline behavior, an open field/eagle test (OF/E) as well as a social interaction test with conspecifics (SI/CO), as described in Milic et al. [21], was carried out with the Arc-GFP mice before the CSD. Additionally, we performed replicate experiments in parallel with WT GFP mice (Supplementary Fig. 1B–E). Mice exhibiting freezing or non-interactive behavior during the initial assessments were excluded from the study. In addition to the SI indices, we reviewed the recorded videos of the selected mice’s behavior during the SI experiment to confirm the accuracy of the SI index and to exclude any errors caused by glitches or inaccuracies in Ethovision tracking. After that, mice were split randomly into a control and a stress-exposed group (*n* = 50 control population and *n* = 90 stress-exposed populations at the start of the experiment). Sample sizes for the experiments were based on previous experiments and animal numbers used by Milic et al. [21]. With this approach, we obtained at least five biological replicates of each control, resilient, and susceptible phenotypes for optimal molecular comparisons of statistical significance.

#### Identification of individual baseline behavior for test animals

For non-biased segregation of the test subjects to control and stressed groups based on their natural interaction/freeze states, we performed the following behavior tests before CSD – (1) open field test combined with an eagle exploration (OF/E) test and (2) a social interaction test with conspecifics (SI/CO). A PC-linked overhead video camera recorded all behavioral tests, and animals were tracked with “Ethovision XT 8” (Noldus Inc., Netherlands) software. All videos were also visually assessed by an experimenter.

#### Open field and eagle exploration test (OF/E)

Experimentally naïve mice were assessed for their basal spontaneous activity in an open field grey arena (40 × 40 × 40 length, breadth, and height) [21]. First, the animal was allowed to explore the open field for 5 min in the first test. Then, the animal’s exploration after placing a toy eagle in the center of the open arena was recorded for 2.5 min.

#### Social interaction test with conspecifics (SI/CO)

Next, mice were assessed on their social target interaction as described in Milic et al. (2020), with an empty cylinder in the habituation phase and a conspecific used as a target in the test phase. See more details in the Supplementary Methods.

#### Classification of animals to control and stress groups

SI/CO scores of the test mice were listed in increasing order, and mice with consecutive scores were distributed in stressed and control groups without placing the same-parent pups into the same group. Necessary rearrangements to the list were made to ensure that each group possessed a similar mean exploration distance (derived from the OF test). Animals that froze for more than 50% of the duration when introduced to the arena during the placement of the eagle (E) or exhibited more significant than 10 s latency in interaction in the SI/CO test were excluded from further studies.

### Chronic social defeat experiments

#### Selection of aggressive CD1 mice

Prior to the beginning of the CSD procedure, CD-1 males with attack latency of less than 10 s toward male Arc-GFP mice were selected.

#### Induction of stress for the stressed group

To induce chronic social stress, we applied the same stressor as in Vennin et al. [22]. For 10 days, mice from the defeated group were subjected to three social defeat sessions (15S each) with a 30-min interval. During each session, a mouse from the stressed group was introduced into a home cage of an older, larger, and more aggressive retired male breeder of the CD-1 strain. After a cumulative physical attack for a total of 15 S, a mesh wall was introduced in the middle of the cage between the two mice, allowing sensory but not physical contact for 24 h.Twenty-four hours after the last CSD, defeated mice were placed into a new cage, remaining undisturbed for 7 days. *Handling of non-stressed controls:* mice for the non-stressed control group were handled daily for 10 days. See more details in Supplementary Methods. *Tamoxifen injection and social interaction test with CD1 mice:* animals were poked 1 day before to acclimatize them to the injection stress. Tamoxifen (TAM- 150 mg/kg, Sigma Aldrich; solvent- 1:9 of 100% ethanol: corn oil, Sigma Aldrich) was injected 5 h before SI to both stressed and non-stressed controls. SI tests were performed similarly to the procedure for the SI test with conspecifics, with the only change being the placement of a CD1 mouse in the mesh enclosure during the test phase.

Automated output from the Ethovision software was used to segregate the stressed mice into resilient and susceptible populations. In addition, the experimenter assessed all videos of candidates for the RNA-seq to increase the stringency of selection. No double blinding was performed, as initial candidate selections were based on the automated output. From within the stressed group, mice that showed a similar interaction with the CD1 mice in the SI test as the control population were assigned to the resilient population (SI index > 100), while those with a lower SI were assigned to the susceptible population (SI index < 100). Representatives from these segregated stress phenotypes of resilience and susceptibility were selected for the RNA-seq (*n* = 5–8 per condition from a pool of two mice each). In addition, similar numbers of control mice were used. To study weight changes during stress, all animals were weighed three times during the whole experimental session: (1) on the first day of CSD, (2) on the last day of CSD, and (3) on the day of SI (before TAM injection; *n* = 50 controls and *n* = 79 stressed).

### Tissue dissection and nuclei isolation

Mice were sacrificed by cervical dislocation. For nuclei isolation, tissues – PFC and vHIP were dissected according to the regions specified in Allen Brain Atlas [23]. Tissues from one to two mice were pooled in Eppendorf containing the homogenization buffer. The nuclei isolation protocol for micro-dissected tissues was performed using the protocol from Chongtham et al. [23]. The extracted nuclei were then subjected to FANS [19].

### Fluorescence activated nuclei sorting (FANS)

Flow cytometry analysis and FANS were performed using a BD FACSAria III SORP equipped with four lasers (405, 488, 561, and 640 nm) and a 70 µm nozzle. GFP expression was detected using the blue laser and a 530/30 BPfilter, whereas DAPI was detected using the violet laser and a 450/50 BP filter. Prior to sorting, 10,000 total events were recorded, and a gating strategy was applied: first, nuclei were gated according to their forward- and side-scatter properties (FSC-A/SSC-A), followed by doublet exclusion using SSC-A and SSC-W. Nuclei were then gated according to their DAPI expression. GFP expression was used as a sorting gate. Sorted nuclei were snap-frozen in a mixture of dry ice and 100% ethanol and stored at −80 °C before their respective RNA isolation extractions.

### RNA isolation and nucRNA-seq library preparation

Ten thousand GFP+ or GFP− FANS-sorted nuclei were collected in 100 μL of RLT buffer, followed by flash freezing. RNA was purified using the RNeasy Micro kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. For the nucRNA-seq library preparation, we used a ribo-depletion-based method, using the Ovation^®^ SoLo RNA-Seq System (NuGEN M01406v2, Redwood City, CA, USA). NGS library preparation was performed following NuGEN’s standard protocol (M01406v2). Libraries were prepared with a starting amount of 1.5 ng and amplified in 14 PCR cycles. The resulting cDNA was sheared using an S2-focused ultrasonicator (Covaris, Woburn, MA, USA) with the following parameters: 20% duty cycle; 0.5 intensity; 50 cycles/burst; 20 °C; 60 s. The NGS library preparation was performed with 3.16 ng of sheared cDNA with NuGEN’s Ovation Ultralow System V2 M01379 v5. Libraries were amplified in 11 PCR cycles. NGS libraries were profiled in a High Sensitivity DNA Chip on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and quantified using the Qubit dsDNA HS Assay Kit, in a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). Samples were sequenced on NextSeq 500 Highoutput Flowcells. For PFC, reads were sequenced in a single-end manner, while for vHIP, paired-end sequencing was chosen. All RNA-seq library preparations were performed by the Genomic Core Facility from the Institute of Molecular Biology (IMB, Mainz, Germany) and sequenced in IMB or StarSEQ (Mainz, Germany).

### Nuclear RNA-seq data analysis

The data quality assessment of sequenced raw reads was performed using FASTQC (v.0.11.8). Subsequently, reads alignment was conducted to the *Mus musculus* genome (mm10) UCSC annotations using the STAR aligner (v.2.7.1a) with default parameters. Next, duplicates were eliminated from the data using the Unique Molecular Identifier introduced by NuGEN Ovation RNA Solo library. Uniquely mapped reads were retained in the output BAM file. Samtools (v1.7) [24] was employed to sort and index the mapped files. Reads count per gene was calculated using HTSeq (v0.11.1) [25]. DESeq2 Bioconductor package [26] was utilized for normalization and differential expression analysis with a default FDR. Gene ontology (GO) analysis was performed using the ToppGene database. ggplot2 R package was used for visualization. The SynGO database was used for synaptic gene analysis and sunburst plot visualization [27]. Network analysis was performed using the STRING database with a medium confidence score (0.400). Hub gene identification was done using the CytoHubba plugin from Cyctoscape software. Hub genes were identified based upon the Degree method in the network [28].

### Statistical tests for behavior experiments

All tests were performed on GraphPad Prism 9.3.0. Normality was formally tested using normality and lognormality tests in Prism. For data that were normally distributed, *t*-tests were performed. For data that were not normally distributed, the Kolmogorov–Smirnov test was performed. All tests are specified wherever necessary.

## Results

### Isolation of activated nuclei (AN) from Arc-GFP mice following the chronic social defeat (CSD) paradigm

To investigate the transcriptional alteration occurring in AN, we used pArcCreERT2(TG/WT).R26CAG-Sun1-sfGFP-Myc(M/WT) mice [16, 20] to visualize Arc-dependent neuronal activation genetically (Fig. 1A). In the presence of tamoxifen (TAM), Cre-ERT2 translocates to the nucleus, allowing loxp cassette recombination and expression of the fusion nuclear membrane protein Sun1GFP (Fig. 1A). Nuclei from the vHIP and PFC brain regions were isolated and subsequently sorted for GFP+ (i.e. AN) and GFP− populations utilizing FANS (Fig. 1B). The sorted AN were then used for nucRNA-seq for in-depth transcriptional analysis (Fig. 1B).

**Fig. 1:**
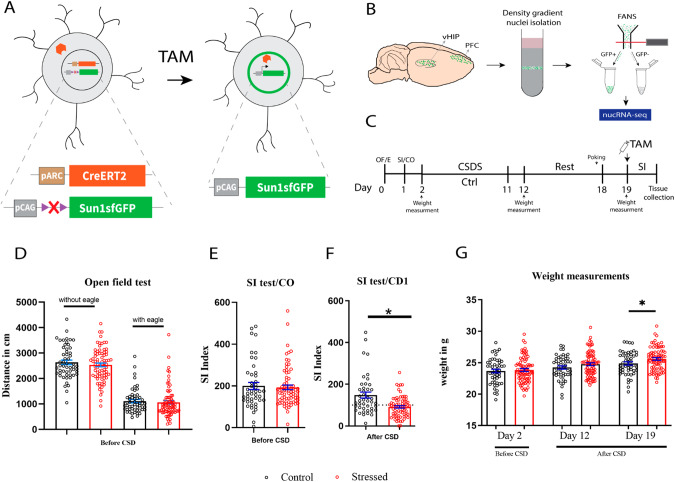
Isolation of activated neurons (AN) from Arc-TRAP/Arc-GFP mice following chronic social defeat (CSD) paradigm. **A** Schematic representation of Arc-GFP mouse line. Transgenic animals contain two transgenes including a CreER^T2^ under an activity-dependent Arc promoter (ArcCreER^T2^) and Cre-dependent fusion reporter Sun1GFP. In the presence of tamoxifen (TAM), Cre-ER^T2^ translocates to the nucleus allowing loxp site recombination and expression of the fusion nuclear membrane protein Sun1GFP. **B** Strategy for isolation of activated nuclei population. Nuclei were isolated from vHIP and PFC brain regions and sorted for GFP+ (AN) and GFP− populations using FANS. Nuclei isolation was performed from a pool of two mice per behavioral group. Sorted AN nuclei were processed for molecular assays such as nuclear RNA-seq. **C** Schematic diagram illustrating the experimental outline for CSDS (see more in Supplementary Fig. 1). Behavioral results prior to CSD experiments. Animals were segregated into control (black) and stressed (red) groups, based on their baseline behaviors of open field/eagle exploration (**D**) or social interactions with conspecifics (**E**). **F** Following CSD, the stressed group revealed a decrease in social interaction test compared to control (Kolmogorov–Smirnov test, *p* < 0.05). Animals with SI > 100 were considered as resilient and SI < 100 were considered as susceptible. **G** Stressed animals revealed significant weight gain compared to control animals (*t*-test, *p* < 0.05) on the 19th day. All error bars indicate ±SEM. Black circles represent individual non-stressed control mouse, while red circles represent individual stressed mouse.

To assess the distinct behavioral outputs, we used a modified version of the CSD paradigm to classify susceptible and resilient animals [6] (Fig. 1C, Supplementary Fig 1A). Following the segregation of animals into control and stress-exposed groups (Fig. 1D, E, Supplementary Fig. 1B, C), CSD was performed using a stress exposure protocol similar to that described in the study by Vennin et al. [22] (see “Material and methods” and Supplementary Information, Supplementary Fig. 1B–E). Over a period of 10 days, the Arc-GFP intruder mice were subjected to 15-s attacks by the resident CD1 mouse three times per day. Following the completion of CSD on the final day, a resting period of 7 days was provided. Subsequently, an SI test was conducted using a stranger CD1 mouse as a stimulus, and SI scores were taken. Overall, we observed a significant stress effect with lower SI score in the stress-exposed cohorts (Kolmogorov–Smirnov test, *p* < 0.05, controls = 43, stressed = 73 (Fig. 1F, Supplementary Fig. 1B–D) accompanied by significant weight gain (Day 19, *t*-test, *p* < 0.05, controls = 50 and stress-exposed = 79) (Fig. 1G). Mice presenting with SI scores above 100 were designated as stress-resilient, while mice displaying SI scores below 100 were categorized as stress-susceptible. TAM was administered through injections 5 h before the SI test to capture the behavior-test-specific activated neuronal population in both stressed and non-stressed control groups. The animals were sacrificed 72 h post injections, after which the PFC and vHIP were dissected. Subsequently, a nuclei isolation procedure was conducted on the dissected brain regions for further analysis. The nuclei from two mice were pooled and GFP+ nuclei were sorted using FANS (Fig. 1B, Supplementary Fig. 2A). At this stage, we analyzed the average percentage of GFP+ nuclei within the isolated nuclei population both in the vHIP and PFC across distinct behavioral groups (Supplementary Fig. 2B). In the PFC, we observed a significantly elevated amount of GFP+ nuclei in the susceptible animals compared to control in the PFC (Supplementary Fig. 2B). A similar tendency, yet not significant, of increased neuronal activation in susceptible animals was observed in the vHIP compared to control and resilient animals (Supplementary Fig. 2B).

### GFP+ population consists of predominantly glutamatergic neurons in the vHIP and PFC

Next, we opted to characterize the transcriptional states of TAM-activated nuclei from resilient, susceptible, and non-stressed control mice in the vHIP and PFC. Using nucRNA-seq, we compared the GFP+ and GFP− nuclei transcriptional states to determine if the samples originated from distinct cellular populations. Principal component analysis (PCA) revealed two distinct clusters of the GFP+ and GFP− populations (Fig. 2A, B). We performed differential expression analysis followed by GO analysis to identify mechanisms enriched in the GFP+ and GFP− populations (Fig. 2C, D, Supplementary Tables 1, 2). Among the top five most enriched GO terms for biological processes, we identified terms such as “cell adhesion” and “extracellular matrix organization,” which were enriched in both vHIP and PFC of the GFP− population (Fig. 2C, D, Supplementary Table 2). In contrast, the top five GO terms of the GFP+ populations in vHIP and PFC revealed terms such as “neuron projection development” and “cellular component morphogenesis” enriched in vHIP, while “synapse organization” and “cell junction organization” enriched in the PFC (Fig. 2C, D, Supplementary Table 2).

**Fig. 2:**
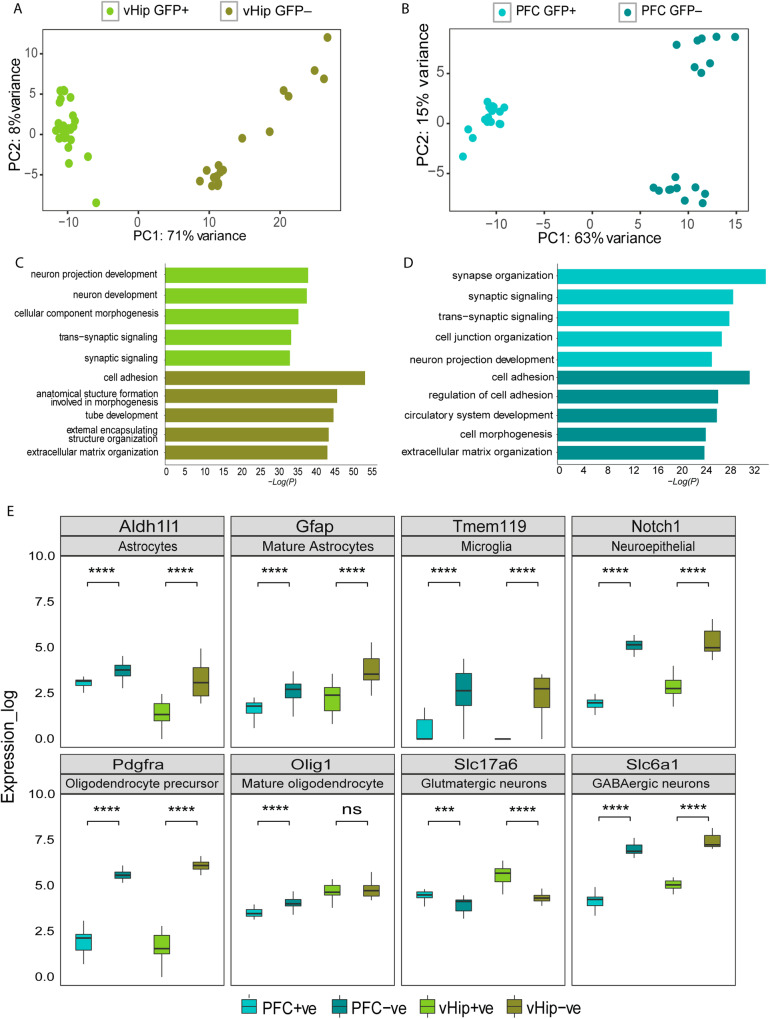
Transcriptomic characterization of Isolated GFP+ and GFP− nuclei from vHIP and PFC. Principal component analysis (PCA) of all GFP+ and GFP− samples from vHIP (**A**) and PFC (**B**). Gene ontology enrichment analysis for biological processes of GFP+ and GFP− samples in the vHIP (**C**) and PFC (**D**). **E** Gene expression of neuronal and glial markers (Astrocytes - *Aldh1I1*, Mature Astrocytes - *Gfap*, Microglia - *Tmem119*, Neuroepithelial - *Notch1*, Oligodendrocytes precursor - *Pdgfra*, Mature oligodendrocytes - *Olig1*, Glutamatergic neurons - *Slc17a6*, GABAergic neurons - *Slc6a1*) across GFP+ and GFP− samples in the vHIP and PFC (***p < 0.001, ****p < 0.0001, ns non-significant).

Next, we sought to determine the expression of defined brain cell types using specific markers of neural/glial cells within the GFP+ and GFP− populations (Fig. 2E). Of note, only the expression of the glutamatergic neuronal marker *Slc17a6* was significantly elevated in the GFP+ population as compared to GFP−, both in the vHIP and PFC (Fig. 2E). Expression of glial and epithelial markers as well as markers for inhibitory neurons was significantly elevated in the GFP− populations (Fig. 2E). Expression of *Olig1*, however, revealed no significant difference between GFP+ and GFP− populations in vHIP, suggesting that the GFP+ nuclei, besides glutamatergic neurons, also contain mature oligodendrocytes. To examine further the possibility of apprehending oligodendrocytes within the GFP+ population, we measured the expression of additional oligodendrocyte markers such as *Olig2, Sox10*, and *Mog* (Supplementary Fig. 2C). Interestingly, the expression of *Sox10* and *Mog* was significantly elevated in the GFP+ compared to the GFP− nuclear populations suggesting further that the GFP+ active nuclei indeed contained oligodendrocytes (Supplementary Fig. 2C). To assess if the oligodendrocytes within the GFP+ populations are rare cellular species expressing *Arc*, we checked the transcriptional co-expression of selected markers alongside *Arc* on a single cell level using the available “Allen Brain Map” database [29]. Indeed, co-expression of *Arc* within a small subset of oligodendrocytes was seen (Supplementary Fig. 2D, E). A single-cell RNA-seq study with oligodendrocytes isolated from several neurodegenerative disease models also detected a cluster of mature oligodendrocytes expressing *Arc* [30]. Therefore, it is likely that we have captured rare *Arc*-expressing non-glutamatergic populations, including oligodendrocytes, within the AN. Nevertheless, our results suggest that the captured GFP+ population consists primarily of excitatory neurons, whereas the GFP− consists of varying cellular populations present in the mammalian brain.

### Differential expression in AN of resilient vs. susceptible animals in the vHIP

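The counts examined here came from 34 libraries of nuclear RNA (nucRNA-seq) from GFP+ nuclei of Arc-GFP mice, in which tamoxifen lets cells with an active *Arc* promoter express the nuclear membrane protein Sun1GFP. Stressed mice had undergone chronic social defeat (CSD) for 10 days. Tamoxifen was injected at 150 mg/kg and the nuclei were isolated 72 h later, after the social interaction (SI) test. The paper gives pools of 2 mice in several places and of 1 to 2 mice in another, and 10000 sorted nuclei. The vHIP was represented by 6 control, 7 resilient and 6 susceptible libraries, and the PFC by 5 libraries of each group. The legend of Fig. 3 gives up to 8 libraries per condition in the vHIP, and resilient vHIP libraries beyond these 7 were not analysed here. The sample labels give the region, phenotype and replicate number of each library but not its sort gate. Mean normalized counts recomputed with DESeq2 differed from the base means in Supplementary Table 3 by at most 4.78e-04% for susceptible vs. control (S vs. C) in the vHIP and 4.37e-04% for susceptible vs. resilient (S vs. R) in the PFC, so that in these 2 comparisons the libraries are those the paper used for AN. For resilient vs. control (R vs. C) and S vs. R of the vHIP none of the sets tried (all libraries, or all but 1) matched as closely, with differences of up to 5.42% and 13.5% for the closest of them. The copy of that table used here holds 1360 genes for S vs. C of the vHIP and 451 for S vs. R of the PFC, against 760 and 452 in the paper's text. For S vs. R of the vHIP it holds 760 genes against 1361 in the text, so that the text appears to exchange the counts of these 2 vHIP comparisons. Stressed and non-stressed mice were kept in different rooms, so room and stress cannot be told apart in the comparisons with controls.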

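The authors aligned the reads to mm10 with STAR and the UCSC annotation, removed PCR duplicates by unique molecular identifier, kept uniquely mapped reads and counted them per gene with HTSeq, so that a count stands for a distinct molecule. Reads were single-end in the PFC and paired-end in the vHIP, and expression levels were not compared between the regions. Reads shared by near-identical genes are lost in this counting, and the paper's text does not say whether it used the strand, so that members of such families and genes overlapping another gene are uncertain. Total counts per library in the vHIP were 3785845 to 8526883 (median 4849550) in control, 2978836 to 5580842 (median 5185709) in resilient and 4047967 to 7318089 (median 5481326) in susceptible animals. In the PFC they were 5995522 to 6978527 (median 6528476) in control, 5453844 to 7082606 (median 5980141) in resilient and 5464519 to 7912075 (median 7377479) in susceptible animals. The totals did not differ between any 2 groups of a region in 6 comparisons (two-sided exact permutation tests, p from 0.111 to 0.816). The labels number the libraries of a group as replicates, and each library was taken as 1 replicate. The counts of all 81 pairs of libraries of the same group and region differed by more than sampling noise (chi-square per degree of freedom from 3.68 to 47.0), as repeat libraries of one sample could too. Groups were compared 2 at a time with the quasi-likelihood test of edgeR after TMM normalization and edgeR's filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.1, the threshold of the paper, were taken as DEGs. The biological coefficient of variation between libraries was 0.177 to 0.188 in the vHIP and 0.143 to 0.158 in the PFC. Gene families were tested with camera (limma), which compares the fold changes of a family with those of the other genes at a preset correlation of 0.01, and the p-values of 19 family tests were adjusted together. With fry, which uses the correlation in the data, 13 of the 19 adjusted p-values stayed under 0.05, and the other 6 were those of the non-clustered protocadherins in S vs. C of the vHIP, of the 4 families tested in R vs. C of the PFC and of the solute carriers in S vs. R of the PFC. The paper named the families from DEGs of these libraries, so that counts of DEGs adjusted over the list alone are not independent evidence.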

To characterize further the different transcriptional programs of the AN in the different behavioral groups, we first profiled the differentially expressed genes (DEGs) in the AN of resilient, susceptible, and control animals in the vHIP and PFC. The comparison profiles included the following conditions: resilient vs. control [R vs. C], susceptible vs. control [S vs. C], and susceptible vs. resilient [S vs. R] (Supplementary Table 3, Supplementary Fig. 3A–D). 

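In R vs. C of the vHIP, 98 of 12425 tested genes were DEGs, with 26 upregulated and 72 downregulated, and 1837 genes had an unadjusted p under 0.05. DESeq2 called 527 genes, with 196 upregulated and 331 downregulated, among them 95 of the 98. The 13 fits that each left out 1 library gave from 0 DEGs, without control replicate 5, to 329, without control replicate 3. The libraries of the groups did not overlap for 42 of the 98 DEGs, a share that the choice of DEGs itself raises (chance gives 0.117% of genes that are not chosen by their p). Among these, the genes with the largest changes and a mean of at least 50 counts were *Rab34*, *Slc16a11*, *Ppm1h* and *Snx29*. *Rab34*, on chromosome 11 of GRCm38 (mm10, GENCODE annotation) from 78188430 to 78192193, had 14.5 ± 3.33 CPM (TMM-normalized; SD, n = 7) in resilient and 26.8 ± 5.01 CPM (SD, n = 6) in control animals, a log2 fold change of −0.89 (SE 0.16, adjusted p = 0.042 from edgeR). The log2 fold change was −0.88 for *Slc16a11* (SE 0.19, adjusted p = 0.075), which reached 29.8 CPM in control replicate 5 and 14.1 to 18.9 CPM in the other controls. It was 0.59 for *Ppm1h* (SE 0.12, adjusted p = 0.066), which reached 89.7 CPM in resilient replicate 7 and 58.3 to 69.9 CPM in the other resilient libraries, and 0.51 for *Snx29* (SE 0.12, adjusted p = 0.085). Leaving out 1 library raised the adjusted p of *Rab34* and of *Ppm1h* to 0.158 at most (without control replicate 5), that of *Slc16a11* to 0.196 (without resilient replicate 6) and that of *Snx29* to 0.22 (without control replicate 2).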

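In S vs. C of the vHIP, 1106 of 12288 tested genes were DEGs, with 664 upregulated and 442 downregulated, and 2538 genes had an unadjusted p under 0.05. DESeq2 called 1359 genes (778 upregulated, 581 downregulated), of which 1079 were DEGs in edgeR too. The count ranged from 425 without susceptible replicate 6 to 1485 without susceptible replicate 3. For 206 of the 1106 DEGs the libraries did not overlap (0.216% of genes not chosen by their p by chance). *Coro6* (chromosome 11, 77462411 to 77470484) fell from 98.2 ± 17.7 CPM (SD, n = 6) in control to 31.0 ± 10.6 CPM (SD, n = 6) in susceptible animals, a log2 fold change of −1.68 (SE 0.17, edgeR adjusted p = 2.2e-05). The long noncoding RNA *Rmst* (chromosome 10, 92071037 to 92165170) changed by −1.60 on the log2 scale (SE 0.25, adjusted p = 0.0018). Among DEGs without overlap and with a mean of at least 50 counts, the largest increases were those of *Cnp* (1.56, SE 0.24, adjusted p = 0.0018) and *Penk* (1.34, SE 0.18, adjusted p = 8.1e-04). All 4 genes stayed DEGs in each of the 12 fits that left out 1 library. Such fits do not test a difference in dissection or in the share of cell types between the groups.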

In the vHIP, R vs. C comprised 200 downregulated and 141 upregulated genes (Fig. 3A), and S vs. C comprised 438 downregulated and 322 upregulated genes (Fig. 3B). 

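Between susceptible and resilient animals, 343 of 12420 tested genes were DEGs in the vHIP. Of these, 139 were upregulated and 204 downregulated in susceptible animals, and 2153 genes had an unadjusted p under 0.05. DESeq2 called 708 genes (292 upregulated, 416 downregulated), including 336 of the 343, and edgeR with all 3 groups in one model called 581 (240 upregulated, 341 downregulated). No gene was a DEG without susceptible replicate 6, where the count was 0, and 685 were without susceptible replicate 3. The libraries of the groups did not overlap for 60 of the DEGs. *Hspa2* (chromosome 12, 76404176 to 76406938) had 20.3 ± 4.90 CPM (SD, n = 6) in susceptible and 9.55 ± 2.73 CPM (SD, n = 7) in resilient animals, a log2 fold change of 1.09 (SE 0.20, edgeR adjusted p = 0.029). *Gna12* rose by 0.93 (SE 0.20, adjusted p = 0.043). *Rmst*, also lower than in control animals, had a log2 fold change of −1.55 (SE 0.28, adjusted p = 0.029), and *Sgcz* one of −1.33 (SE 0.30, adjusted p = 0.045). Without susceptible replicate 6, the adjusted p was 0.104 for *Hspa2* and *Rmst*, 0.15 for *Gna12* and 0.125 for *Sgcz*.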

S vs. R exhibited the largest number of DEGs with 580 downregulated and 781 upregulated genes (Fig. 3C). Using GO analysis, we identified condition-enriched biological processes associated with each of the behavioral groups. Resilience-associated upregulated DEGs were enriched for “cell adhesion” and “synaptic transmission, glutamatergic” and “synaptic signaling” (Fig. 3D, Supplementary Table 4). Noticeably, we observed several DEGs downregulated in resilient animals when compared to control associated with “RNA splicing” and “mRNA processing” (Fig. 3D, Supplementary Table 4). In contrast, the susceptible group displayed upregulated DEGs compared to controls, which were enriched for processes related to “synapse organization” and “cell junction organization,” while the downregulated DEGs were enriched for “cytoskeleton organization” and “trans-synaptic signaling” (Fig. 3E, F). When comparing DEGs upregulated in susceptible vs. resilient animals, we found enrichment in processes related to “cytoskeleton organization” and “synaptic signaling,” while the downregulated DEGs were enriched for “cell adhesion” and “synapse organization” (Fig. 3C, F, Supplementary Table 4). These findings demonstrate an intricate molecular interplay with cell adhesion genes, showing an overall upregulation in resilient animals compared to other groups, while cytoskeleton organization genes are upregulated in susceptible animals compared to resilient but downregulated compared to control animals. On the other hand, synapse organization genes are upregulated in susceptible animals compared to control animals but downregulated compared to resilient animals. 

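Compared with control animals, the 53 tested clustered protocadherins had a median log2 fold change of −0.04 in the susceptible group, with 24 higher and 29 lower (camera, adjusted p = 0.87 over 174 tests of gene lists in all comparisons). The 3 tested actins were all higher in susceptible than in control animals, with a median log2 fold change of 0.70 (camera adjusted p = 0.034, fry adjusted p = 0.095). Of 11 tubulins, 9 were higher, with a median of 0.31 (camera adjusted p = 0.0040, fry adjusted p = 0.261). Neither family passed with fry, both are only part of the genes of the cytoskeleton, and GO terms were not analysed here. DEGs of S vs. C, all upregulated, included 2 actins and 3 tubulins, and 2 and 5 when adjusted over the list alone. Neither family differed in R vs. C, with a median of −0.15 for actins (adjusted p = 0.62) and −0.17 for tubulins (adjusted p = 0.29).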

Proper synapse organization is crucial for effective neural communication, while cytoskeleton morphology contributes to neuronal growth and the transport of essential components, ultimately impacting overall neuronal activity and function. These differential expression patterns in cell adhesion, cytoskeleton organization, and synapse organization genes in the vHIP may collectively contribute to the distinct behavioral outcomes observed in resilient and susceptible animals.

**Fig. 3:**
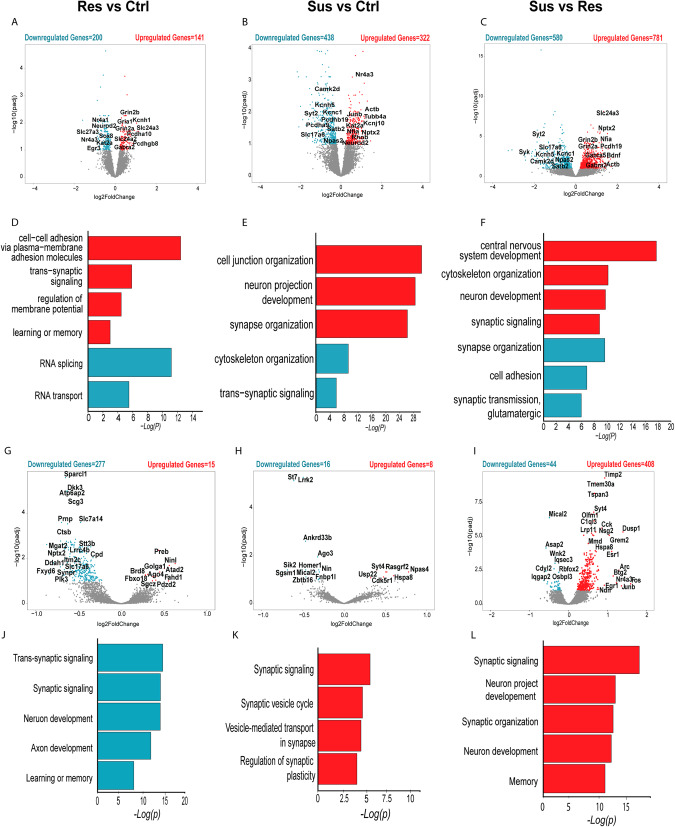
Characterization of DEGs in the vHIP and PFC between the distinct behavioral groups. Volcano plots representing the upregulated (red) and downregulated (blue) DEGs in Res vs. Ctrl (**A**), Sus vs. Ctrl (**B**), and Sus vs. Res (**C**) in vHIP. A total of 6–8 samples per condition, FDR < 0.1. GO term analysis of R vs. C (**D**), S vs. C (**E**) and S vs. R (**F**). Volcano plots representing the upregulated (red) and downregulated (blue) DEGs in Res vs. Ctrl (**G**), Sus vs. Ctrl (**H**) and Sus vs. Res (**I**) in PFC. GO term analysis of R vs. C (**J**), S vs. C (**K**) and S vs. R (**L**). A total of 4–5 samples per condition, FDR < 0.1.

### In the PFC, susceptible AN reveal a widespread upregulation of genes associated with synaptic signaling and activity

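The legend of Fig. 3 gives 4–5 samples per condition in the PFC, where 5 libraries were mapped to each group. The base means of Supplementary Table 3 identify the libraries used. Means recomputed without control replicate 3 differed from those of R vs. C by at most 4.16e-04% (6.16% for the next closest of the sets tried), and means recomputed without control replicate 2 differed from those of S vs. C by at most 3.31e-04% (3.21% for the next closest of the sets tried). All 10 libraries entered S vs. R. The paper gives no reason for leaving out these 2 libraries, which held 5995522 counts (replicate 3) and 6221065 counts (replicate 2). Over the paper's libraries, edgeR called 99 DEGs in R vs. C, with 4 upregulated and 95 downregulated, and DESeq2 called 297 (14 upregulated, 283 downregulated). In S vs. C, edgeR called 3 (1 upregulated, 2 downregulated) and DESeq2 29 (10 upregulated, 19 downregulated). Over all libraries, both tools called 0 genes in both comparisons, with 545 of 12736 genes at an unadjusted p under 0.05 in R vs. C and 457 of 12831 in S vs. C with edgeR. The edgeR count was also 0 in the fits that left out any other control library. DESeq2 called 1 gene in R vs. C without control replicate 4 and 14 genes in S vs. C without control replicate 3. In S vs. R, 220 of 12812 genes were DEGs, with 205 upregulated and 15 downregulated, and 1404 had an unadjusted p under 0.05. DESeq2 called 455 (406 upregulated, 49 downregulated), including 210 of the 220. With all 3 groups in one model the count was 7 (6 upregulated, 1 downregulated). Leaving out 1 library gave from 29 DEGs, without resilient replicate 3, to 352, without resilient replicate 1. The groups did not overlap for 140 of the 220 DEGs (0.794% of genes not chosen by their p by chance). Among DEGs without overlap and with a mean of at least 50 counts, the largest increase was that of *Dusp1* (chromosome 17, 26505590 to 26562128), with 23.0 ± 9.32 CPM (SD, n = 5) in susceptible and 8.78 ± 1.04 CPM (SD, n = 5) in resilient animals (log2 fold change 1.40, SE 0.23, edgeR adjusted p = 0.0094). *Gm6402* had a log2 fold change of −0.86 (SE 0.18, adjusted p = 0.036) and *Asap2* of −0.58 (SE 0.10, adjusted p = 0.020). Without resilient replicate 3, the adjusted p of *Gm6402* was 0.128.

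**Figure D1:**
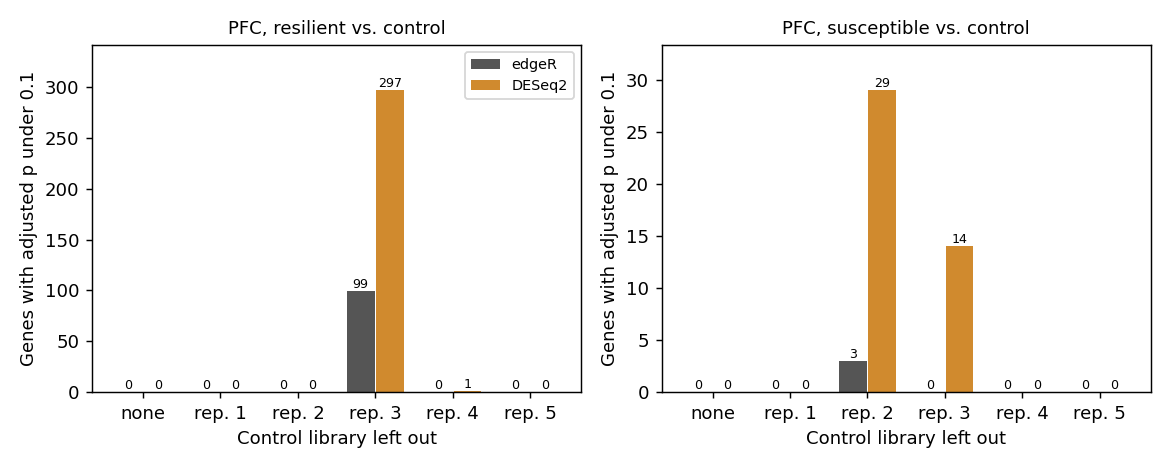
Number of genes with an adjusted p under 0.1 (y axis) in R vs. C and S vs. C of the PFC with all 5 control libraries and with each control library left out (x axis), from edgeR (grey) and DESeq2 (orange). R vs. C reaches 99 and 297 genes without control replicate 3, and S vs. C reaches 3 and 29 genes without control replicate 2.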

In the PFC, the R vs. C comparison group comprised 277 downregulated and 15 upregulated genes, S vs. C 16 downregulated and 8 upregulated, and S vs. R consisted of 44 downregulated and 408 upregulated genes (Fig. 3G–I, Supplementary Fig. 3E–H, Supplementary Table 3). Due to the reduced number of DEGs, GO enrichment analysis was limited to the identified DEGs between the distinct conditions. Nevertheless, similarly to vHIP, synapse-associated genes were enriched in all the compared conditions (Supplementary Table 3). Genes downregulated in resilient animals compared to control were enriched for “synaptic signaling” and “neuron development” (Fig. 3J). Susceptibility-specific upregulated genes were enriched for “synaptic signaling”, “synaptic vesicle cycle”, and “regulation of synaptic plasticity” (Fig. 3K, L). These results suggest that in the PFC, the general upregulation of genes in the susceptible group might signify amplified synaptic activity and signaling, potentially indicating increased cognitive processing. In contrast, the downregulated DEGs associated with synaptic signaling and neuron development in the resilient group could suggest a more restrained synaptic function and cellular maturation, potentially reflecting a more stable and balanced neural state under chronic stress conditions.

### Gene families specifically upregulated in AN of the vHIP of resilient and susceptible animals

Next, we investigated distinct gene families showing differential expression in the AN of distinct behavioral groups, aiming to identify shared genes that exhibit coordinated changes across all conditions (Supplementary Fig. 4A–C). Additionally, we clustered the gene families according to their occurrence and behavioral classification and focused our analyses on the DEGs that were upregulated in susceptible or resilient animals (Supplementary Figs. 5–7). 

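The clustered protocadherin genes lie in 3 clusters on chromosome 18 of GRCm38. The α cluster spans 36930184 to 37187661, the β cluster 37264938 to 37524479 and the γ cluster 37661793 to 37841873. Members of the α cluster share constant exons, as do those of the γ cluster, so that reads from these exons cannot be assigned to a single member and the counts of single genes are uncertain. All 53 tested members were higher in resilient than in control animals, with a median log2 fold change of 0.36 (camera adjusted p = 2.7e-15, fry adjusted p = 0.023). The median stayed between 0.31 and 0.45 when 1 library was left out. Of the 53 genes, 3 were DEGs, and 17 when adjusted over the list alone.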

In the vHIP, the R vs. C upregulated DEGs revealed gene families enriched mainly for “clustered protocadherins (cPcdhs)”, a class of cell adhesion molecules known to play a role in neuronal survival and dendritic self-avoidance [31] (Supplementary Figs. 4A, 5E, 6A). On the other hand, in S vs. C, we observed that “non-clustered protocadherins (ncPcdhs)” were upregulated. 

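Of the 9 non-clustered protocadherins tested in S vs. C, 6 were higher and 3 lower in susceptible animals, with a median log2 fold change of 0.21 (camera adjusted p = 0.011, fry adjusted p = 0.069). The median ranged from 0.15 to 0.32 when 1 library was left out. Without susceptible replicate 4 it was 0.18, with a camera adjusted p of 0.092. Of the 9 genes, 4 were DEGs, all upregulated, and 5 when adjusted over the list alone. Compared with controls, all 9 genes were higher in resilient animals, with a median of 0.17 and 0 DEGs, also when adjusted over the list alone (camera, adjusted p = 0.041 over the 174 list tests; fry adjusted p = 0.444). In control replicate 1 the mean level of the family lay 0.21 above the average of the vHIP libraries on the log2 scale, and in the other controls 0.11 to 0.28 below it (from −0.28 to −0.11).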

Although structural molecules similar to “cPcdhs”, these are known to be involved in neural circuit formation and maintenance [32] (Supplementary Fig. 6B). The upregulation of distinct protocadherin families in the vHIP of susceptible and resilient animals suggests two separate pathways of cell adhesion molecules to perform distinct functional roles. 

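The 5 kainate receptor subunits had a median log2 fold change of 0.23 in R vs. C of the vHIP, with 4 of 5 higher in resilient animals (camera adjusted p = 0.028). The median ranged from 0.094, without resilient replicate 6, to 0.35, without resilient replicate 2. Without resilient replicate 4 the median was 0.25 and the adjusted p 0.054. In S vs. R the median was −0.35, with 4 of 5 lower in susceptible animals (camera adjusted p = 0.0096), and −0.20 without susceptible replicate 2. *Grik3* (chromosome 4, 125490700 to 125714173) had 76.4 ± 11.9 CPM (SD, n = 7) in resilient and 58.2 ± 13.7 CPM (SD, n = 6) in control animals. Its log2 fold change in R vs. C was 0.39 (SE 0.14, edgeR adjusted p = 0.19) and DESeq2 gave an adjusted p of 0.099. In S vs. R it was −0.79 (SE 0.18, edgeR adjusted p = 0.048), and the adjusted p rose to 0.15 without susceptible replicate 6. *Grik4* (chromosome 9, 42518135 to 42944493) changed by 0.47 in R vs. C (SE 0.13, edgeR adjusted p = 0.114; 0.035 with DESeq2) and by −0.39 in S vs. R (SE 0.14, edgeR adjusted p = 0.163). With all 3 groups in one model the adjusted p of *Grik4* in S vs. R was 0.116, and it ranged from 0.074 to 0.312 when 1 library was left out, the lowest without resilient replicate 3. *Grik4* had 135.8 CPM in susceptible replicate 6 and 87.1 to 101 CPM in the other susceptible libraries. Adjusted over the list alone, 2 of the 5 genes passed in each comparison, and over all genes 0 in R vs. C, where *Grik4* had an unadjusted p of 0.0015, and 1 in S vs. R.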

Additional notable gene families displaying distinct expression patterns comprise “glutamate ionotropic receptor kainate type subunits,” which were upregulated in the resilient group compared to both the control and susceptible groups (Supplementary Figs. 4A, C, 5E). Among the R vs. C downregulated gene families, we found a large number of genes with an RNA binding motif, which is in line with the observed enrichment of RNA processing mechanisms in the GO terms (Supplementary Figs. 4A, 6A). 

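The genes of RNA-binding motif proteins (Rbm) were tested together with those of serine/arginine splicing factors (Srsf) and heterogeneous nuclear ribonucleoproteins (Hnrnp). Of these 63 genes, 47 were lower in resilient than in control animals, with a median log2 fold change of −0.10 (camera adjusted p = 6.4e-05, fry adjusted p = 0.025). The median stayed between −0.13 and −0.07 when 1 library was left out. Of the 63 genes, 2 were DEGs, both downregulated, and 10 when adjusted over the list alone. Susceptible animals had lower levels than controls for 45 of the 63 genes, with a median of −0.10 (camera, adjusted p = 0.0099 over the 174 list tests; fry adjusted p = 0.273), and in S vs. R the median was 0.04 (adjusted p = 0.66).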

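Among vHIP libraries, all 3 tested actins were higher in susceptible than in resilient animals, with a median log2 fold change of 0.76 (camera adjusted p = 0.0013), as were all 11 tubulins, with a median of 0.44 (camera adjusted p = 6.7e-06). Actins and tubulins include near-identical paralogs and pseudogenes, so that counts of single members are uncertain. The median ranged from 0.54 to 0.88 for actins and from 0.31 to 0.50 for tubulins when 1 library was left out, each lowest without susceptible replicate 2. DEGs included 2 actins and 1 tubulin, and 2 and 7 when adjusted over the list alone.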

Among the gene families that were upregulated in S vs. R, we identified several gene families belonging to the “Actins”, “Tubulins”, and “Rho family GTPases” known to be involved in cytoskeleton remodeling mechanisms [33] (Supplementary Figs. 5B, 6C).

Throughout our data, we observed alterations in multiple DEGs across several comparison groups, prompting us to perform an overlap analysis to identify shared gene targets that exhibit changes in expression corresponding to the behavioral conditions. This approach allowed us to emphasize the most significant gene targets that were consistently altered in more than one comparison group and focus mainly on the differences between resilient and susceptible groups. 

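Genes that were DEGs in 2 comparisons of the vHIP were counted from the edgeR calls. In all, 76 genes were higher in susceptible animals: 71 were upregulated in both S vs. C and S vs. R, and 5 were upregulated in S vs. R and downregulated in R vs. C. In resilient animals 113 genes were higher, with 2 upregulated in R vs. C and downregulated in S vs. R, and 111 downregulated in both S vs. R and S vs. C. With DESeq2 the counts were 147 and 207. Leaving out 1 of the 19 libraries gave from 0, without susceptible replicate 6, to 218 genes higher in susceptible animals, without susceptible replicate 3. For genes higher in resilient animals the range was 0, without susceptible replicate 6, to 203, without susceptible replicate 4. Comparisons that share libraries share their chance values. In 15 simulations of unchanged groups both counts were 0, and the Pearson correlation across genes between the log2 fold changes of S vs. C and S vs. R had a median of 0.52, against 0.65 in the data (genes are not independent replicates). Between R vs. C and S vs. R it was −0.34 in the data and −0.46 in the simulations. The simulations drew each gene independently, without the variation that genes of one library share, so they may understate what chance gives in real libraries.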

In vHIP, we identified a total of 167 upregulated genes in susceptible and of 216 upregulated genes in resilient animals. These groups were termed susceptible-up (SusUp) and resilient-up (ResUp) (Fig. 4A, Supplementary Fig. 6D, and Supplementary Table 5). Among the most significant DEGs are previously described gene families such as “Actins,” “Tubulins,” “Rho family GTPases” appearing in the SusUp group and “cPcdhs” and “Glutamate ionotropic receptor kainite type subunits” appearing in ResUp (Fig. 4B). These findings highlight the predominant association of upregulated cell adhesion, particularly the “cPcdhs” gene family, with resilient behavior, while cytoskeleton remodeling gene families are specifically upregulated in the vHIP of susceptible animals.

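In S vs. R of the vHIP, 52 of the 53 clustered protocadherins were lower in susceptible animals, with a median log2 fold change of −0.43 (camera adjusted p = 9.2e-15). The median stayed between −0.50 and −0.35 when 1 library was left out. Of the 53 genes, 6 were DEGs, and 25 when adjusted over the list alone. From the families among the SusUp and ResUp genes, the paper concludes that upregulated cell adhesion genes, mainly the cPcdhs, go with resilient behavior in the vHIP and upregulated cytoskeletal families with susceptible behavior.

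**Figure D2:**
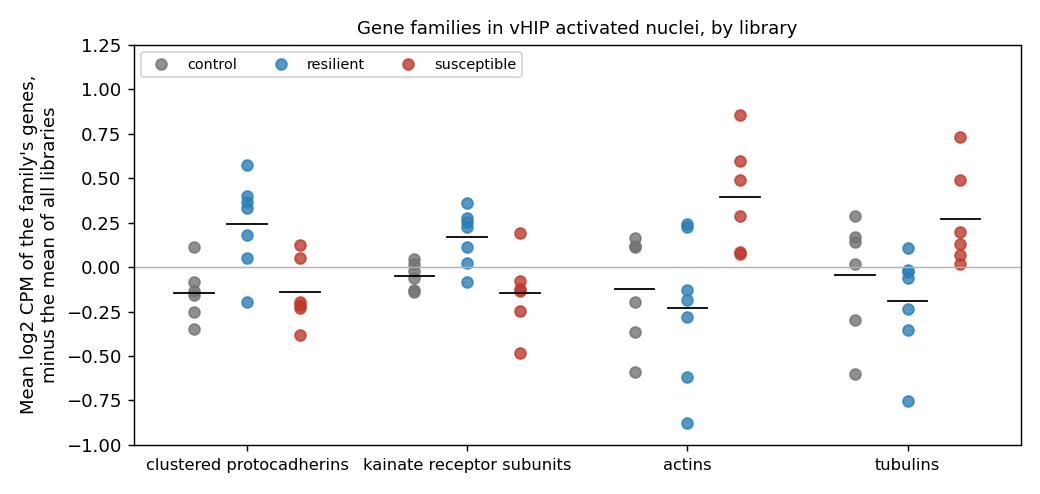
Mean log2 CPM of the genes of 4 families in each vHIP library, minus the mean of all 19 vHIP libraries (y axis), for control (grey), resilient (blue) and susceptible (red) animals. Points are libraries and bars are group means. Clustered protocadherins and kainate receptor subunits are highest on average in resilient animals, and actins and tubulins in susceptible animals.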

**Fig. 4:**
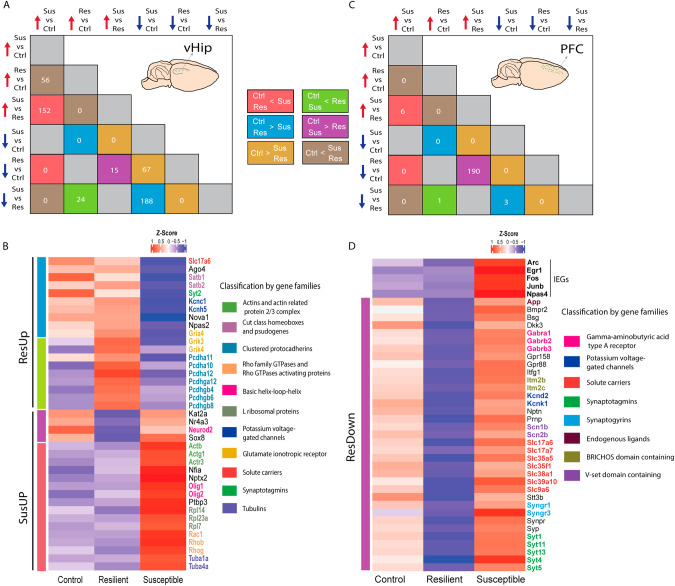
Identification of most significant DEGs in the vHIP and PFC and classification according gene families between the distinct behavioral groups. **A** Overlapping DEGs across the distinct behavioral conditions classified as upregulated in susceptible compared to resilient (red and purple) and resilient compared to susceptible (green and blue). **B** Heatmap of nuclear RNA-Seq expression *z*-scores computed for selected differentially expressed genes between the behavioral groups in the vHIP. **C** Overlapping DEGs across the distinct behavioral conditions classified as upregulated in susceptible compared to resilient (red and purple) and resilient compared to susceptible (green and blue). **D** Heatmap of nuclear RNA-Seq expression *z*-scores computed for selected differentially expressed genes between the behavioral groups in the PFC.

### Specifically upregulated gene families suggest increased synaptic activity in PFC AN of susceptible animals

Using a comparable approach to the vHIP analysis, we explored the differential expression of specific gene families in the AN of the PFC across distinct behavioral comparisons. Interestingly, we observed the enrichment of several gene families that were downregulated in the R vs. C yet upregulated in the S vs. C and/or S vs. R conditions. These gene families, including “Gamma-aminobutyric acid type A receptor subunits”, “solute carriers,” “ATPase Na+/K+ transporting subunits,” and “synaptotagmins” (Fig. 4D, Supplementary Fig. 7). 

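Over the libraries the paper used in R vs. C of the PFC, without control replicate 3, the median log2 fold change was −0.33 for 15 synaptotagmins, −0.23 for 12 GABA-A receptor subunits, −0.48 for 6 Na+/K+ ATPase subunits and −0.08 for the solute carriers (camera adjusted p from 1.1e-08 to 1.6e-06). Over all libraries it was −0.23, −0.16, −0.33 and −0.05, with 12 of 15, 12 of 12, 6 of 6 and 131 of 209 genes lower in resilient animals (camera adjusted p = 1.9e-04, 3.0e-05, 4.6e-04 and 0.0019). With fry none of the 4 passed over all libraries (adjusted p from 0.132 to 0.348), and without control replicate 2 the solute carriers had a median of −0.02 (camera adjusted p = 0.101). DEGs over all libraries were 0 in each family, also when adjusted over the list alone. In susceptible animals the families were higher than in resilient animals, with a median of 0.20 for synaptotagmins (11 of 15 genes, adjusted p = 5.3e-07), 0.30 for GABA-A receptor subunits (11 of 12, adjusted p = 1.7e-08), 0.41 for Na+/K+ ATPase subunits (6 of 6, adjusted p = 1.7e-08) and 0.03 for solute carriers (117 of 210, adjusted p = 0.027), each from camera. The median of the synaptotagmins ranged from 0.12, without susceptible replicate 3, to 0.36, without resilient replicate 1. The solute carriers did not pass with fry (adjusted p = 0.069) or in 3 of the 10 fits that left out 1 library (up to 0.114, without resilient replicate 2). DEGs of S vs. R, all upregulated, were 5 synaptotagmins, 2 GABA-A receptor subunits, 3 Na+/K+ ATPase subunits and 4 solute carriers, and 6, 7, 5 and 12 when adjusted over the list alone. The medians of S vs. C were 0.14, 0.09, 0.09 and −0.01, of which only that of the GABA-A receptor subunits passed in camera (adjusted p = 0.035 over the 174 list tests; fry adjusted p = 0.605).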

Synaptotagmins are known to play a role in calcium-dependent presynaptic neurotransmitter release. The systematic downregulation of this gene family in the resilient animals suggests a decrease in inner calcium levels concentration and, in line with the observation of an amplified neuronal activity in the susceptible animals, potentially amplified neuronal activity [34, 35]. These alterations are associated with synaptic transmission, neurotransmission, and ion transport (Supplementary Fig. 4D–F). The upregulation of these gene families in the susceptible condition suggests an increase in neuronal activity and altered synaptic signaling.

Next, we performed an overlap analysis of DEGs identified in distinct behavioral conditions within the PFC to identify shared gene targets displaying changes in expression associated with the behavioral conditions. Here, we identified a total of 196 resilient-downregulated (ResDown) and 4 ResUp genes (Fig. 4C, Supplementary Table 5). 

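Over the libraries the paper used in each PFC comparison, DESeq2 gave 204 genes that were lower in resilient animals, of which 9 were upregulated in S vs. C and S vs. R and 196 were downregulated in R vs. C and upregulated in S vs. R (1 gene was in both sets), and 5 genes that were higher in resilient animals. With edgeR and without control replicate 3 in the comparisons with controls, the counts were 60 and 1. Over all 15 libraries both counts were 0, with edgeR and with DESeq2. At an unadjusted p under 0.05 in both comparisons, edgeR gave 325 and 124 genes over all libraries. Of the fits that left out 1 of the 15 libraries, only that without control replicate 3 gave a count above 0. In simulations of unchanged groups that share libraries, both counts were 0 and the Pearson correlation across genes between the log2 fold changes of R vs. C and S vs. R had a median of −0.51, against −0.59 in the data. Genes were drawn independently there too, so these values may understate what chance gives in real libraries.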

We clustered the gene families according to their occurrence and behavioral classification and identified three main groups that were associated with more than one behavioral comparison (Supplementary Fig. 7). Most notably, 21 gene families were downregulated in R vs. C and upregulated in S vs. R, all classified within the ResDown group in the PFC (Supplementary Fig. 7). Interestingly, we observed an upregulation of various IEGs including *Arc, Fos, Junb, Npas4,* and *Egr1* (Fig. 4D). 

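All 12 tested IEGs were higher in susceptible than in resilient PFC libraries, with a median log2 fold change of 1.04 (camera adjusted p = 5.0e-18, fry adjusted p = 0.027). Of the 12 genes, 8 were DEGs, and 11 when adjusted over the list alone. *Arc* (chromosome 15, 74669083 to 74672570), whose promoter drives the reporter used for sorting, had 172 ± 85.6 CPM (SD, n = 5) in susceptible and 70.3 ± 14.4 CPM (SD, n = 5) in resilient animals, a log2 fold change of 1.30 (SE 0.23, edgeR adjusted p = 0.021). Susceptible replicate 4 had 323.7 CPM and the other susceptible libraries 112 to 157 CPM. Without replicate 4 the log2 fold change of *Arc* was 0.94 (adjusted p = 0.0028) and the median of the list 0.72. The log2 fold change was 1.60 for *Fos* (chromosome 12, 85473890 to 85477273; SE 0.37, adjusted p = 0.055), 1.37 for *Junb* (chromosome 8, 84974484 to 84978718; SE 0.34, adjusted p = 0.069), 0.78 for *Npas4* (chromosome 19, 4984355 to 4990316; SE 0.17, adjusted p = 0.049) and 0.92 for *Egr1* (chromosome 18, 34859823 to 34864984; SE 0.21, adjusted p = 0.055). *Arc* stayed a DEG in each of the 10 fits that left out 1 library. *Fos* did not in 5 of them, *Junb* in 7, *Npas4* in 3 and *Egr1* in 5, with adjusted p up to 0.175 (*Fos*, without resilient replicate 3), 0.192 (*Junb*, without resilient replicate 2), 0.163 (*Npas4*, without resilient replicate 4) and 0.168 (*Egr1*, without resilient replicate 4). With all 3 groups in one model, *Arc* had an adjusted p of 0.084 and the other 4 genes did not pass (0.134 to 0.21).

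**Figure D3:**
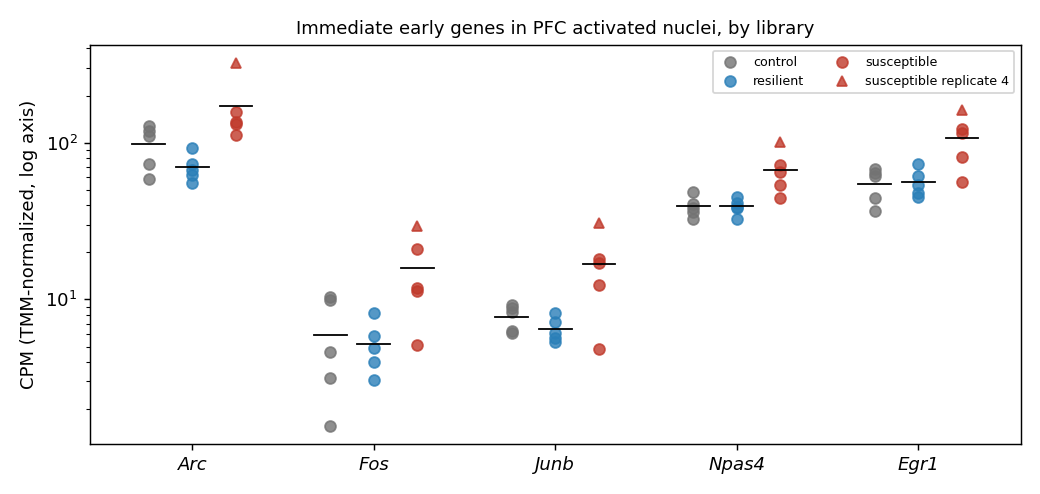
CPM on a log axis (y axis) of 5 IEGs in each PFC library of control (grey), resilient (blue) and susceptible (red) animals. Points are libraries, bars are group means and the triangle is susceptible replicate 4, which lies at 323.7 CPM for *Arc*.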

The observed upregulation of IEGs in susceptible AN suggests a hyperactivated neuronal response associated with the susceptible condition. These findings collectively indicate that the AN in the PFC of susceptible animals undergoes activity-dependent neuronal changes, while the AN in resilient animals remains relatively unaffected or less activated.

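Against controls as well, all 12 IEGs were higher in susceptible PFC libraries, with a median log2 fold change of 0.97 (camera, adjusted p = 4.3e-18 over the 174 list tests; fry adjusted p = 0.192 over the same tests). None was a DEG (0 of 12 over all genes), and 10 passed when adjusted over the list alone. Of 11 IEGs tested in R vs. C, 8 were lower in resilient animals, with a median of −0.17 (camera adjusted p = 0.045, fry adjusted p = 0.617). From the higher expression of IEGs in susceptible AN, the paper proposes a hyperactivated neuronal response. The nuclei were isolated 72 h after tamoxifen, so these IEG levels are those at isolation and were not measured during the activity that labelled the nuclei.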

### Protein–protein interaction analysis identifies distinct hub genes linked to susceptibility and resilience

Following our observations of enriched mechanisms and specific gene families associated with cytoskeleton organization and synaptic regulation in the distinct behavioral groups, we opted to characterize the protein–protein interaction (PPI) network of the identified SusUp or ResUp groups. To understand the possible PPI of these DEGs and to identify hubs, we obtained networks from the STRING database. Interestingly, in the vHIP SusUp gene network, we found that *Rac1* and *Actb* act as hub genes based on the degree of connectivity to other genes (Supplementary Fig. 8A). In contrast, in ResUp, we identified *Gria4* and *Syk* as hub genes (Supplementary Fig. 8B). 

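*Rac1* (chromosome 5, 143503634 to 143528036) had 98.95 ± 33.1 CPM (SD, n = 6) in susceptible and 61.6 ± 13.8 CPM (SD, n = 7) in resilient vHIP libraries, a log2 fold change of 0.68 (SE 0.18, edgeR adjusted p = 0.075). It lost its call in 6 of the 13 fits that left out 1 library, with an adjusted p of up to 0.205 without susceptible replicate 6. *Actb* (chromosome 5, 142903115 to 142906754), which has processed pseudogenes, had 488 ± 187 CPM (SD, n = 6) in susceptible and 271 ± 54.1 CPM (SD, n = 7) in resilient animals (log2 fold change 0.85, SE 0.18, edgeR adjusted p = 0.035). Its adjusted p was 0.102 without susceptible replicate 2 and 0.125 without susceptible replicate 6. All 6 susceptible libraries lay above the resilient mean for both genes. DESeq2 called both, with adjusted p of 0.024 and 0.027.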

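*Gria4* (chromosome 9, 4417896 to 4796234) had 134 ± 35.7 CPM (SD, n = 6) in susceptible and 199.6 ± 39.4 CPM (SD, n = 7) in resilient vHIP libraries, a log2 fold change of −0.58 (SE 0.15, edgeR adjusted p = 0.070). Susceptible replicate 4 had 200.4 CPM and the other susceptible libraries 106 to 138 CPM, and without it the log2 fold change was −0.74. The adjusted p rose above 0.1 in 6 of the 13 fits that left out 1 library, up to 0.204 without susceptible replicate 6. *Syk* (chromosome 13, 52583173 to 52648792) had a mean of 9.92 counts per library, with 1.04 ± 1.13 CPM (SD, n = 6) in susceptible and 2.88 ± 1.28 CPM (SD, n = 7) in resilient animals. Its log2 fold change was −1.52 (SE 0.52, edgeR adjusted p = 0.146), and it was not a DEG. Susceptible replicate 3 had 3.24 CPM and the other susceptible libraries 0.153 to 1.11 CPM, and without it the log2 fold change was −2.29 (adjusted p = 0.036). With all 3 groups in one model the adjusted p of *Syk* was 0.095, and when 1 library was left out it reached 0.318, without susceptible replicate 6.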

*Rac1* and *Actb*, both implicated in cytoskeleton organization, may serve as critical hub genes influencing susceptibility to stress. On the other hand, *Gria4*, alongside *Grik3* and *Grik4*, encode subunits of ionotropic glutamate receptors, which are essential constituents of glutamate excitatory neurotransmission. Their upregulation in AN of resilient animals may enhance excitatory neurotransmission mediated by AMPA and kainate receptors, which leads to modifications in synaptic transmission and synaptic plasticity. *Syk* has been established as a crucial component in adaptive immune receptor signaling [36]. However, emerging evidence suggests that *Syk* also plays a role in other diverse biological functions, such as cellular adhesion and innate immune recognition. In the ResDown group in the PFC, we identified *Prnp* as a hub gene, as it exhibited a high degree of connectivity to other genes within the network (Supplementary Fig. 8C). 

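Over the libraries the paper used, without control replicate 3, the log2 fold change of *Prnp* (chromosome 2, 131909928 to 131938429) in R vs. C of the PFC was −0.70 (adjusted p = 0.048 from edgeR and 1.9e-04 from DESeq2). Over all libraries it was −0.53 (SE 0.19, edgeR adjusted p = 1, unadjusted p = 0.0125 from edgeR), with 138 ± 18.1 CPM (SD, n = 5) in resilient and 199.2 ± 68.5 CPM (SD, n = 5) in control animals. Control replicate 3 had 101 CPM and the other controls 190 to 292 CPM, with the highest value in control replicate 2, the library left out of S vs. C.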

*Prnp* has previously been implicated with adaptive stress responses to acute stress [37] and its downregulation in AN of resilient animals may confer a more significant role in the establishment of the resilient phenotype than previously recognized. Taken all together, our results highlight the role of specific hub genes in regulating cytoskeleton organization and synaptic neurotransmission as key mechanisms underlying the establishment of either susceptible or resilient behavior.

### Synapse-specific alteration in distinct synaptic functions between susceptible and resilient AN

Following our observations of enriched mechanisms and specific gene families associated with cytoskeleton organization and synaptic regulation in the distinct behavioral groups, we opted to characterize further the behavior-specific (susceptible or resilient) transcriptional programs related to synaptic functions. For such analysis, we focused on the most significant gene targets altered in more than one comparison group in the vHIP and PFC (Fig. 4B, D). With the classified group-specific DEGs, we performed synapse-specific analysis using SynGO, an online knowledgebase analysis platform focusing on functional annotation of synapse-specific GO terms [27]. 

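The list of 39 synapse-associated genes for the susceptible-up group of the vHIP in Supplementary Table 6 was compared between susceptible and resilient libraries. All 39 genes were higher in susceptible animals, with log2 fold changes from 0.24 to 1.01 and a median of 0.50. Of these, 14 were DEGs in S vs. R with edgeR and 25 with DESeq2, and all 39 passed when adjusted over the list alone. Neither these calls nor the shared direction are independent evidence, since the study chose the genes on these libraries. Leaving out 1 library gave from 0 DEGs, without susceptible replicate 2 or 6, to 31, without susceptible replicate 3. For the resilient-up group the copy of the table used here holds 32 genes where the paper gives 33, and that list was not tested.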

In the vHIP, we identified 39 synapse-associated genes from the 167 genes upregulated in susceptible animals (Fig. 5A, Supplementary Table 6) and 33 out of the 261 genes upregulated in resilient animals to be annotated to a synaptic function (Fig. 5B, Supplementary Table 6). In the PFC, however, 60 out of the 196 genes upregulated in susceptible animals were synapse-associated (Fig. 5C, Supplementary Table 6). 

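All 60 of these genes were higher in susceptible than in resilient PFC libraries, with log2 fold changes from 0.24 to 0.86 and a median of 0.47. With edgeR, 42 of the 60 were DEGs in S vs. R, and all 60 were with DESeq2 or when adjusted over the list alone. The study chose these genes from DEGs of the same libraries, so neither their direction nor these calls are independent evidence. The count ranged from 7, without resilient replicate 3, to 51, without resilient replicate 1, and was 1 with all 3 groups in one model.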

Functional annotation of the upregulated synaptic genes in the susceptible group in the vHIP to biological processes revealed enrichment for “synapse organization”, “synaptic signaling,” and “regulation of synaptic vesicle endocytosis” (Fig. 5A, Supplementary Fig. 9, Supplementary Table 6). On the contrary, synaptic genes upregulated in the resilient group were enriched for “process in presynapse” and “regulation of presynaptic membrane potential” (Fig. 5B, Supplementary Fig. 9, Supplementary Table 6). In the PFC, however, functional annotation of synapse-associated genes upregulated in the susceptible group were enriched for “presynapse” and “integral component of synaptic vesicle membrane” (Fig. 5C, Supplementary Fig. 10, Supplementary Table 6). Among the synapse-associated DEGs, we identified redundant gene families, consistent with our prior findings linked to susceptible and resilient behavioral phenotypes (Fig. 5D, E). In the vHIP, susceptible animals exhibit transcriptional profiles primarily characterized by neuronal cytoskeletal remodeling processes, whereas resilient animals display transcriptional signatures related to the regulation of membrane potential and synaptic activity (Fig. 5D). Conversely, in the PFC of susceptible animals, there is a notable upregulation of genes associated with synaptic function, indicative of an overall increased synaptic activity compared to resilient and control animals (Fig. 5E). Collectively, our findings underscore distinct synaptic mechanisms underlying susceptible and resilient behavior. Susceptible animals demonstrate elevated levels of neuronal and structural alterations in the vHIP, along with widespread transcriptional changes linked to neuronal activation in the PFC. In contrast, resilient animals exhibit transcriptional profiles associated with synaptic plasticity and a reduced stress-induced neuronal activation response.

**Fig. 5:**
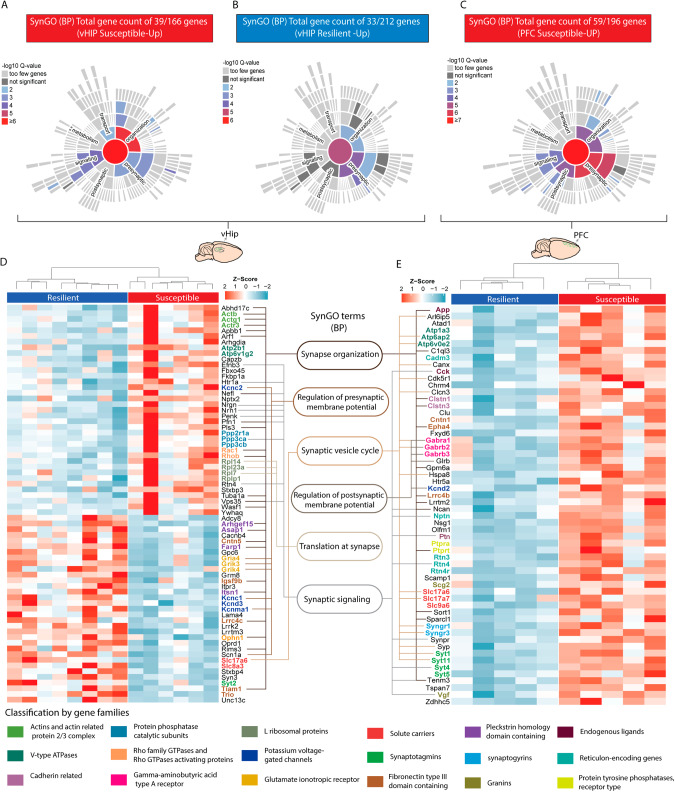
Identification of synaptic-specific DEGs associated with resilient and susceptible AN, both in the vHIP and PFC. Sunburst plots of gene enrichment for Susceptible-up (**A**) and Resilient-up (**B**) DEGs in vHIP and Susceptible-up (**C**) in PFC as denoted by SynGO [27]. Significantly enriched for biological processes are indicated by color code at 1% FDR (at least three matching input genes). Database entries for cellular components and for biological processes were considered as indicated in Supplementary Table 6. Heatmap of 39 susceptible-up and 33 Resilient-up DEGs in vHIP (**D**) and 59 susceptible-up DEGs in PFC (**E**) classified according to their gene family. Gene expression in is represented by expression *z*-scores computed for selected DEGs. Six enriched Synaptic Gene Ontology (SynGO) terms are illustrated in the middle with the corresponding genes connected by a line.

## Discussion

Chronic stress has become a predominant factor associated with a variety of disorders [38]. Therefore, it is essential to explore the molecular mechanisms related to the behavioral alterations to chronic stress. To do so, we used the CSD model, where we observed a successful stress effect of eliciting learned avoidance behavior [21, 39, 40]. It is important to note that in most studies using this model, the SI test was performed 24 h after the last CSD. However, stress effects have been shown to persist for at least a month [6, 16, 39, 41] (see more details in Supplementary Information). Based on the disease trajectory of PTSD, we were interested in the chronic changes caused by CSD and have therefore performed SI testing 7 days after stress exposure in this study. Induction of Arc expression through tamoxifen injection immediately before the SI task (on day 8) made monitoring such chronic effects of stress on SI behavior possible. Our study provides a robust experimental design to study long-term retention of stress memories.

We observed a gradual increase in body weight in the stressed populations, determined as significantly different from the control group. The gradual increase in body weight could be due to slow accumulating changes in metabolism following stressful events and is in line with other observations of weight gain after stress [42]. However, some studies using similar models have reported contradictory findings on weight loss [43, 44] and gain [45–47] following exposure to social defeat stressors. It would be important to understand the impact of the stress caused by particular behavioral paradigms on the alteration of metabolic pathways, which ultimately affects body weight.

Multiple studies have looked at transcriptomes after social defeat stress. However, they mostly focused on bulk tissue sequencing, which can dilute important molecular signatures in cells activated by SI challenges. Therefore, in our study, we utilized animals with an activity-dependent Sun1GFP reporter, driven by the *Arc* promoter, to monitor and sort activated neuronal populations. Through this approach, we conducted a comparative analysis of transcriptional signatures between AN and non-AN derived from resilient and susceptible animals, providing insights into the molecular alterations underlying individual stress responses. Recent studies using similar strategies helped to identify the chromatin structure dynamics underlying neuronal activation during epileptic seizures [17], during memory formation [18], and an instability stress paradigm using female mice [48]. Arguably and in accordance with the experience-dependent neuronal activation theory [15, 49, 50], the collected AN are associated with the recall of the stress exposure (SI with CD1). Therefore, the molecular associations identified in this study provide a novel view of stress-recall activated cellular and molecular response mechanisms. Studying the specific role of the stimulated neuronal populations is arguably a fitting strategy to comprehend further the influence of the investigated cellular population on the overall behavioral phenotypes.

Here, we examined the active nuclei populations isolated from vHIP and PFC, two highly investigated brain regions shown to be associated with the manifestation of mood-related disorders [33, 51–57]. Our results indicate that the captured GFP+ population predominantly consists of excitatory neurons, while the GFP− population comprises various cellular populations found in the mammalian brain. However, we propose a plausible explanation for the presence of rare Arc-expressing non-glutamatergic cells within the GFP+ population, potentially originating from mature oligodendrocytes. Notably, we observed elevated expression levels of oligodendrocyte markers in susceptible AN of the vHIP relative to resilient animals. This finding suggests a potential involvement of Arc-expressing oligodendrocytes in stress susceptibility. 

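Of 14 oligodendrocyte markers, all 14 were higher in susceptible than in resilient AN of the vHIP, with a median log2 fold change of 0.59 (camera adjusted p = 6.9e-14, fry adjusted p = 0.023). The median stayed between 0.50 and 0.75 when 1 library was left out. Of the 14 genes, 6 were DEGs, and 14 when adjusted over the list alone. *Olig1* (chromosome 16, 91269772 to 91271933) had 41.2 ± 17.9 CPM (SD, n = 6) in susceptible and 20.3 ± 7.63 CPM (SD, n = 7) in resilient animals (log2 fold change 1.02, SE 0.25, edgeR adjusted p = 0.067), and its adjusted p was 0.211 without susceptible replicate 6. The other 3 markers that the paper names, for GFP+ and GFP− nuclei, did not pass over all genes. The log2 fold change was 0.72 for *Olig2* (adjusted p = 0.184), 0.53 for *Sox10* (adjusted p = 0.157) and 0.52 for *Mog* (adjusted p = 0.131), each from edgeR, and each passed without susceptible replicate 3 (0.083, 0.063 and 0.0595). DESeq2 called *Mog* (adjusted p = 0.090). Against controls, all 14 markers were higher in susceptible animals and all were DEGs, with a median of 0.97, and in R vs. C all 14 were higher in resilient animals, with a median of 0.29 and 0 DEGs (camera, adjusted p = 0.0027 over the 174 list tests; fry adjusted p = 0.49).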

Previous studies have indicated that susceptible animals undergo active adaptation processes in response to stress exposure. For instance, Vennin et al. [22] employed a modified SI test followed by single-cell RNA-seq, revealing a subgroup of mice within the traditionally classified susceptible group (termed intermediate), which exhibited an active and dynamic non-neuronal molecular response associated with brain restoration and homeostasis, potentially contributing to adaptation and stress resilience.

In our extensive transcriptional analyses of AN (GFP+), we observed substantial alterations in gene targets within the vHIP and PFC between susceptible and resilient animals (Fig. 6). In the vHIP, AN of susceptible animals exhibited increased expression of genes related to cytoskeleton organization, such as actins, tubulins, and Rho GTPase family members known to modulate cytoskeleton reorganization [33, 58, 59]. Many of these genes have been implicated in synaptic function and suggest that excitatory neurons in the vHIP and the PFC in susceptible animals undergo cytoskeletal reorganization. Previously it had been suggested that the actin cytoskeleton is a key regulator of synaptic receptor activation during learning and memory in the hippocampus and amygdala [60]. We here identified an intricate interplay between “cytoskeleton organization” genes, which were upregulated in susceptible animals compared to resilient, and “synapse organization” genes which were downregulated in susceptible animals compared to control animals but upregulated compared to resilient animals in a CSD model that is related to classical fear condition models and thus fear memory [40]. Furthermore, we identified unique expression patterns for various genes associated with glutamatergic signaling in the vHIP, including several ionotropic glutamate receptors. These genes directly participate in the release and uptake of neurotransmitter vesicles, underscoring their relevance to synaptic organization and transmission mechanisms [61, 62]. For instance, “Glutamate ionotropic receptor NMDA type subunits” (*Grin2a, Grin2b*) were upregulated both in susceptible and resilience compared to control whereas “Glutamate ionotropic receptor kainate type subunits” (*Grik3, Grik4*) and “Glutamate metabotropic receptor” (Grm1, Grm3) were upregulated in resilient animals compared to susceptible and control or only control, respectively. 

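In R vs. C of the vHIP, *Grin2b* (chromosome 6, 135713233 to 136173511) had 1019 ± 112 CPM (SD, n = 7) in resilient and 804 ± 76.9 CPM (SD, n = 6) in control animals, a log2 fold change of 0.34 (SE 0.09, edgeR adjusted p = 0.099). *Grin2a* (chromosome 16, 9567898 to 9995560) changed by 0.26 (SE 0.08, edgeR adjusted p = 0.15). *Grm3* (chromosome 5, 9485541 to 9725170) changed by 0.44 (SE 0.11, adjusted p = 0.095). All 7 resilient libraries lay above the control mean for each of these genes. DESeq2 called them, with adjusted p of 0.012 for *Grin2b*, 0.038 for *Grin2a* and 0.016 for *Grm3*. *Grin2b* and *Grm3* each lost their edgeR call in 9 of the 13 fits that left out 1 library, with adjusted p up to 0.249 and 0.22, both without control replicate 2. *Grin2a* gained a call without control replicate 3 (0.091). Between susceptible and control animals, *Grin2a* (log2 fold change 0.36, SE 0.09, adjusted p = 0.025) and *Grin2b* (0.33, SE 0.08, adjusted p = 0.024) were DEGs, also in each of the 12 fits that left out 1 library.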

The interacted interconnection of various subunits within the glutamate receptors suggests a complex network that undergoes distinct alterations within the susceptible or resilient activated neurons.

**Fig. 6:**
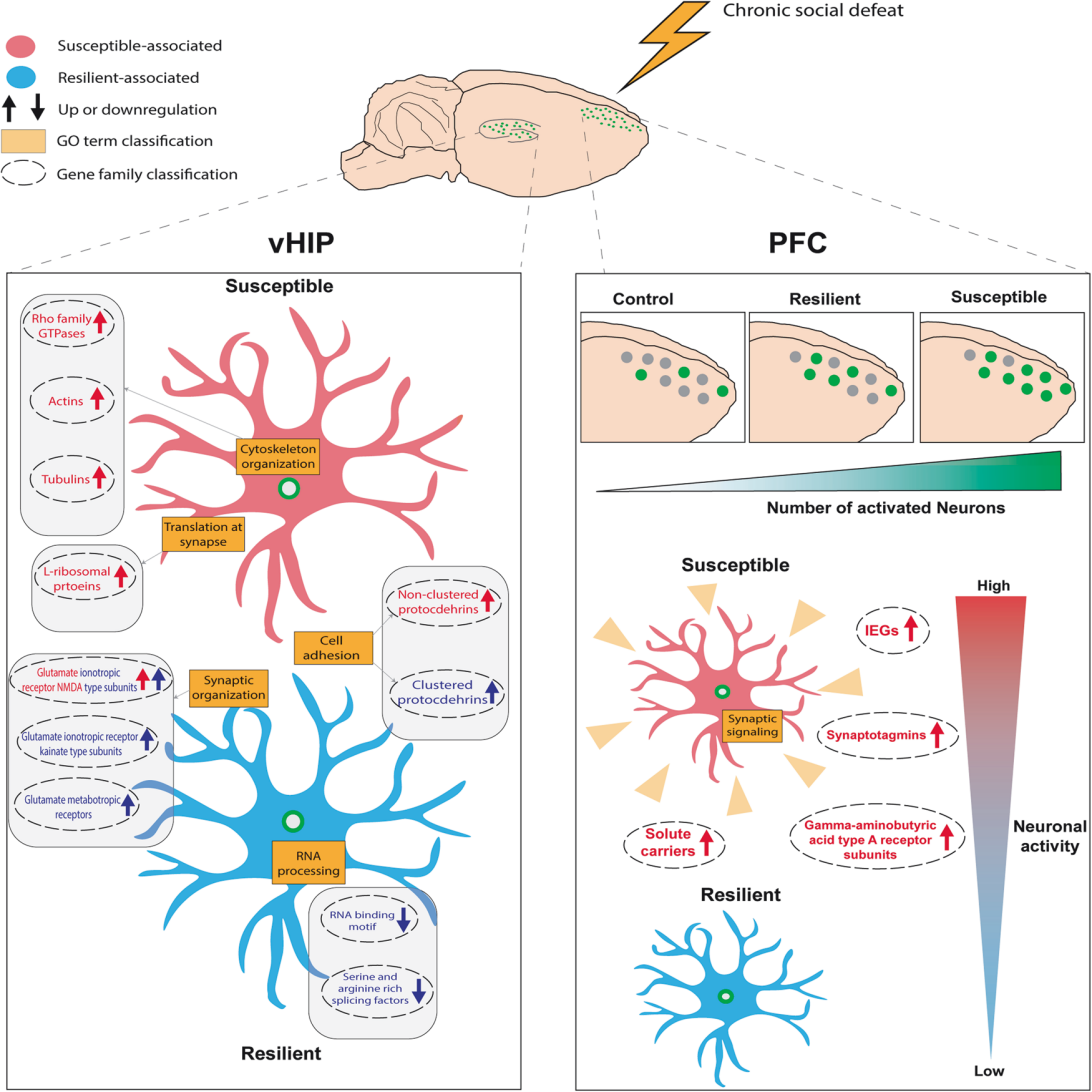
Summary of the transcriptional changes observed in activated nuclei associated with susceptible and resilient within vHIP and PFC. In the ventral hippocampus (vHIP), transcriptional changes associated with susceptibility are characterized by alterations in synaptic cytoskeleton organization and non-clustered protocadherins. On the other hand, transcriptional changes associated with resilience involve an increased expression of various glutamate ionotropic and metabotropic receptors, as well as clustered protocadherins, while the expression of RNA binding and serine/arginine splicing factors is decreased. In the prefrontal cortex (PFC), susceptible animals display an overall increased number of activated nuclei as well as an overall increase in expression, primarily observed in synaptic signaling and immediate early genes.

In both resilient and susceptible animals, we observed cell adhesion molecules upregulated in vHIP. However, cPcdhs were upregulated in resilient animals, while susceptible animals had cell adhesion molecules of the ncPcdhs gene family, including *Pcdh8, Pcdh17, Pcdh19*, and *Pcdh20*, upregulated in their AN. 

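In S vs. C of the vHIP, *Pcdh20* (chromosome 14, 88464743 to 88471396) had 182 ± 24.0 CPM (SD, n = 6) in susceptible and 114 ± 23.7 CPM (SD, n = 6) in control animals, a log2 fold change of 0.68 (SE 0.12, edgeR adjusted p = 0.0045). The log2 fold change was 0.69 for *Pcdh8* (chromosome 14, 79766775 to 79771312; SE 0.19, adjusted p = 0.037), 0.46 for *Pcdh19* (chromosome X, 133582860 to 133688987; SE 0.11, adjusted p = 0.023) and 0.39 for *Pcdh17* (chromosome 14, 84443563 to 84539002; SE 0.10, adjusted p = 0.028). All 6 susceptible libraries lay above the control mean for each gene, and each stayed a DEG in all 12 fits that left out 1 library. With all 3 groups in one model the adjusted p of *Pcdh8* was 0.106.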

Protocadherins are cell adhesion molecules expressed widely in the central nervous system and are involved in several neuron-related functions [32]. Several studies have linked altered expression of both, cPcdhs and ncPcdhs with mental disorders such as bipolar disorder [63], schizophrenia [64, 65], and major depressive disorder [66–68]. While cPcdhs have been associated with processes assigned to the functionality of single neurons, including neuronal survival, dendritic self-avoidance, neural identity diversification, and synaptogenesis [31, 66], ncPcdhs seem to affect the entire network and regulate neural circuit formation and maintenance [32]. Our data suggest that in resilient animals the stress activates transcriptional programs that stimulate neuron diversity and extend the neuronal communication system potential mediated via increased expression of cPcdhs, focusing on strengthening synaptic connection. On the other hand, the transcriptional programs of susceptible animals involve extensive neural remodeling via cytoskeletal organization mechanisms potentially to adapt to stress exposure. These differential expression patterns in cell adhesion, cytoskeleton organization, and synapse organization genes in the vHIP may collectively contribute to the distinct behavioral outcomes observed in resilient and susceptible animals. Further studies are required to study the role of network vs. single neuron adaptations in resilient and susceptible animals, particularly in activated neuronal populations following stress exposure. Techniques such as spine imaging or electrophysiology experiments could be sufficient to answer such questions and shed light on the mechanistic aspects of protocadherins within the context of stress exposure.

The transcriptional profiles observed in the PFC revealed a general predominant gene upregulation in susceptible AN compared to control and resilient animals. Additionally, susceptible mice exhibited a greater degree of neuronal activation in the PFC compared to the vHIP, with a significant increase observed in the active neural population of the PFC in susceptible animals compared to control (Fig. 6, Supplementary Fig. 2B). For instance, various genes from the “synaptotagmins” gene family including *Syt1*, *Syt4*, *Syt5*, *Syt11*, and *Syt13* were upregulated in AN of susceptible compared to resilient animals in the PFC (Supplementary Fig. 5). 

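*Syt1* (chromosome 10, 108497650 to 109010982) had 1978 ± 246 CPM (SD, n = 5) in susceptible and 1409 ± 157 CPM (SD, n = 5) in resilient PFC libraries, a log2 fold change of 0.49 (SE 0.10, edgeR adjusted p = 0.029). *Syt4* (chromosome 18, 31437808 to 31447406) had 331 ± 21.2 CPM (SD, n = 5) against 211 ± 29.5 CPM (SD, n = 5), a log2 fold change of 0.65 (SE 0.09, edgeR adjusted p = 0.0056). The log2 fold change was 0.57 for *Syt11* (SE 0.11, adjusted p = 0.023), 0.45 for *Syt5* (SE 0.12, adjusted p = 0.088) and 0.35 for *Syt13* (SE 0.08, adjusted p = 0.053). For each of the 5 genes, all 5 susceptible libraries lay above the resilient mean. Only *Syt4* stayed a DEG in all 10 fits that left out 1 library. Without resilient replicate 3 the adjusted p of *Syt1* and of *Syt11* was 0.101. *Syt5* lost its call in 7 fits (up to 0.227, without resilient replicate 2) and *Syt13* in 6 (up to 0.164, without resilient replicate 4). With all 3 groups in one model only *Syt4* passed (adjusted p = 0.084), with 0.238 to 0.348 for the other 4.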

Synaptotagmins are known to play a role in calcium-dependent presynaptic neurotransmitter release and the systematic increase of this gene family might suggest an increase in inner calcium levels concentration and potentially amplified neuronal activity [34, 35]. Notably, the upregulation of IEGs, including *Arc*, *Fos*, *Junb*, *Npas4,* and *Egr1* supports the notion of increased neuronal activity and synaptic plasticity in the PFC of susceptible mice [13, 15, 67]. Previous studies examining the bulk expression of IEGs such as *Arc,* *Fos*, and *Egr1* in the PFC and vHIP revealed decreased activity in vHIP associated with resilient behavior and decreased activity in the PFC associated with susceptible behavior [7, 8]. However, recent single-cell data found the opposite, particularly when considering specific neuronal populations [68]. Furthermore, in line with our data, a study examining layer 2/3 excitatory neurons in the medial PFC showed increased synaptic potentiation within the activated neurons in susceptible mice exposed to a learned helplessness paradigm. In contrast, weakened synaptic potentiation was associated with resilient mice [69]. Such studies emphasize the importance of studying cell-type specific populations within heterogeneous brain regions, as compared to generalized bulk studies.

Our study has provided valuable insights into the impact of stress on activated neurons. However, it is crucial to acknowledge certain limitations. We presented comprehensive transcriptional profiles delineating differences among distinct behavioral groups. Nevertheless, future studies should investigate the mechanistic nature of our findings in more detail. For instance, using genetically modified viruses in activated neurons could enable the manipulation of gene expression, allowing for a closer examination of potential changes in behavioral functions. Second, we recognize that our findings primarily stem from experiments conducted on male mice, given that CSD stress is predominantly applied to males. As significant sex differences have been observed in the stress response and stress-mediated effects on behavior, our approach leaves out important findings concerning female animals [70–72]. Therefore, exploring the impact of stress on neuronal activation within behavioral paradigms that include both sexes is crucial. For example, a paradigm of chronic variable stress (CVS) can be applied to both males and females, offering a more comprehensive understanding of stress impacts [73, 74]. Lastly, despite using the CSD as a robust mouse model of stress-resilience, recent studies have challenged the previous notions of resilience and susceptibility to CSD, highlighting a more intricate behavioral and neurobiological response to stress [49, 75]. Therefore, it is crucial to investigate diverse behavioral paradigms with clearly defined behavioral states to understand how stress can influence and modify behavior. The integration of these modified behavioral tests and the subclassification of animals, along with the strategy of sorting and analyzing AN, holds promise for providing a comprehensive understanding of the complex stress-related responses and the dynamics within specific activated cell populations.

## Supplementary information

Supplementary information

Data Set 1

Data Set 2

Data Set 3

Data Set 4

Data Set 5

Data Set 6

## Data Availability

All sequencing data generated or analyzed during this study are available on NCBI GEO under accession no. GSE240573. All other data are included in this article (and its supplemental data files).

# Supplementary material for: Characterization of transcriptional profiles associated with stress-induced neuronal activation in Arc-GFP mice
**Source:** Mol Psychiatry. 2024 Apr 22;29(10):3010–23. doi: 10.1038/s41380-024-02555-z
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary information**

**Supplementary Experimental Procedures:**

Genotyping

Genotyping was performed using the following primers: Arc creERT2: Common forward primer – 5’-CAG CAT AAA TAG CCG CTG GT-3’; Wild type reverse primer – 5’-CCG TCC AAG TTG TTC TCC AG-3’; Transgenic reverse primer – 5’-CGA CCG GTA ATG CAG GC-3’. Fragments for WT/WT allele and TG/WT allele are detected at 300 bp and 300 bp + 500 bp, respectively. Sun1GFP: Common forward primer – 5’GCA CTT GCT CTC CCA AAG TC 3’; Wild type reverse primer – 5’CAT AGT CTA ACT CGC GAC ACT G3’; Mutant reverse primer – 5’GTT ATG TAA CGC GGA ACT CC 3’. Fragments for WT/WT allele, M/WT (GFP/WT) allele and M/M (GFP/GFP) allele are detected at 557 bp, 300 bp + 557 bp and 300 bp respectively.

Social Interaction Test

In the habituation phase, test mice were introduced at the corner opposite the cylindrical empty mesh enclosure. The test mouse was allowed to explore the arena and the mesh enclosure for a total of 150 S. Ethovision XT 15 (Noldus) system was used for video-tracking to measure the total time of presence of mouse nose in the interaction zone, defined as an 8 cm interaction zone. Subsequently, the test mouse was temporarily placed in a bedding environment, while a conspecific/CD1 mouse was introduced into the mesh enclosure in the arena. Shortly afterwards, during the test phase, the test mouse was placed in the arena and the interactions were recorded (for 150 S), similar to the habituation phase. Social interaction (SI) index was then calculated as the ratio of time spent exploring the interaction zone during the test phase/time spent exploring the interaction zone during the habituation phase (× 100).

NB: Mice that were severely wounded during the stress paradigm or mice that exhibited abnormal behavior during the interim of the experiments were removed before the SI test. Apart from this, animals that exhibited a >10 S latency for interaction during the SI test were excluded from the final number of animals, reducing the numbers for the SI test to n = 43 controls and n = 73 stressed for Arc-GFP mice.

Handling of control mice

Control mice were also housed in similar conditions as stressed mice with the only difference being a conspecific mouse on the other side of the mesh. During the daily handling, control mice were allowed to explore the in-house conspecific for about 15 S, repeated for a total of 3 times. All cages were maintained in environmentally controlled cabinets (Uniprotect NG, Zoonlab GmbH), which were located in different rooms for stressed and non-stressed groups. Next day, after the last defeat session all animals were separated and housed individually before the SI.

Experimental design of the chronic social defeat (CSD)

In our study we employed the CSD paradigm, where the experimental mice were subjected to daily three rounds of defeats for 15 S each, repeated over a span of 10 days. Following 7 days recuperation period the SI test was performed where we observed successful stress-effect of eliciting learned avoidance behavior [Milic et al., 2020, Ayash et al., 2020, Wendelmuth et al., 2020]. In our experimental design we included 7 days recuperation time to: 1. allow a recuperation period to heal the physical wounds that could impact behavior and 2. minimize the interference of artificial estrogen (TAM) during or shortly after the stress induction 3. follow the mechanisms pertaining towards the long-lasting effects of stress (recall). It is important to note, most of the studies using CSD, the SI test is performed 24 hours after the last CSD. However, stress effects have been shown to persist for at least a month [Krishnan et al., 2007, Bagot et al., 2016, Harris et al., 2018, Wendelmuth et al., 2020], which was also noted in our pilot experiments (data not shown). Considering the enduring effects of stress, the CSD and SI tests may offer valuable avenues for investigating post-traumatic stress disorders, particularly those arising from robust memory encoding of traumatic events, such as social defeat in our study. Apart from the behavioral detection of the persistence of stress effects, we also observed a gradual increase in body weight in the stressed populations, determined as significantly different from the control group. The gradual increase in body weight could be due to the slow accumulating changes in metabolism following stressful events.

Regarding the TAM injections, they were deliberately timed to coincide with stress recall (7 days later) rather than the stress induction itself. This decision stems from concerns about potential interactions between TAM and immediate stress effects, as indicated in previous research (Li et al., 2020). We were cautious about the possibility that TAM injection immediately after stress exposure could alter stress readouts and influence susceptibility-resilient effects. Opting to administer TAM during stress recall ensures that the resulting stress effects are stabilized. Our unique experimental design, focusing on molecular mechanisms 7 days post-CSD, provides a rare opportunity to explore the sustained changes following the social defeat.

**Supplementary figures:**

**
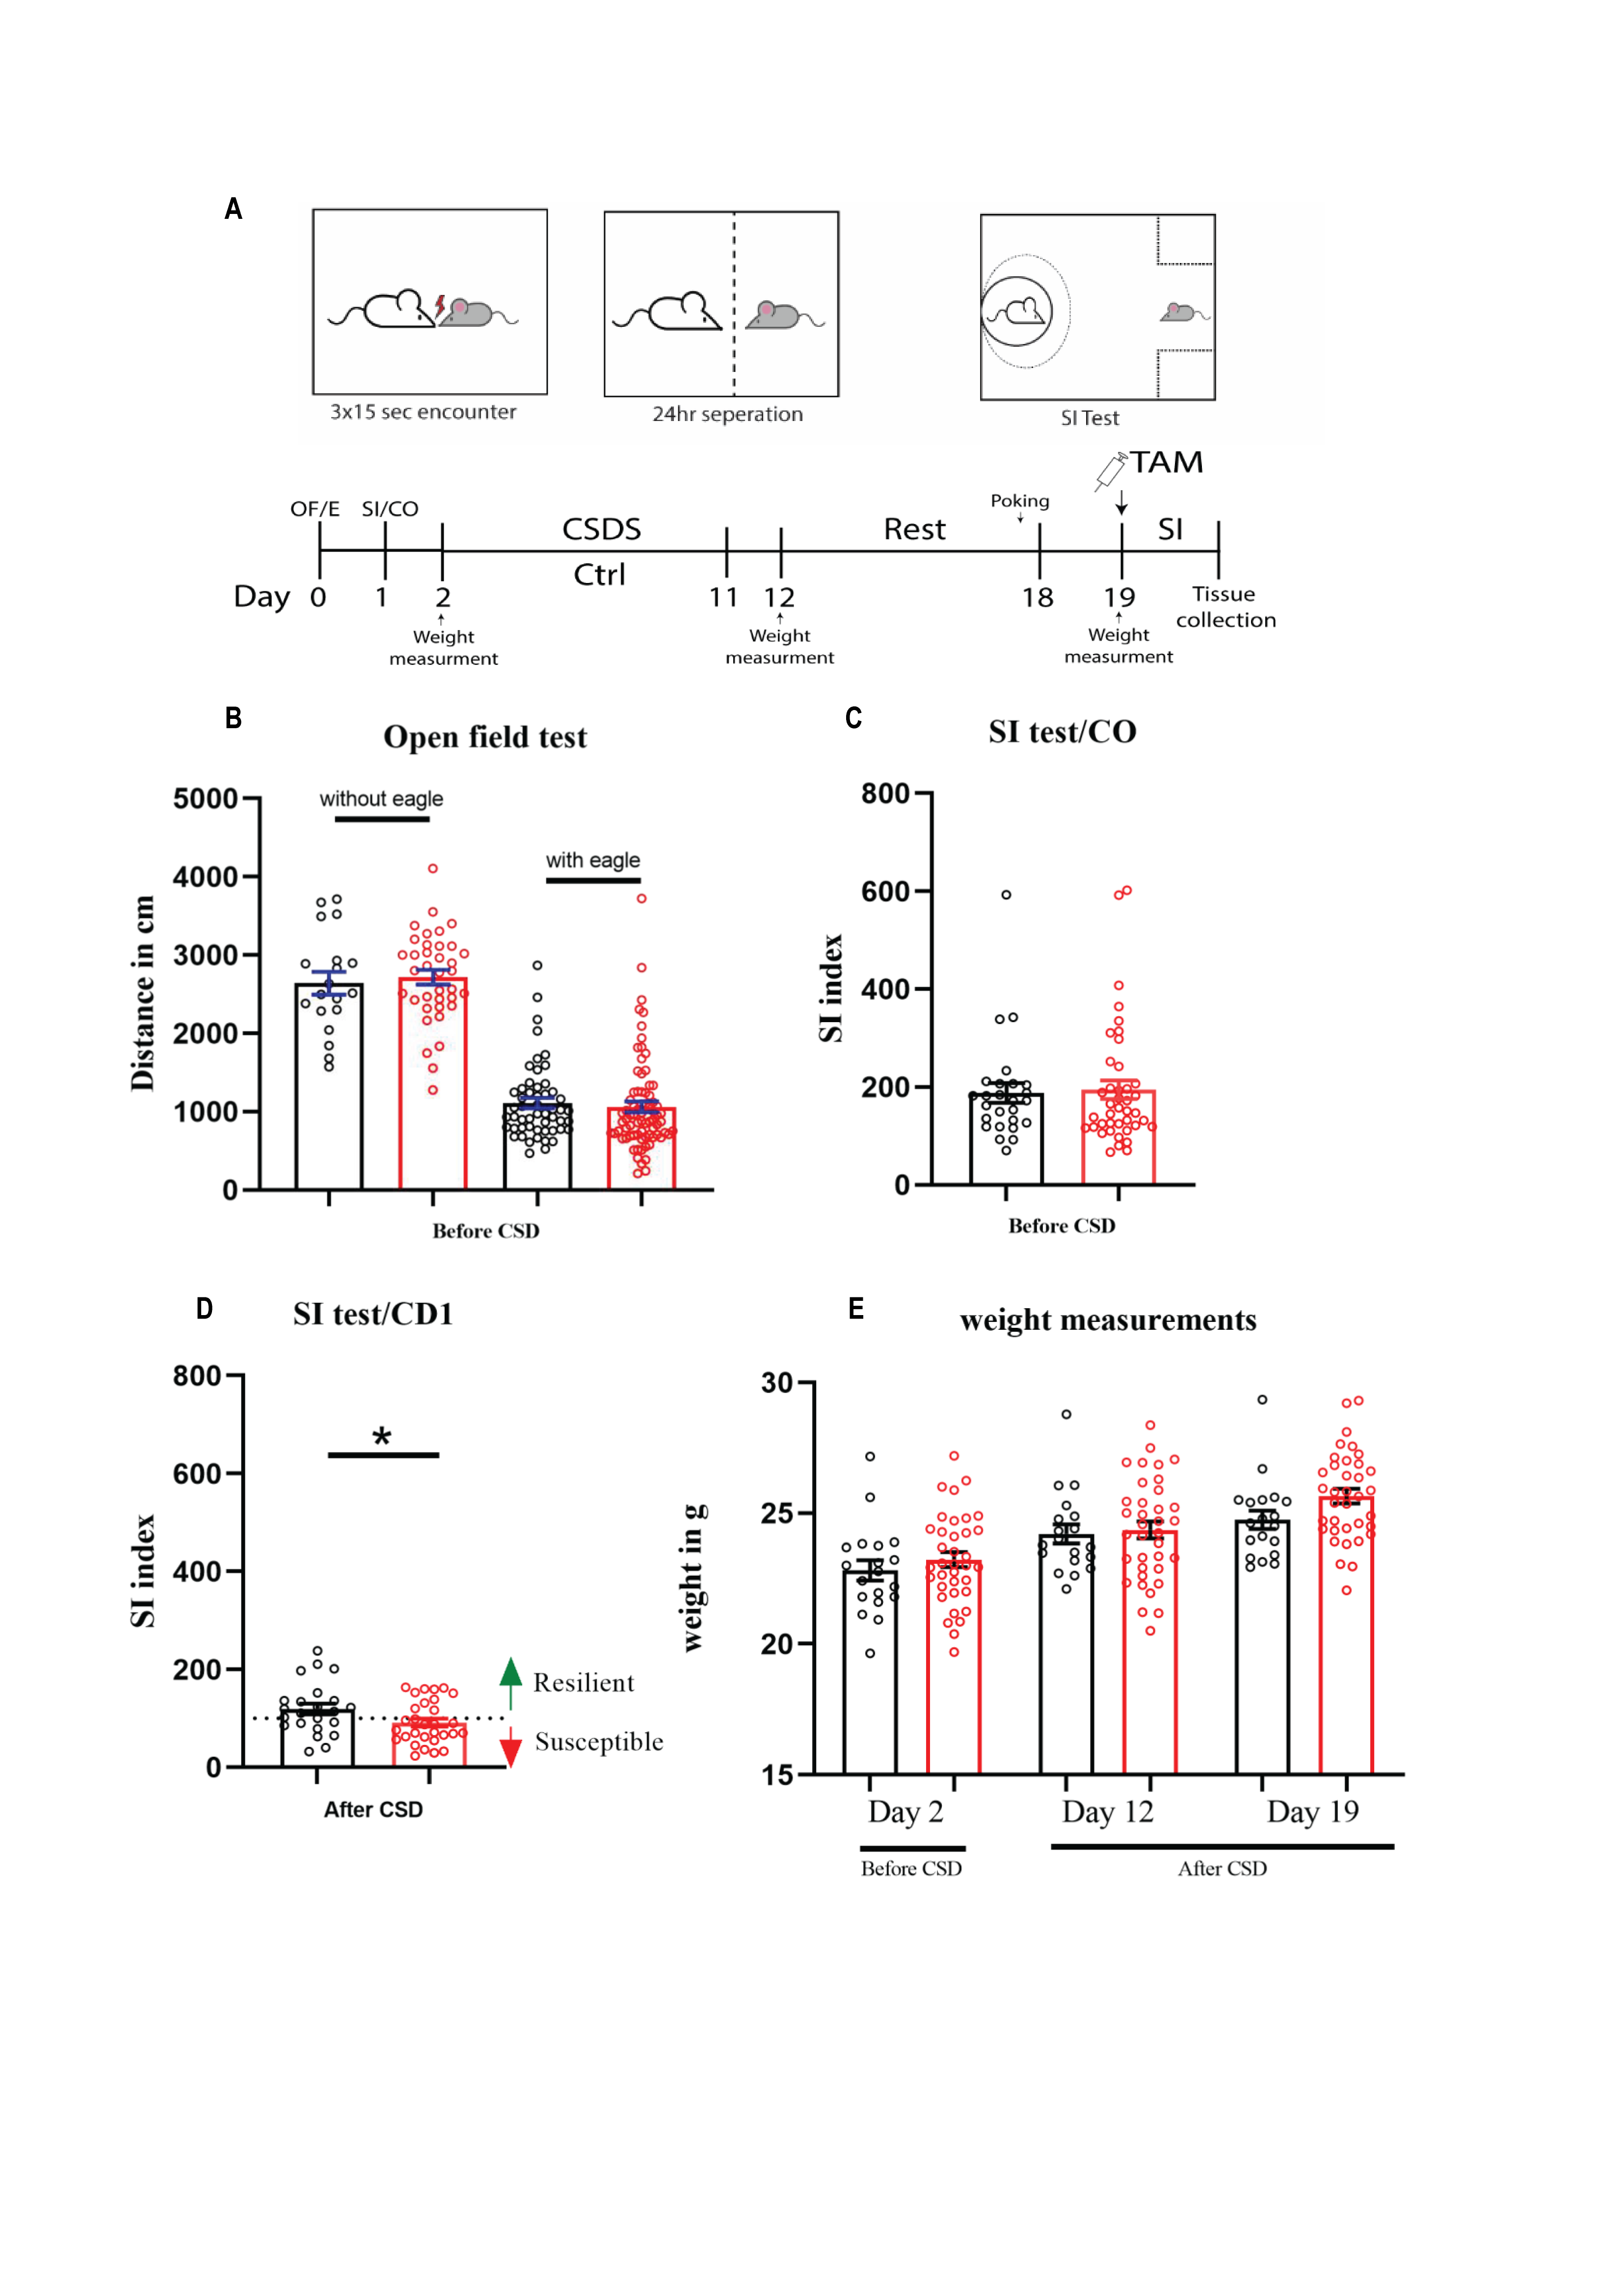
Supplementary Figure 1. Experimental outline for CSDS and results from the WT-GFP.**

A. Principle of CSD. Open field/eagle (OF/E) tests and social interaction test with conspecifics (SI/CO) were performed for a non-biased segregation of test animals to control or stressed groups. CSD was performed for 10 days with 15S attacks repeated 3 times per day. After 7 days of rest, TAM (150 mg/kg) was injected 5 hours before the social interaction test with CD1 to segregate into susceptible and resilient groups. 72 hours after the TAM injection, representative populations of SI-determined resilient, susceptible and control mice were sacrificed. Tissue regions of PFC and vHIP were then isolated from individual mouse. Weights were also measured periodically to assess stress-related modifications as shown in the scheme. B-E. Behaviour assessments of WT-GFP mice: Segregation of the test animals into control (black) and stressed (red) groups, based on their baseline behaviours of open field/eagle exploration (B) or social interactions (C) with conspecifics before CSD, indicating a non-biased segregation of test animals to control or stressed groups. D. Stressed group revealed a significant decrease in social interaction compared to control after CSD (t-test, p<0.05). E. Stressed group revealed an observable though non-significant increased weight compared to control following CSD (t-test, n.s.). All error bars indicate +/- S.E.M. Black circles represent individual non-stressed control mouse, while red circles represent individual stressed mouse.

**
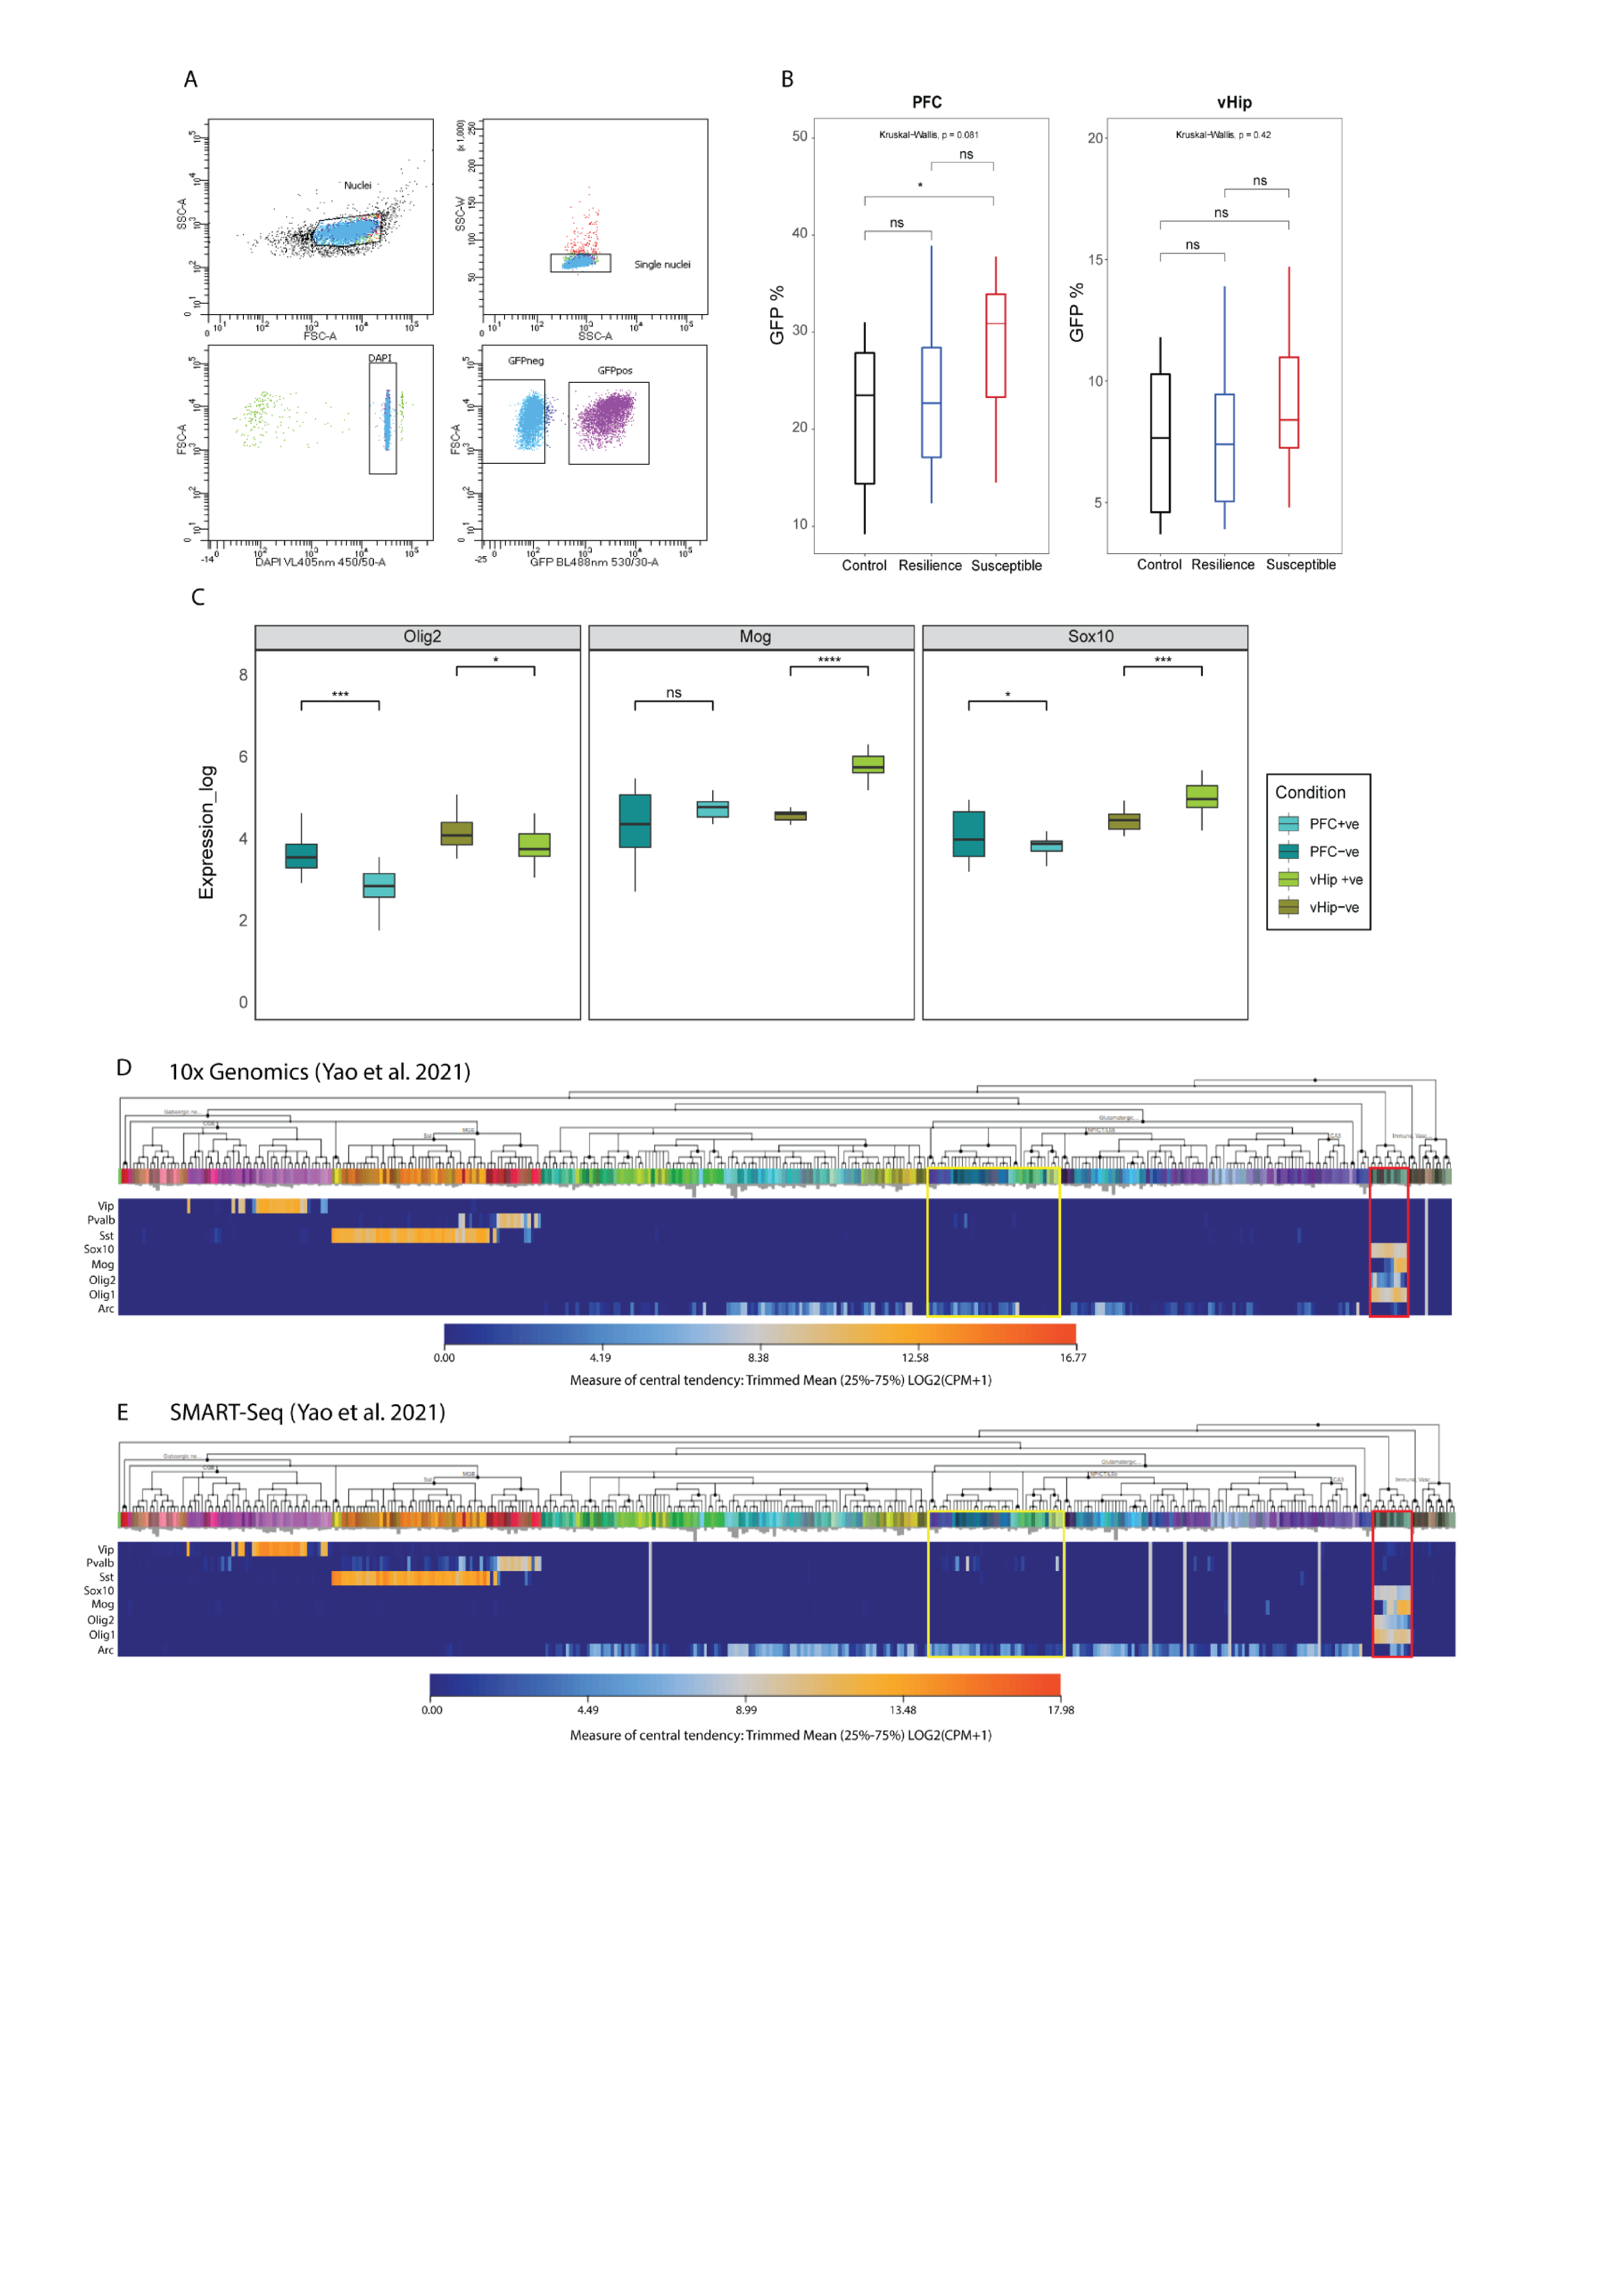
**

**Supplementary Figure 2. Fluorescence activated nuclei sorting and characterization of GFP+ and GFP- nuclei populations.**

A. Following nuclei isolation, nuclei were gated according to their forward-and side-scatter properties (FSC-A/SSC-A) (top left), followed by doublet exclusion using SSC-A and SSC-W (top right). Nuclei were then gated according to their DAPI expression (DAPI VL405nm 450/50-A, bottom left) and GFP expression was used as a sorting gate (GFP BL488nm 530/30-A, bottom right). Sorted nuclei were collected in 1.5 mL Eppendorf tubes, containing the buffers for downstream analyses. B. % GFP expression of resilient, susceptible, and control mice in the PFC and vHIP. Data represents the average of 9-13 biological replicates. (PFC samples n=13,13,9; vHIP data: n=11,12,9; resilience, susceptible and control, respectively, * p<0.05). Error bars represent ±SD. C. Gene expression of glial (*Olig2, Mog, Sox10*) across GFP+ and GFP- samples in the vHIP and PFC. *p<0.05, ***p<0.001, ****p<0.0001. Box plots represent log expression mean. D-E. Single cell level expression of selected markers along with *Arc* as annotated in “Allen Brain Map” database (Yao et al. 2021). The heatmap represents the trimmed mean expression of single cell clusters labelled according to their cell-type in two independent sequencing platforms: 10X Genomics (D) and SMART-Seq (E). Clustered cell-types belonging to L5, L4, L5/6 NP CTX and oligodendrocytes are highlighted in yellow and red, respectively. For additional information, see “Allen Brain Map” database (Yao et al. 2021).

**
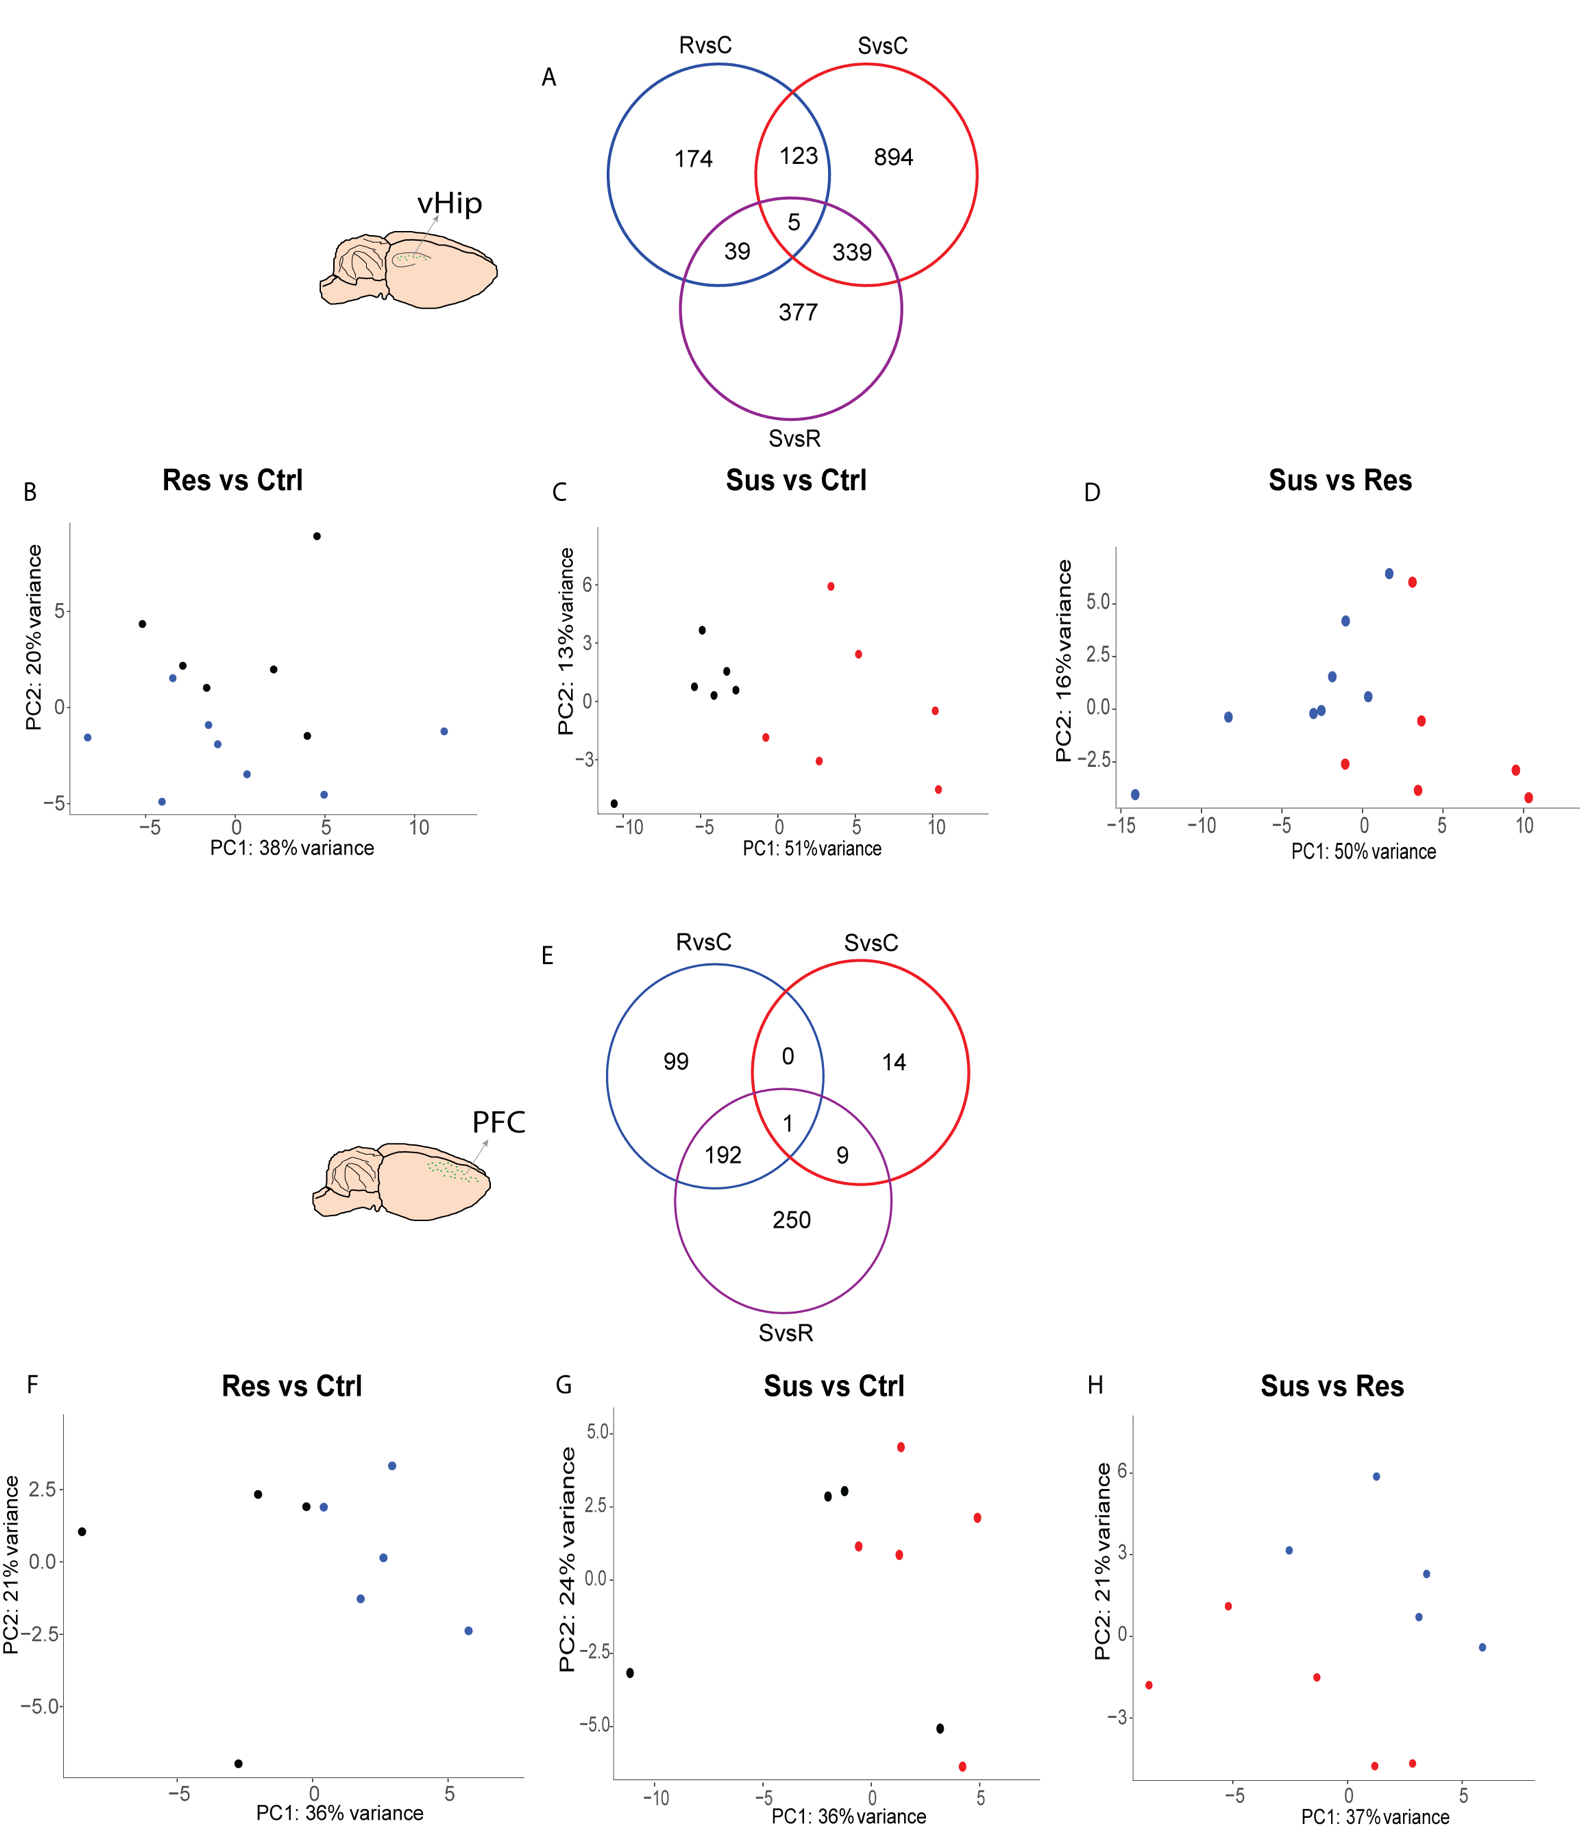
**

**Supplementary Figure 3. Transcriptional analysis across the distinct comparison groups in vHIP and PFC.**

A. Venn diagram presenting the differently expressed genes (DEGs) between resilient vs control (blue), susceptible vs. control (Red) and susceptible vs. resilient (purple) in vHIP. B-D. Principal component clustering analysis (PCA) of Res vs Ctrl (B), Sus vs Ctrl (C) and Sus vs Res (D) in vHIP. Resilience, Ctrl and Susceptible are represented as blue, black and red dots, respectively. E. Venn diagram presenting the differently expressed genes (DEGs) between resilient vs control (blue), susceptible vs. control (Red) and susceptible vs. resilient (purple) in PFC. F-H. Principal component clustering analysis (PCA) of Res vs Ctrl (F), Sus vs Ctrl (G) and Sus vs Res (H) in PFC. Resilience, Ctrl and Susceptible are represented as blue, black and red dots, respectively.

**
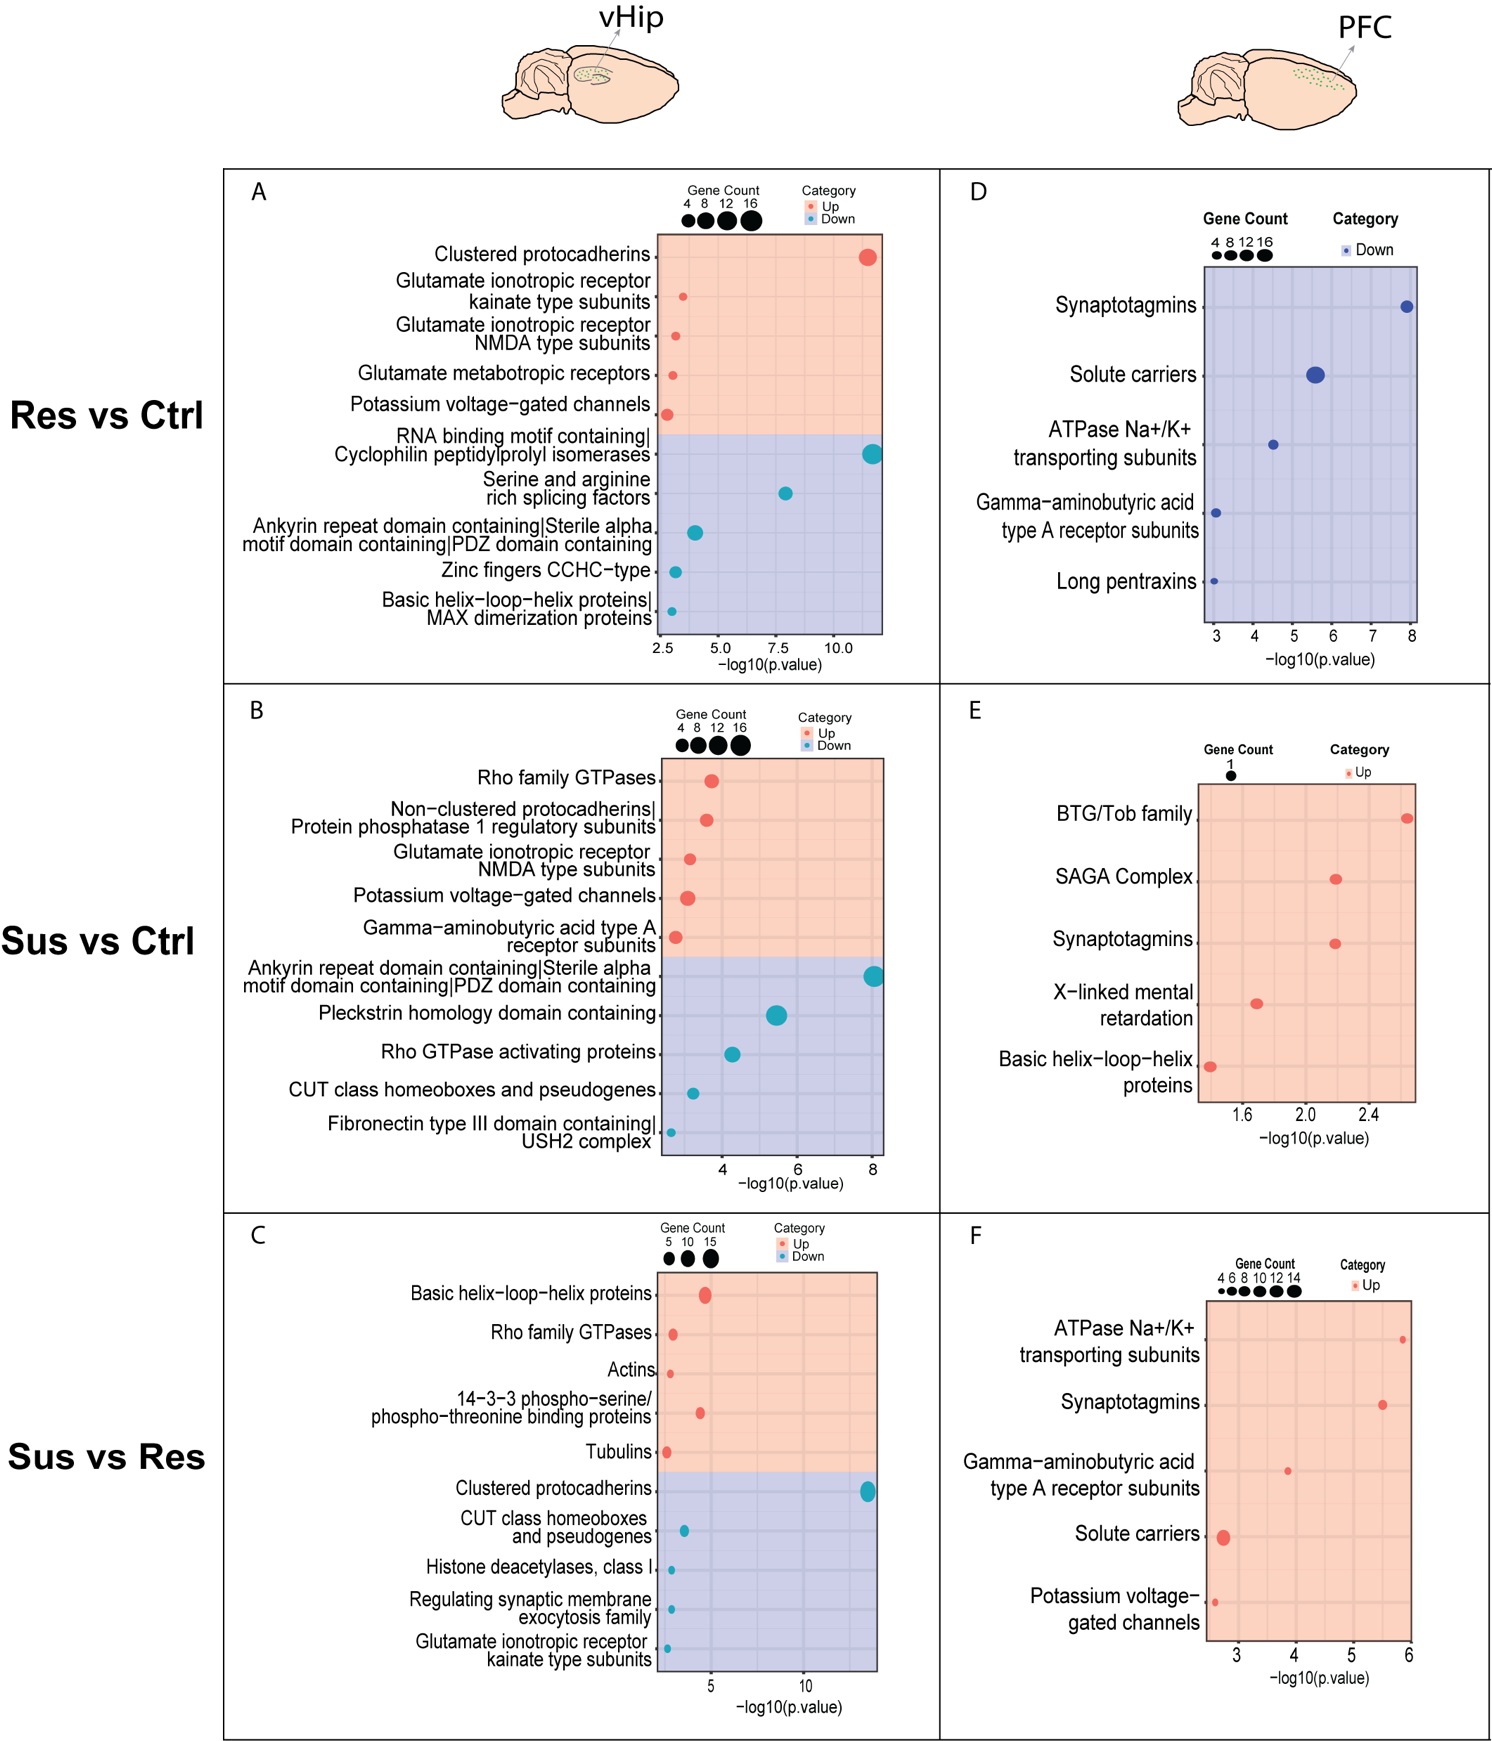
Supplementary Figure 4.** **Characterization of DEGs according to the gene family in the vHIP and PFC**.

A-F. Gene family classification of R vs. C (A, D), S vs. C (B, E) and S vs. R (C, F) in vHIP (A-C) and PFC (D-F).

**
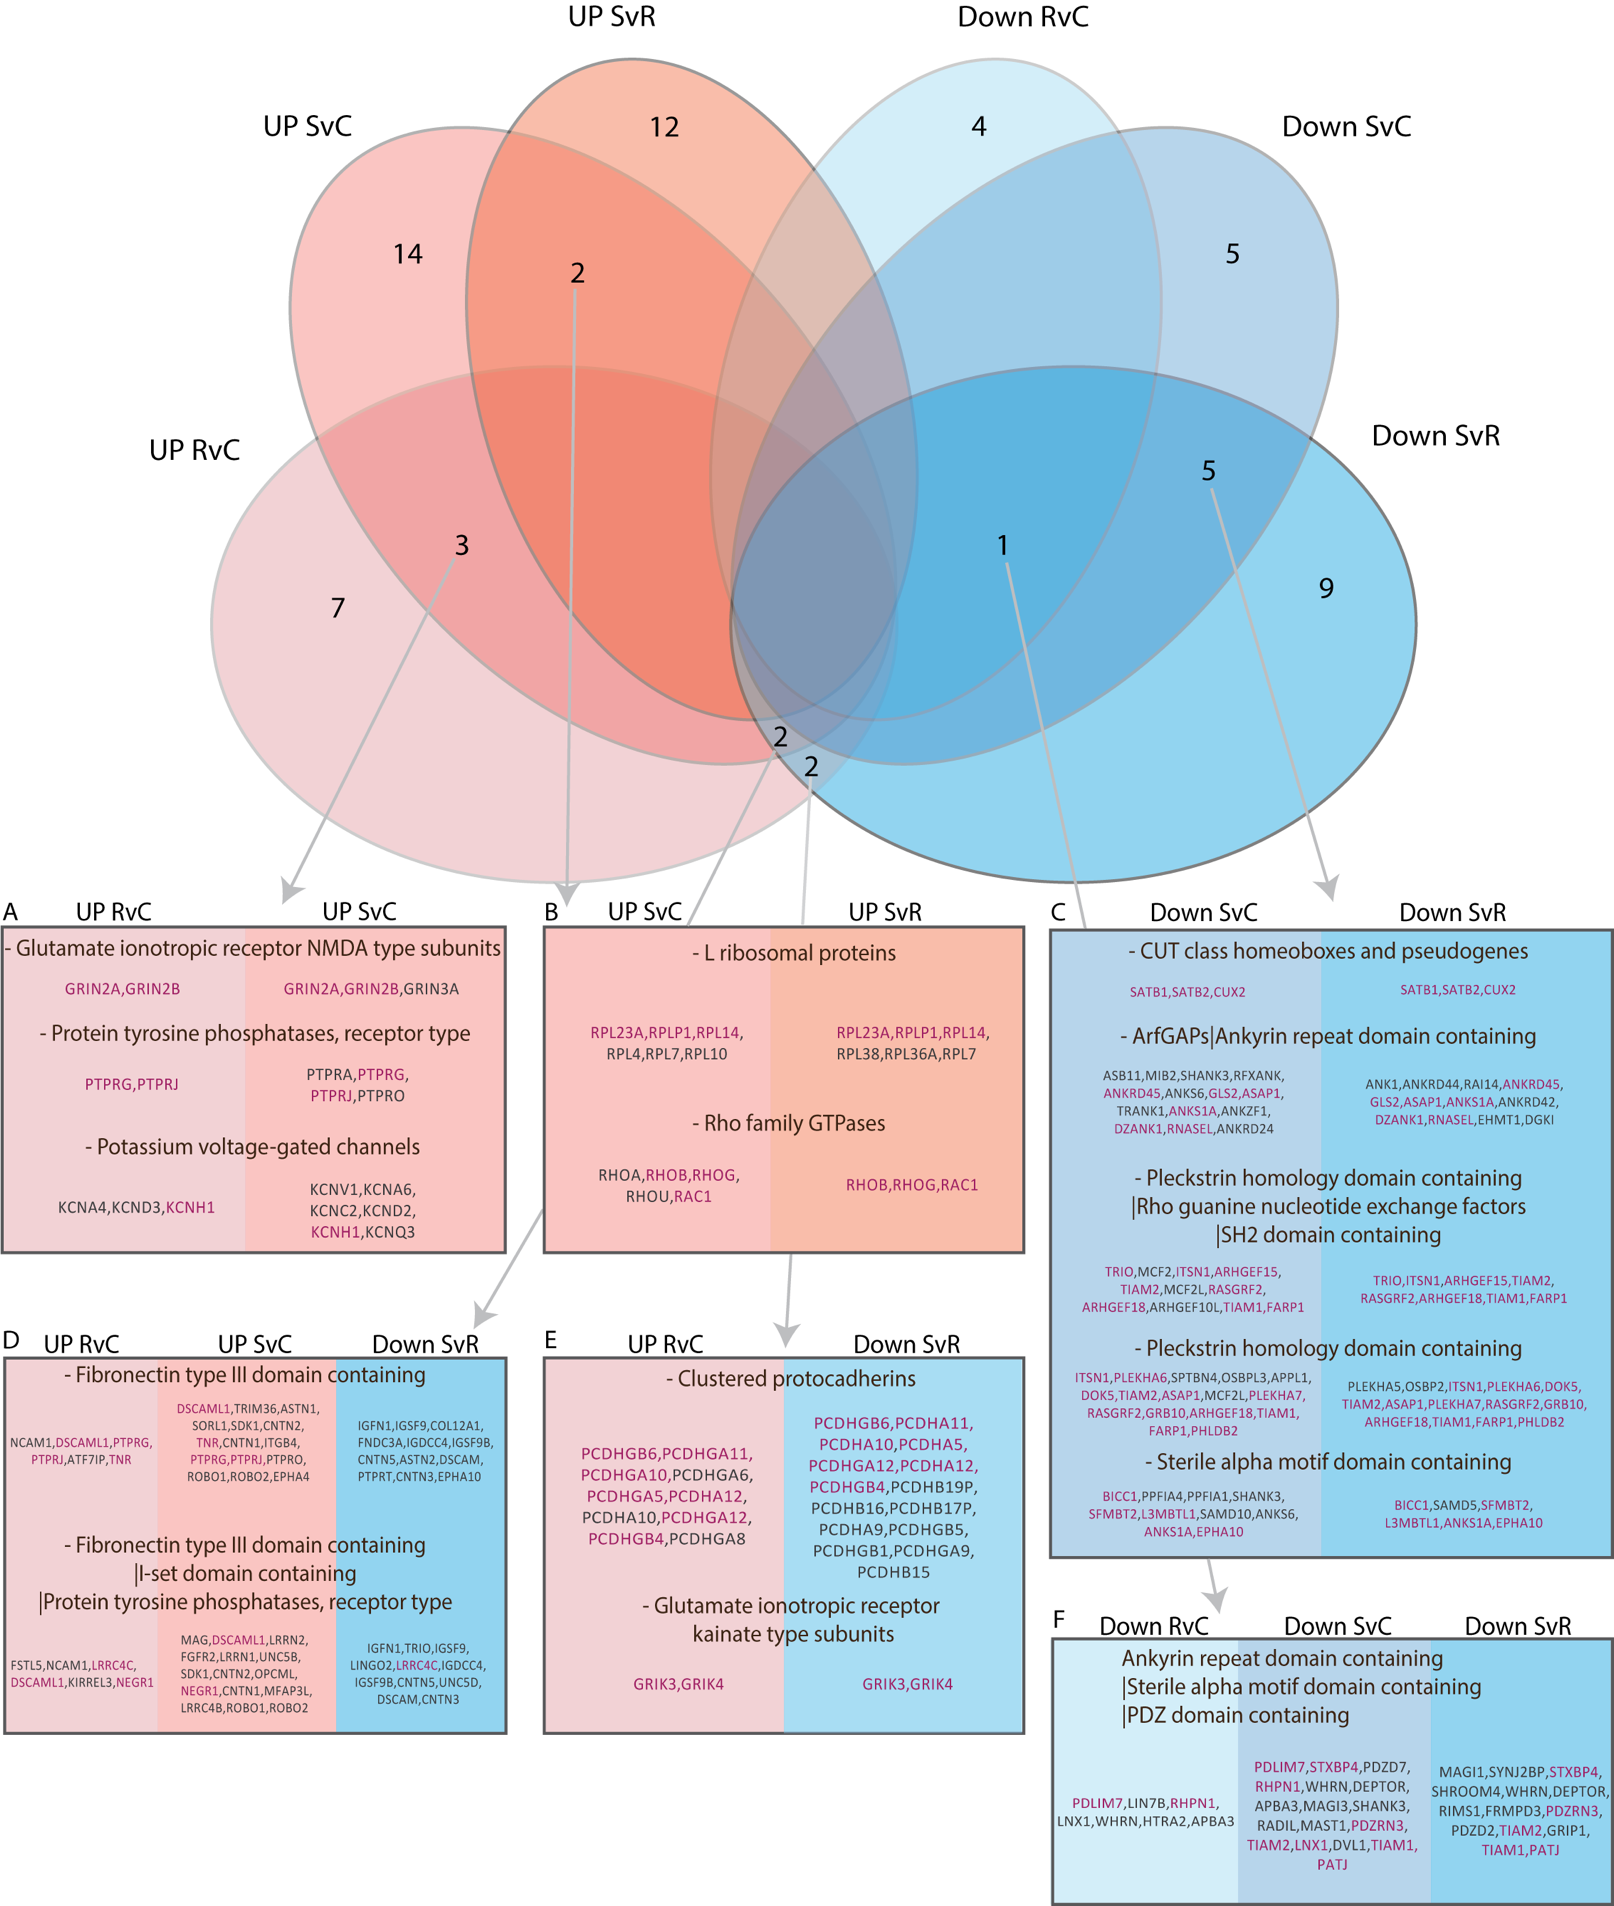
Supplementary Fig.5 Overlap of classified gene families across distinct behavioral groups in vHIP.**

Gene family classification was obtained using ToppGene database and gene families were overlapped across distinct behavioral comparison groups. Each behavioral comparison comprised of DEGs classified according to their gene families (Supplementary Table 4). Gene families were overlapped revealing 6 groups of shared genes families. Genes in purple represent shared DEGs among different comparison groups.

**
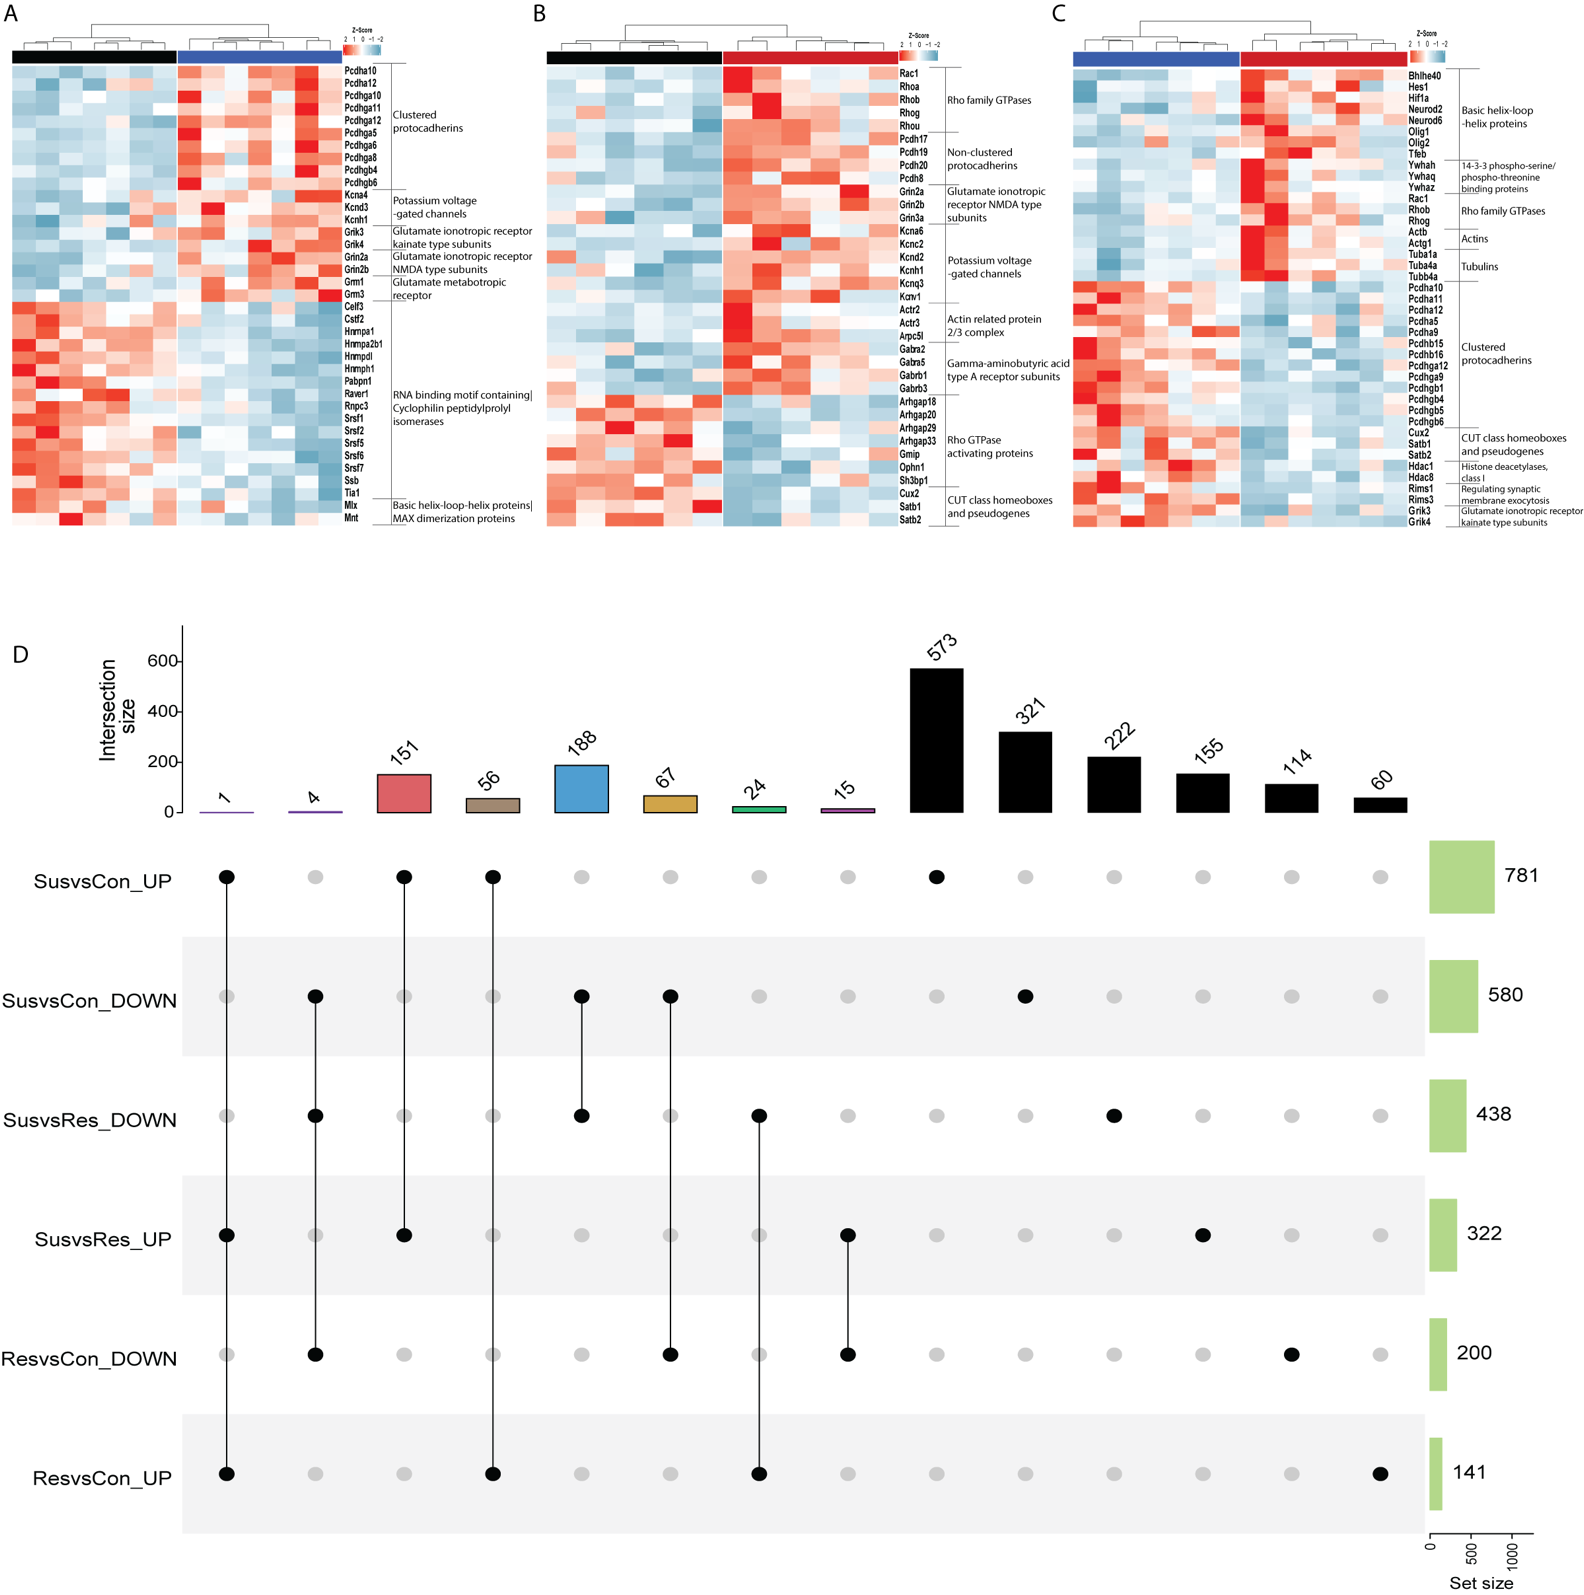
Supplementary Figure 6.** **Selected DEGs classified according to gene families and identification of shared DEGs associated with susceptible and resilient activated nuclei in the vHIP.**

A-C. Heatmaps of selected DEGs classified according to their gene family in Res vs Ctrl (A), Sus vs Ctrl (B) and Sus vs Res (C) (Res – blue, Ctrl – black and Sus – red). Gene expression are represented by expression z-scores computed for selected DEGs. D. Upset plot displaying the overlapping DEGs across the distinct behavioral conditions in vHIP. DEGs were classified as total upregulated in susceptible compared to resilient (red and purple) and total upregulated resilient compared to susceptible (green and blue).

**
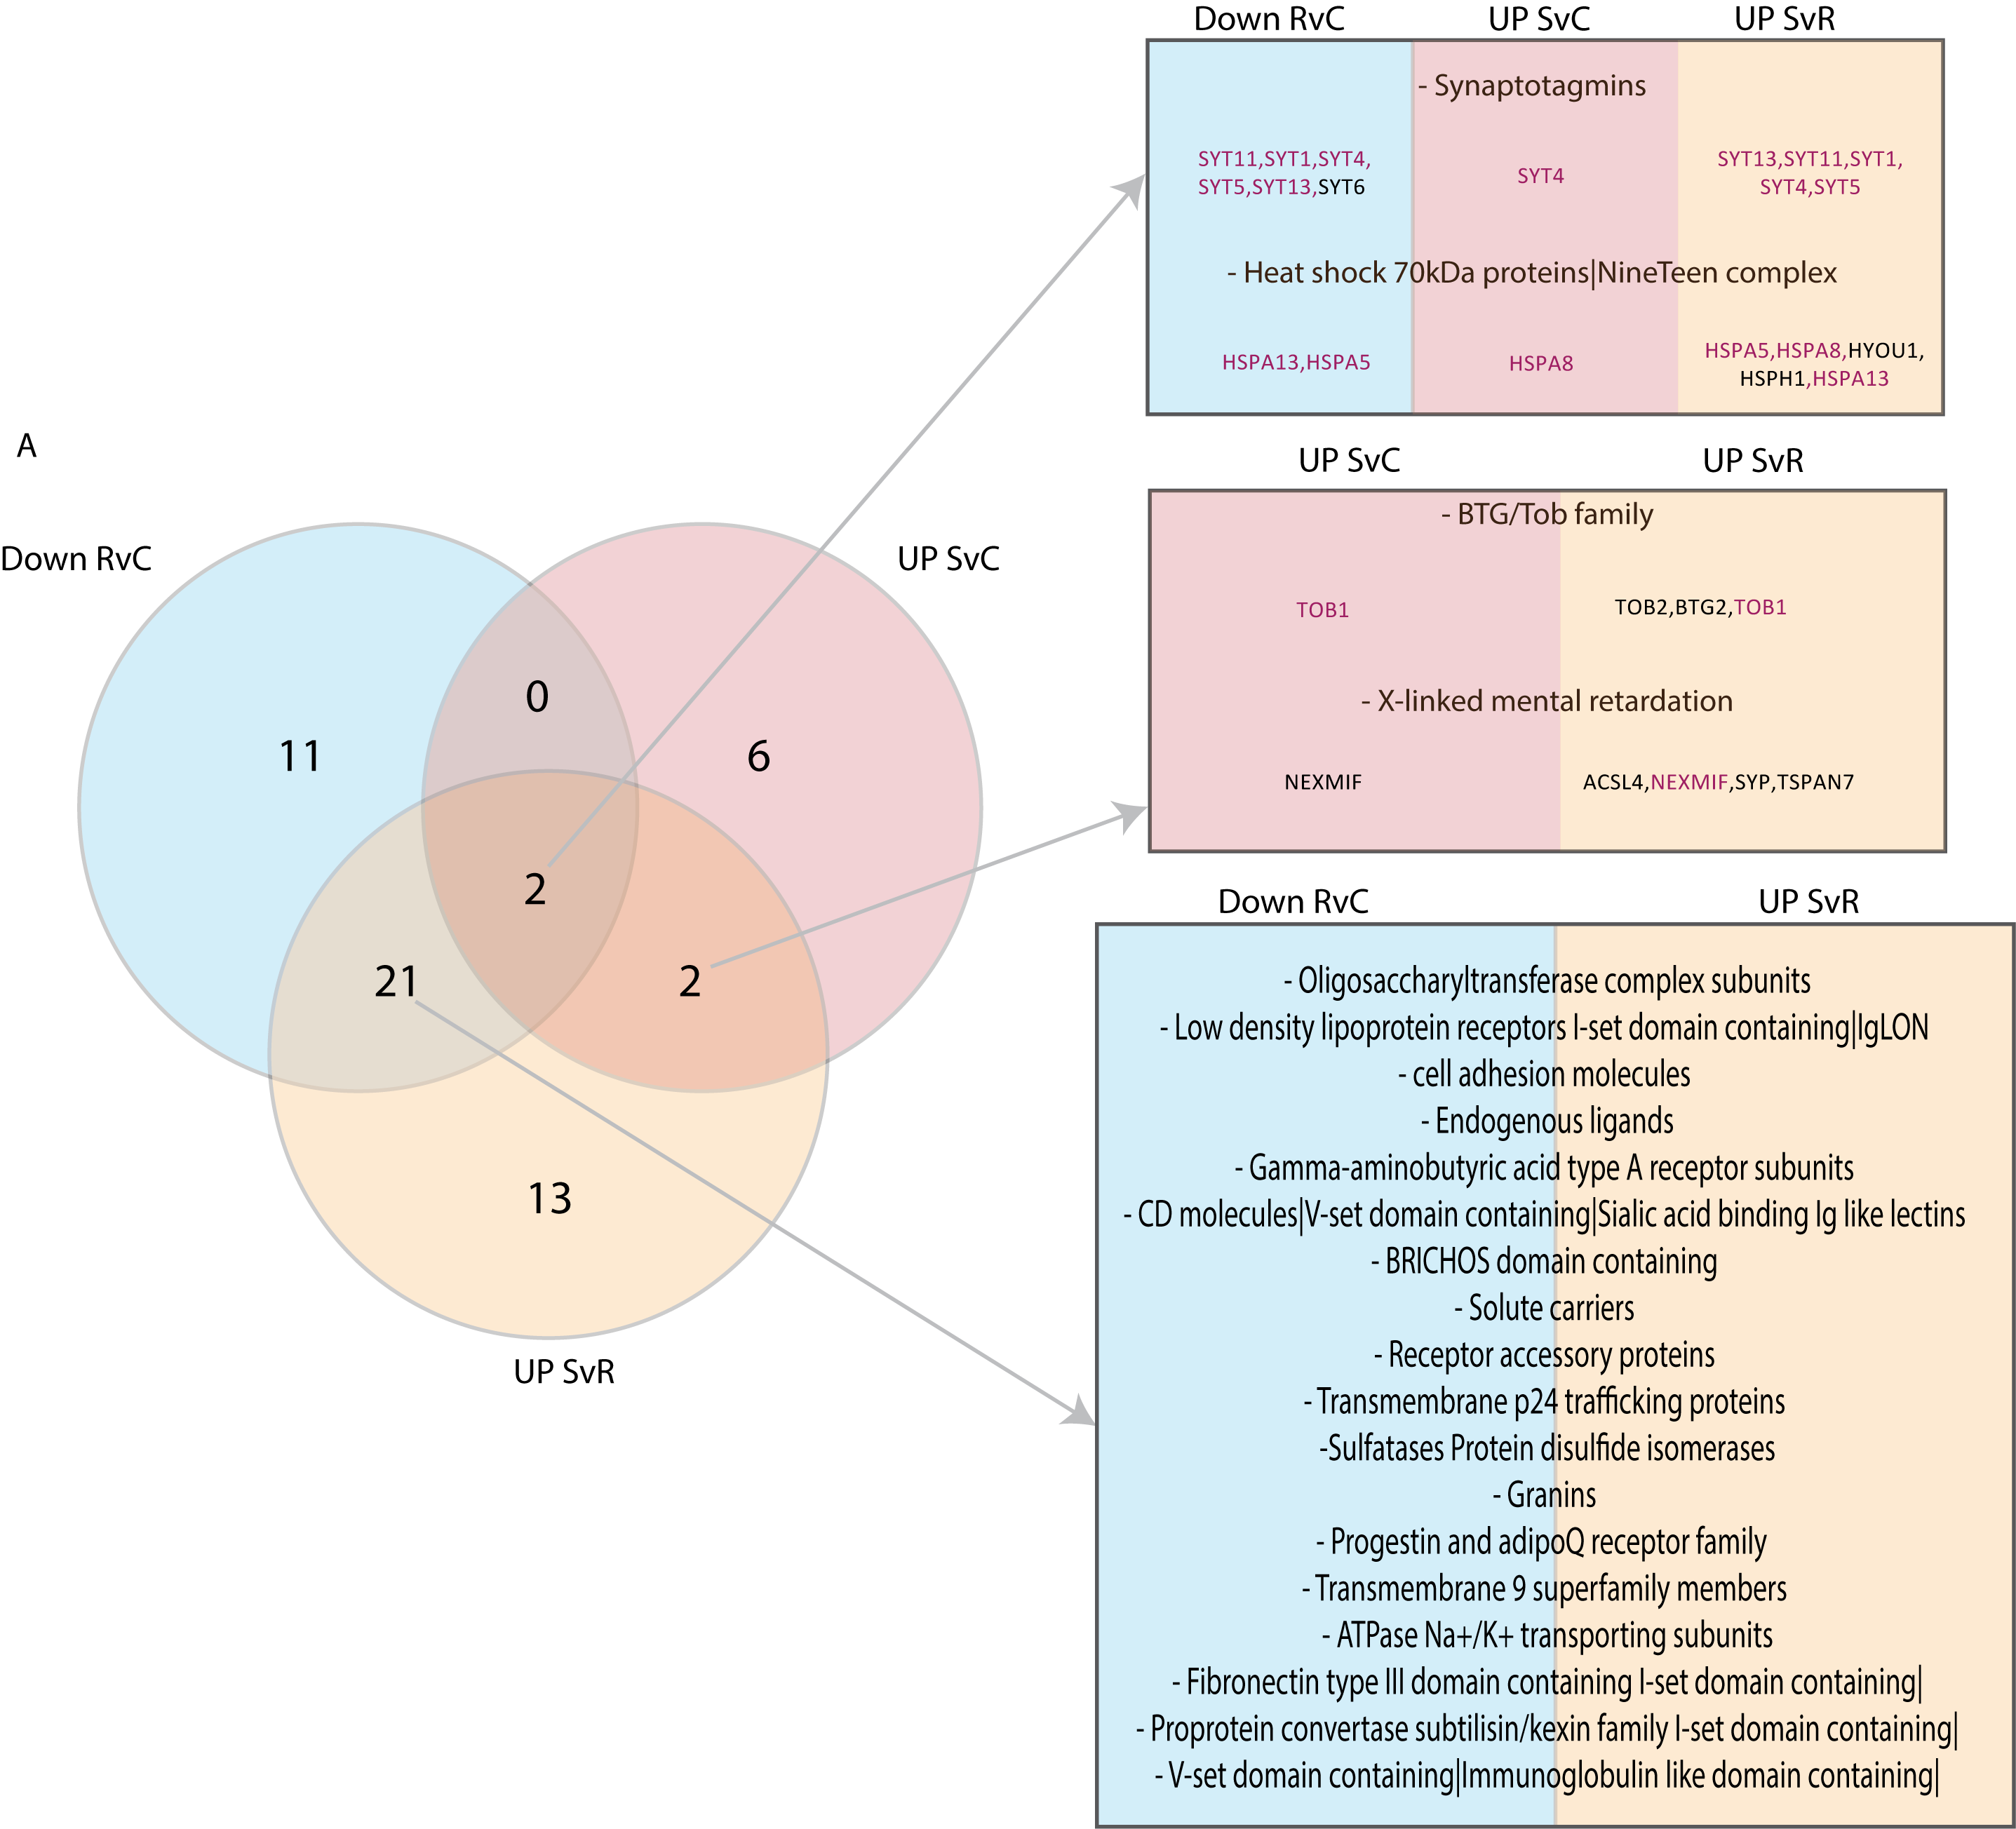
Supplementary Figure 7. Overlap of classified gene families across the distinct behavioral groups in the PFC.**

Gene family classification was obtained using ToppGene database and gene families were overlapped across distinct behavioral comparison groups. Each behavioral comparison comprised of DEGs classified according to their gene families (Supplementary Table 4). Gene families were overlapped revealing 3 groups of shared genes families. Genes in purple represent shared DEGs within different comparison groups.

**
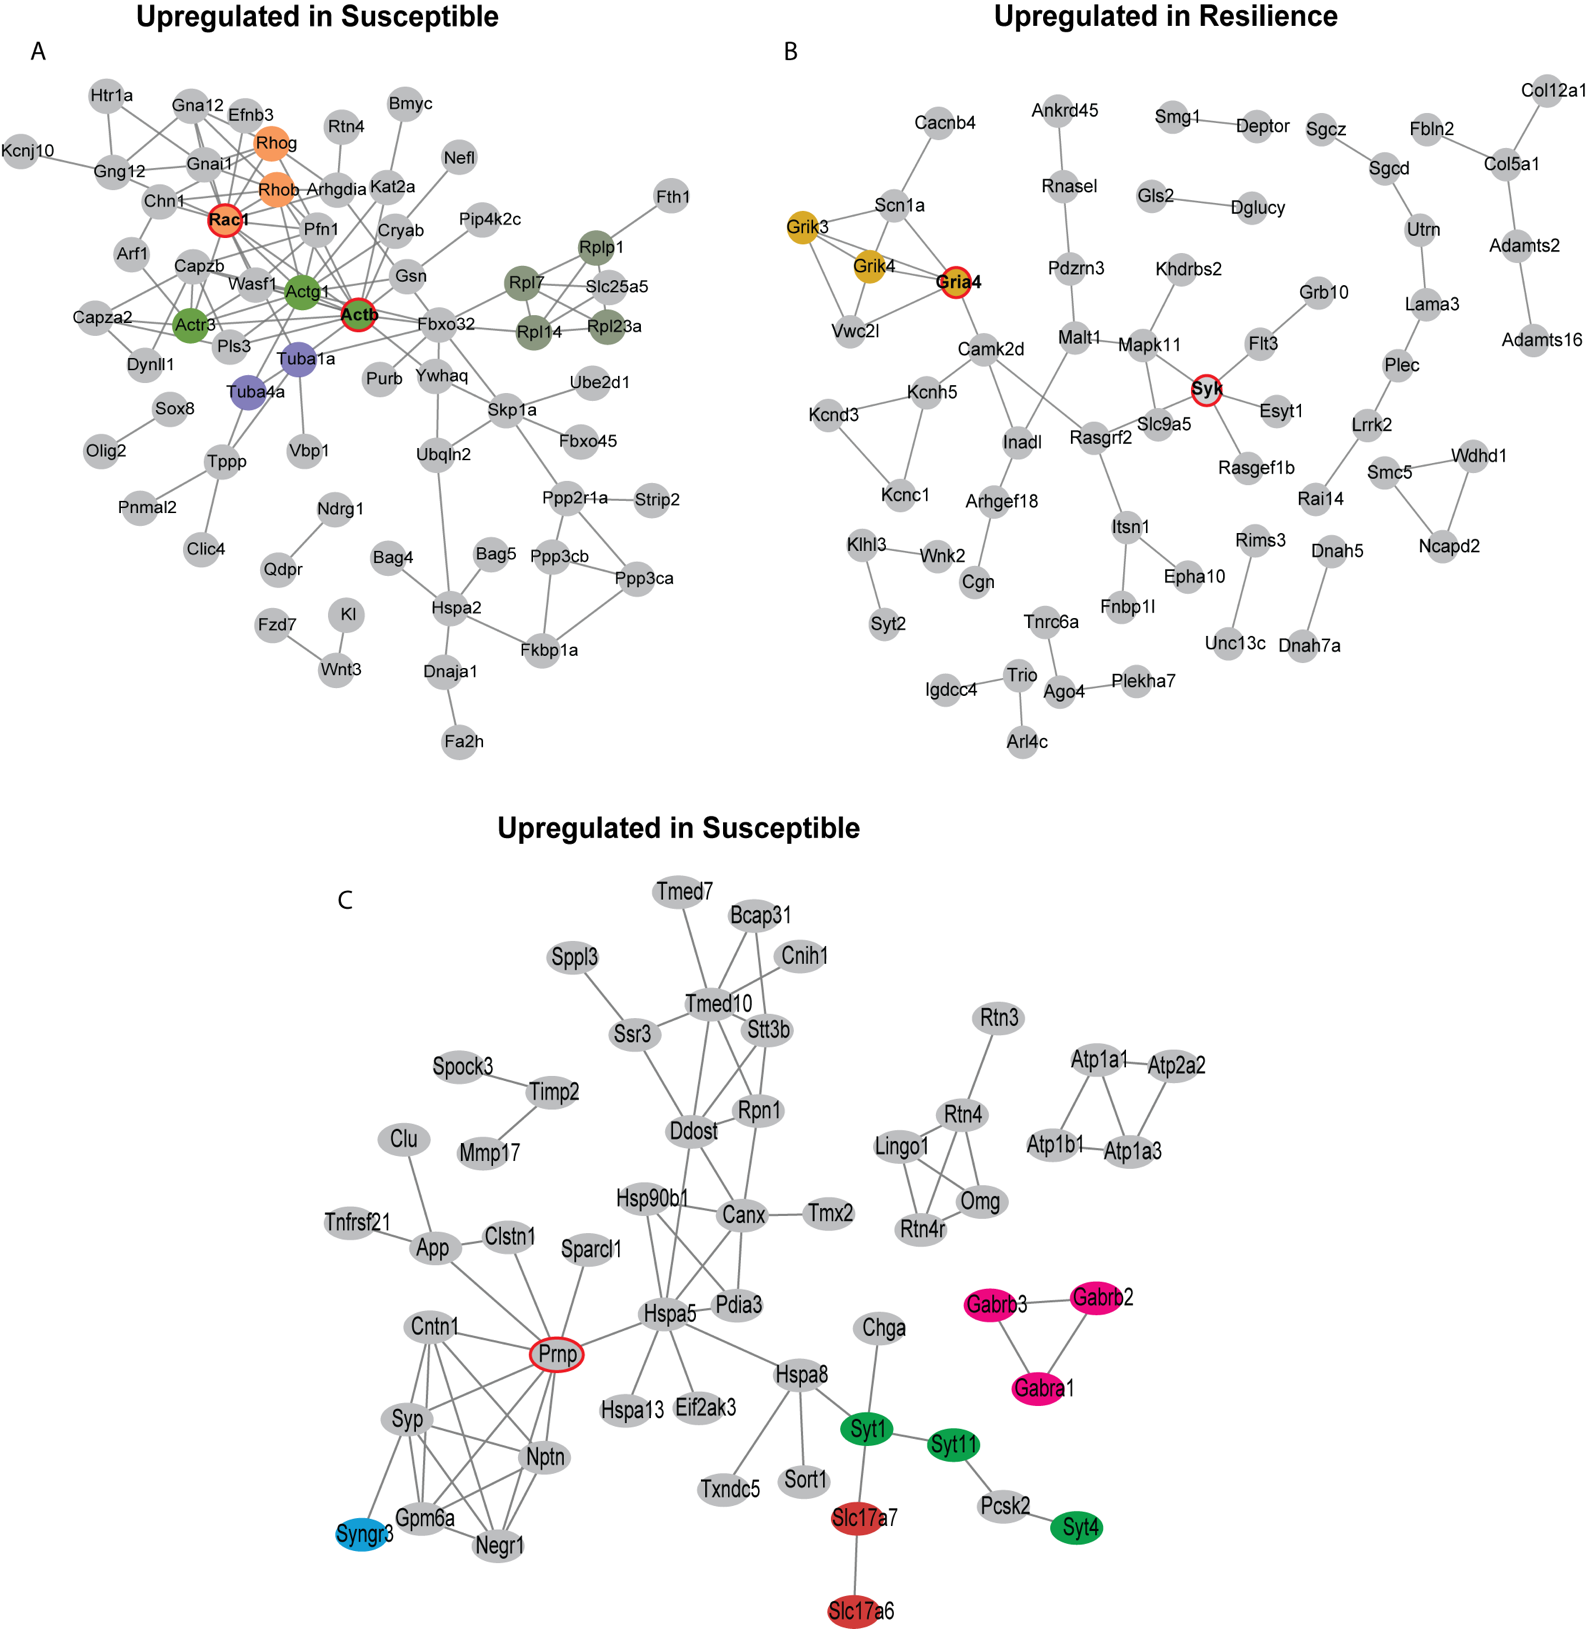
Supplementary Figure 8. Protein-Protein interaction network in vHIP and PFC AN**.

A-B. String network of susceptible specific and resilience specific genes. Circled in red are hub genes predicted by cytohubba. C. String network of susceptible specific genes. Circled in red is hub gene in the network.

**
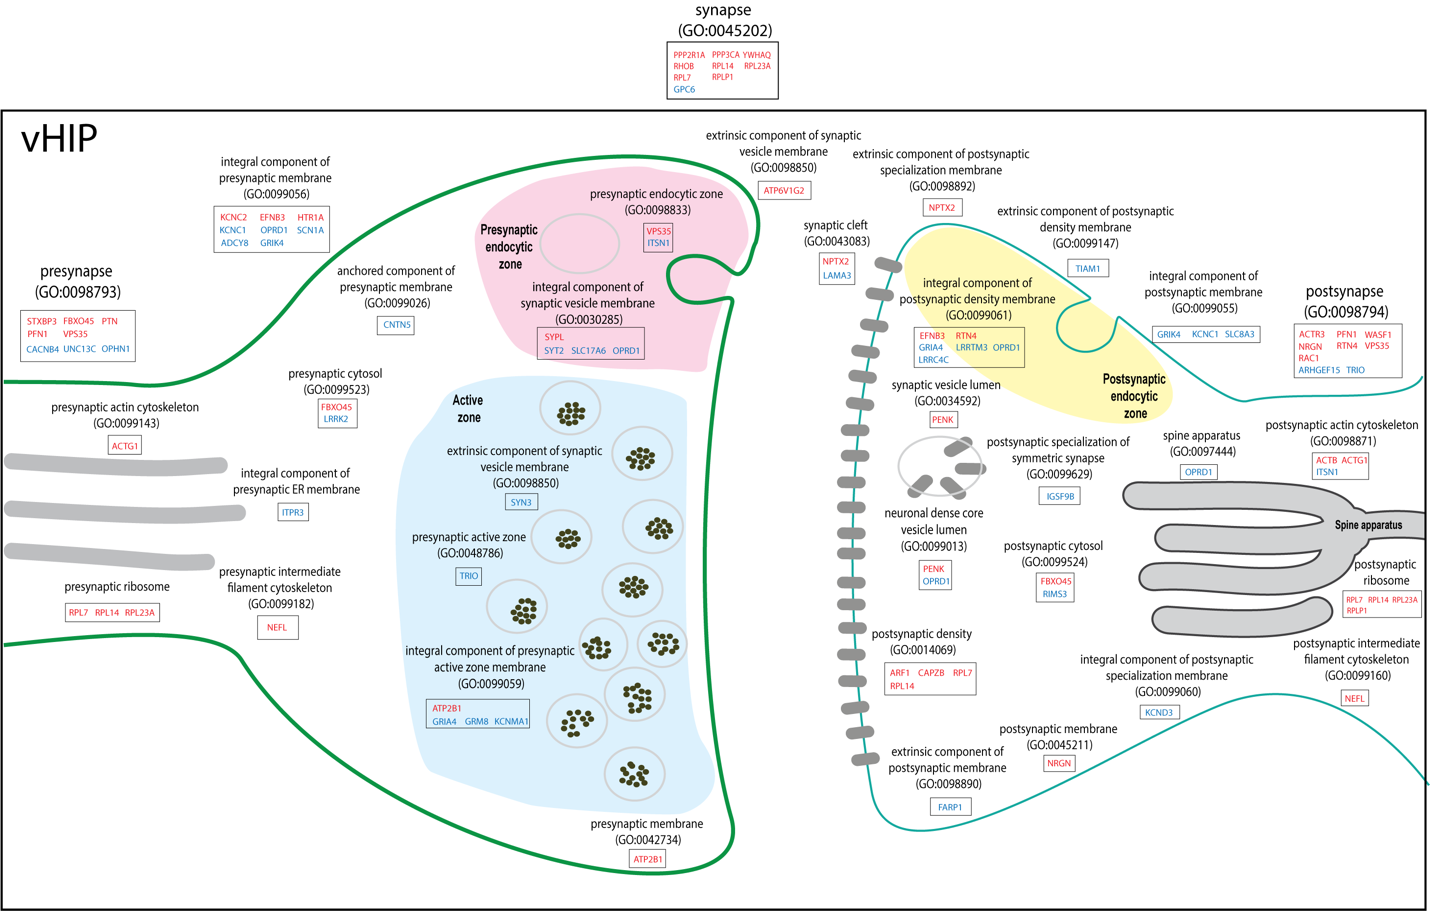
Supplementary Figure 9. Visual representation of DEGs and their corresponding Gene Ontology (GO) terms, as classified by SynGO, within a hypothetical synapse located in the vHIP.**

Upregulated genes in susceptible are highlighted in red while upregulated in resilient are highlighted in blue. Synapse illustration was taken from SwissBioPics database (SIB). The figure provides annotations of DEGs based on the classified SynGO Gene Ontology (GO) terms. Therefore, the annotations were systematically arranged accordingly, yet it is plausible for actual gene functions to manifest in diverse regions within the synapse.

**
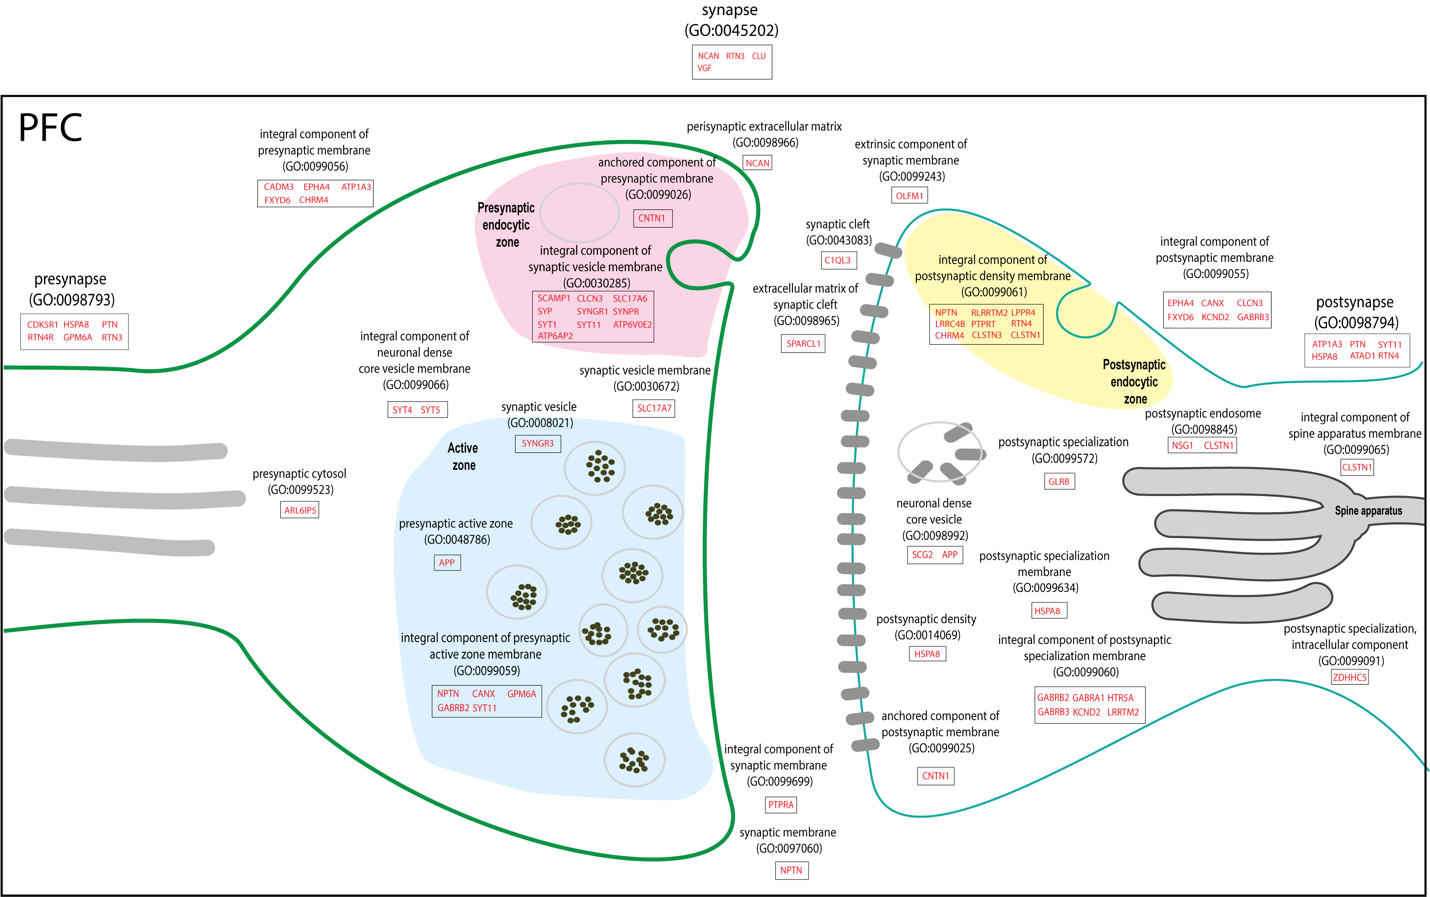
Supplementary Figure 10. Visual representation of DEGs and their corresponding Gene Ontology (GO) terms, as classified by SynGO, within a hypothetical synapse located in the PFC.**

Upregulated genes in susceptible are highlighted in red while upregulated in resilient are highlighted in blue. Synapse illustration was taken from SwissBioPics database (SIB). The figure provides annotations of DEGs based on the classified SynGO Gene Ontology (GO) terms. Therefore, the annotations were systematically arranged accordingly, yet it is plausible for actual gene functions to manifest in diverse regions within the synapse.

How the deposited data were processed for this re-analysis (not part of the article)

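RNA was measured in sorted nuclei of 34 libraries from the vHIP and PFC of control, resilient and susceptible Arc-GFP mice, each a pool of 1 to 2 mice as the paper gives it. The authors made the deposited counts by aligning reads to mm10 with STAR and the UCSC annotation, removing PCR duplicates by unique molecular identifier, keeping uniquely mapped reads and counting them per gene with HTSeq. The deposited values are whole numbers that are not normalized, with 24421 genes in each table and 1 column per library. Region, phenotype and replicate number were taken from the sample labels. Reads were not realigned, and the alignment and the removal of duplicates were not repeated.

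Counts were analysed in R 4.3.3. Genes were kept by the filter of edgeR 4.0.16 with its default settings (a minimum count of 10 and a minimum total of 15), normalized by TMM and compared between 2 groups at a time with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.1. CPM were computed from the counts with the TMM factors, and log2 CPM with a prior count of 2. Families and marker lists were written by gene symbol and tested with camera and fry of limma 3.58.1, where families passed at an adjusted p under 0.05. Some genes, and 1 of the 19 family tests, are not reported here. DESeq2 1.42.0 with default settings was an alternative. The difference of S vs. R between the regions was tested as an interaction in edgeR. Genes named in the text are those the paper names for behavioral groups and the oligodendrocyte markers it names for GFP+ and GFP− nuclei. For each comparison, the 2 upregulated and 2 downregulated DEGs with the largest log2 fold changes are named too. These were taken among DEGs with a mean of at least 50 counts and no overlap between the libraries of the groups. Fewer genes are named where fewer met the rule. The rule, the lists, the tests of these comparisons and the alternatives, apart from those named in the closing section as added, were fixed before the data were examined, but after the tables of the paper were read. Technical explanations and their tests were written down after the counts of DEGs had been seen.

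Alternatives were DESeq2, another normalization (RLE), no filter on low counts, at least 10 counts in every library, an adjusted p under 0.05, all 3 groups of a region in one model, fry in place of camera, the replicate number as a block and leaving out each library in turn. On simulated counts with 200 changed genes, edgeR recovered 98% to 99% of them in comparisons of groups and 84.5% in the interaction, with 18 to 32 of the unchanged genes called. The changes planted there were larger than most of those reported here, in well-counted genes that were drawn independently. These shares therefore do not give the sensitivity to the smaller changes of the data. A list planted with a log2 fold change of 0.3 was found with a median of 0.27. The libraries held enough counts to detect 14720 to 16457 genes each. Gene lengths, GC content and coordinates came from the GENCODE annotation of GRCm38, the assembly named mm10 in the paper, and lengths were found for 98.5% of the genes.

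GO terms, protein networks and comparisons of GFP+ with GFP− nuclei were not analysed, since their databases or counts were not at hand. The gene tables of the paper were used for base means, for table sizes, for the counts of genes they hold and for the synapse-associated lists.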

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

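The technical explanations were chosen after the counts of DEGs were seen. The restriction of single-library values to lists that the text reports, and the use of camera alone for the list results below, were chosen only after results were seen, as were both tests of the IEGs of the PFC.

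Of 216 groups of libraries examined, 12 had 1 library far from the others, where chance gives about 10.8, so no pattern can be read from their number. In the vHIP these were *Ppm1h* in resilient replicate 7 (89.7 CPM, others 58.3 to 69.9 CPM), *Slc16a11* in control replicate 5 (29.8 CPM, others 14.1 to 18.9 CPM), *Olig2* in control replicate 6 (1.36 CPM, others 6.58 to 9.67 CPM), *Grik4* in susceptible replicate 6 (135.8 CPM, others 87.1 to 101 CPM), *Gria4* in susceptible replicate 4 (200.4 CPM, others 106 to 138 CPM) and *Syk* in susceptible replicate 3 (3.24 CPM, others 0.153 to 1.11 CPM), and 2 mean list scores, of dentate granule markers in resilient replicate 2 (0.39, others −0.53 to −0.14) and of non-clustered protocadherins in control replicate 1 (0.21, others −0.28 to −0.11). In the PFC they were *Arc* in susceptible replicate 4 (323.7 CPM, others 112 to 157 CPM) and the scores of ER-translated lysosomal and housekeeping proteins in resilient replicate 2 (−0.41, others −0.09 to −0.02), nuclear-encoded respiratory chain subunits in susceptible replicate 3 (0.41, others −0.05 to 0.05) and cytosolic synaptic proteins in susceptible replicate 3 (0.17, others −0.08 to −0.03). No explanation, technical or biological, was tested for these single values, apart from that for the IEGs below.

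The higher IEGs in susceptible PFC do not rest on susceptible replicate 4 alone, since the median log2 fold change was 0.72 without it and 1.04 with it. More mRNA of the rough endoplasmic reticulum (ER) is argued against too, since IEG proteins are not made there and their median of 1.04 is above that of the ER machinery (0.29). Activity of the neurons, which the design names through the phenotype, stays open. The counts are of mRNA present at isolation, 72 h after tamoxifen, so they do not measure activity during the SI test.

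The effect of S vs. R differed between PFC and vHIP for 13 lists when tested as an interaction with camera (adjusted over 29 lists). The median difference in log2 fold change, PFC minus vHIP, was 0.31 for clustered protocadherins, 0.14 for non-clustered protocadherins, 0.51 for metabotropic glutamate receptors, −0.56 for actins, 0.33 for synaptotagmins, 0.28 for GABA-A receptor subunits, 0.56 for immediate early genes, −0.64 for oligodendrocyte markers, 0.12 for glutamatergic neuron markers, 0.45 for cortical and retrohippocampal markers, 0.24 for ER translocation and glycosylation machinery, −0.21 for cytosolic ribosomal proteins and −0.16 for nuclear-encoded respiratory chain subunits. None passed with fry (adjusted p from 0.12 to 0.58), and single genes gave 0 calls (986 at an unadjusted p under 0.05). Of the 49 other assignments of phenotype drawn at random, 47 gave 0 calls and the highest count was 769, so all 50 of the 50 reach the count of 0, as they must. Reads were single-end in one region and paired-end in the other, so that region and library type cannot be told apart.

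Lists that the paper does not discuss differed between susceptible and resilient animals. In the vHIP the median log2 fold change was 0.66 for dentate granule markers, 0.12 for CA1 markers, −0.48 for cortical and retrohippocampal markers, 0.20 for ER-translated lysosomal and housekeeping proteins, 0.36 for cytosolic ribosomal proteins and 0.31 for nuclear-encoded respiratory chain subunits. In the PFC it was 0.29 for ER translocation and glycosylation machinery, 0.28 for ER-translated lysosomal and housekeeping proteins, 0.15 for cytosolic ribosomal proteins, 0.16 for nuclear-encoded respiratory chain subunits and −0.18 for nuclear-retained long noncoding RNAs. Each passed with camera (adjusted over 174 list tests) and none with fry (adjusted p from 0.077 to 0.41). This does not set them apart from the families the paper names: adjusted over the same 174 tests, only the Na+/K+ ATPase subunits in S vs. R of the PFC passed with fry (adjusted p = 0.042). Dissection may differ between the groups of the vHIP: markers of areas moved in opposite directions (−0.48 for cortical and 0.66 for dentate markers), as a shifted dissection would give, and a change of expression within areas stays open. Of the cortical markers, 1 is in another list, and 4 of the 8 are in the paper's table for S vs. R of the vHIP. In S vs. C of the vHIP the medians were 0.67 for dentate and −0.40 for cortical markers, −0.37 for nuclear-retained long noncoding RNAs and 0.18 for cytosolic ribosomal proteins. Each passed with camera and none with fry (adjusted p from 0.077 to 0.348). Cytosolic synaptic proteins did not change there (−0.02). A shifted dissection, and the cytoplasmic mRNA treated below for S vs. R, are thus open for S vs. C too.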

How the results depend on the processing

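The 4 alternatives that used DESeq2 on the libraries the paper used in the PFC were chosen after the data were seen. All others were set before. The cause was not tested for any of the changes below.

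R vs. C of the vHIP gave 98 DEGs, and 527 with DESeq2, 156 with at least 10 counts in every library, 199 with all 3 groups in one model and 5 at an adjusted p under 0.05. S vs. C gave 1106, and 586 at an adjusted p under 0.05. S vs. R gave 343, and 708 with DESeq2, 581 with all 3 groups in one model and 68 at an adjusted p under 0.05. In the PFC, S vs. R gave 220, and 455 with DESeq2, 7 with all 3 groups in one model and 100 at an adjusted p under 0.05. R vs. C and S vs. C of the PFC gave 0 (545 and 457 genes at an unadjusted p under 0.05), and 297 and 29 with DESeq2 on the libraries the paper used. Overlapping genes higher in susceptible vHIP numbered 76, and 147 with DESeq2 and 12 at an adjusted p under 0.05. Those higher in resilient vHIP numbered 113, and 207 and 34. In the PFC both overlaps were 0 (325 and 124 genes at an unadjusted p), and 204 and 5 with DESeq2 on the libraries the paper used. The difference of S vs. R between regions gave 0 genes (986 at an unadjusted p), and 39 with DESeq2. RLE normalization kept all 11 counts within 1.5 times, and so did leaving out the filter on low counts for the 10 counts it was run on.

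Leaving out 1 library gave from 0 (without control replicate 5) to 329 (without control replicate 3) DEGs in R vs. C of the vHIP, from 425 (without susceptible replicate 6) to 1485 (without susceptible replicate 3) in S vs. C and from 0 (without susceptible replicate 6) to 685 (without susceptible replicate 3) in S vs. R. In the PFC the range was 0 to 99 (without control replicate 3) in R vs. C, 0 to 3 (without control replicate 2) in S vs. C and 29 (without resilient replicate 3) to 352 (without resilient replicate 1) in S vs. R. Overlapping vHIP genes ranged from 0 (without susceptible replicate 6) to 218 (without susceptible replicate 3) for those higher in susceptible animals and from 0 (without susceptible replicate 6) to 203 (without susceptible replicate 4) for those higher in resilient animals. In the PFC the overlaps ranged from 0 to 60 and from 0 to 1, the highest without control replicate 3.

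With fry, 6 of the 19 tests no longer passed: non-clustered protocadherins in S vs. C of the vHIP (0.21, adjusted p = 0.069), and in the PFC synaptotagmins (−0.23, adjusted p = 0.132), GABA-A receptor subunits (−0.16, adjusted p = 0.186), solute carriers (−0.0503, adjusted p = 0.348) and Na+/K+ ATPase subunits (−0.33, adjusted p = 0.173) in R vs. C and solute carriers (0.0297, adjusted p = 0.069) in S vs. R, each adjusted over the fry tests. Without the filter on low counts, the solute carriers in S vs. R of the PFC had a median of 0.0382 (camera adjusted p = 0.055). Leaving out 1 library gave medians of 0.15 to 0.32 for the non-clustered protocadherins, 0.094 to 0.35 for the kainate receptor subunits in R vs. C, −0.084 to −0.0202 for the solute carriers in R vs. C and 0.024 to 0.056 in S vs. R of the PFC, with 1, 1, 1 and 3 fits that no longer passed. Medians that passed in every fit but moved by more than 1.5 times were those of the kainate receptor subunits in S vs. R of the vHIP (−0.44 to −0.20, the weakest without susceptible replicate 2) and in the PFC those of the Na+/K+ ATPase subunits (−0.48 to −0.18) and GABA-A receptor subunits (−0.27 to −0.11) in R vs. C, both weakest without control replicate 2, and of the synaptotagmins in S vs. R (0.12 to 0.36, the weakest without susceptible replicate 3). Every camera test passed with RLE normalization, with all 3 groups in one model and with at least 10 counts in every library.

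Of 48 results for single genes, all kept their call with RLE normalization. DESeq2 added 5 calls and removed 0. All 3 groups in one model added 2 and removed 12. In the fits that left out 1 library, 451 values kept their call, 107 lost it and 14 gained it.

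The replicate numbers do not pair the libraries: deviations of libraries with the same number had correlations of −0.22 to 0.18 across genes, and no pair of groups had every correlation over 0.1. With the replicate number as a block, R vs. C of the vHIP gave 0 DEGs and S vs. R 91, S vs. C gave 871 and S vs. R of the PFC 274. The block changed the call of 8 of the 48 single-gene results.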

Differences from the paper's values

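No test in this part was chosen after a result was seen, apart from DESeq2 on the libraries the paper used in the PFC, which was chosen after seeing the values. The paper's counts are compared with DEGs of edgeR over all libraries.

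In R vs. C of the vHIP, the paper gives 200 downregulated and 141 upregulated genes, in its text and in Supplementary Table 3, against 72 and 26 here. Of the alternatives set before the data were examined, all 3 groups in one model (139) and leaving out control replicate 3 (202), resilient replicate 3 (219) or resilient replicate 5 (137) were within 1.5 times of the downregulated count. DESeq2 (196) and leaving out control replicate 3 (127) or resilient replicate 3 (107) were within 1.5 times of the upregulated count. The others did not close the gap.

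For S vs. C of the vHIP, the paper's text gives 322 upregulated genes against 664 here. An adjusted p under 0.05 (343) and leaving out control replicate 2 (422), 5 (446) or 6 (402) or susceptible replicate 2 (333) or 6 (249) closed the gap, and the others did not. The table for S vs. C holds 781 upregulated and 579 downregulated genes, which are within 1.5 times of the 664 and 442 here. For S vs. R the text gives 580 downregulated and 781 upregulated genes, against 204 and 139 here. DESeq2 (416) and leaving out resilient replicate 3 (407) closed the gap for downregulated genes, and no alternative closed it for upregulated genes, where DESeq2 gave 292. The text appears to exchange the counts of these 2 comparisons. Its counts for S vs. R are nearly those of the table for S vs. C, whose base means match the susceptible and control libraries. The table for S vs. R holds 322 upregulated and 438 downregulated genes, the counts the text gives for S vs. C. Against these 2 counts of the table, DESeq2 (292 and 416), all 3 groups in one model (240 and 341) and leaving out resilient replicate 3 (272 and 407) or susceptible replicate 3 (332 and 353) closed the gap, as did leaving out susceptible replicate 4 for the downregulated genes (359).

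In the PFC, the paper gives 277 downregulated (275 in the table) and 15 upregulated genes in R vs. C and 16 and 8 in S vs. C, against 0 in each here (545 and 457 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed these gaps. DESeq2 on the libraries the paper used, chosen after seeing the values, gave 283 and 14 in R vs. C and 19 and 10 in S vs. C. In S vs. R the paper gives 44 downregulated and 408 upregulated genes (407 in the table), against 15 and 205 here. DESeq2 gave 49 and 406, and leaving out resilient replicate 1 (328) or susceptible replicate 4 (322) closed the gap for upregulated genes, and the others did not.

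The paper counts 167 genes upregulated in susceptible and 216 in resilient vHIP, against 76 and 113 here. DESeq2 gave 147 and 207. Leaving out resilient replicate 3 (122 and 179), susceptible replicate 3 (218 and 186) or susceptible replicate 4 (113 and 203) and, for the resilient count, all 3 groups in one model (154) also closed the gap, and the others did not. In the PFC the paper counts 196 ResDown and 4 ResUp genes, against 0 and 0 here (325 and 124 genes at an unadjusted p under 0.05). DESeq2 on the libraries the paper used, chosen after seeing the values, gave 204 and 5, and none of the alternatives set before the data were examined closed the gap.

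The paper's text, which appears to exchange the counts of S vs. C and S vs. R, ranks S vs. R first in the vHIP by number of DEGs. Its Supplementary Table 3 ranks S vs. C first. Here S vs. C was first, with 1106 DEGs against 343.

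For S vs. R of the vHIP the paper reports higher oligodendrocyte markers and names no gene. It names *Sox10*, *Mog* and *Olig2* where it compares GFP+ with GFP− nuclei. Several genes that the paper names as changed, or as such markers, were not DEGs with edgeR over all libraries. In R vs. C of the vHIP these were *Grik3* (adjusted p = 0.187; 0.099 with DESeq2, 0.136 to 0.365 when 1 library was left out), *Grik4* (0.114; 0.035 with DESeq2, 0.095 with all 3 groups in one model, 0.0497 to 0.265 when 1 library was left out, under the threshold without control replicate 3 and resilient replicates 3 and 5) and *Grin2a* (0.15; 0.038 with DESeq2, 0.091 to 0.313 when 1 library was left out, the lowest without control replicate 3). In S vs. R they were *Grik4* (0.163; 0.074 to 0.312 when 1 library was left out, under the threshold only without resilient replicate 3), *Syk* (0.146; 0.095 with all 3 groups in one model and 0.036 to 0.318 when 1 library was left out, the lowest without susceptible replicate 3), *Sox10* (0.157; 0.095 without resilient replicate 1 and 0.063 without susceptible replicate 3, and up to 0.376 when 1 library was left out), *Mog* (0.131; 0.090 with DESeq2, 0.0897 without resilient replicate 1, 0.0595 without susceptible replicate 3 and up to 0.294 when 1 library was left out) and *Olig2* (0.184; 0.099 without resilient replicate 1 and 0.083 without susceptible replicate 3, and up to 0.365 when 1 library was left out). In R vs. C of the PFC, *Prnp* had an adjusted p of 1 (up to 1 also when 1 library was left out), and 0.048 without control replicate 3 and 1.9e-04 with DESeq2 on the libraries the paper used, which was chosen after seeing the values.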

Other observations

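All explanations were written down after the counts of DEGs were seen, most of them before their own tests. The tests of relations within groups and of the 2 PFC controls were chosen only after results were seen, as were the ER score as a covariate and the oligodendrocyte value without *Cnp*.

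Other splits of the same libraries were compared with the real groups, which are counted among the splits. In the vHIP, 4 of 100 drawn splits gave at least the 98 DEGs of R vs. C, and 1 of 100, the real one, gave at least the 1106 of S vs. C and the 343 of S vs. R. In S vs. R of the PFC, 4 of 100 gave at least 220, and one gave 940. The counts of 0 in R vs. C and S vs. C of the PFC are reached by all 100 of 100 splits, as any count of 0 is. Without control replicate 3, 1 of 100 splits gave the 99 DEGs of R vs. C, and without control replicate 2, 3 of 100 gave the 3 of S vs. C. These splits do not account for the choice of the library left out. Of 40 assignments of the libraries to the 3 groups, 1 gave as many overlapping genes in the vHIP, for both the 76 and the 113, and 40 of 40 reached the counts of 0 in the PFC.

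Genes higher in susceptible than in resilient PFC may reflect more mRNA of the rough ER kept on the nuclei. Genes of the ER machinery, which are not synaptic, had a median log2 fold change of 0.29, with 34 of 36 higher, and cytosolic synaptic genes a median of −0.05. Cytosolic ribosomal proteins (median 0.15, 61 of 73 higher) and nuclear-encoded respiratory chain subunits (0.16, 55 of 70 higher) rose too, which mRNA of the rough ER alone would not give. Within groups, the score of the ER machinery followed the mean of the other genes called higher over 15 libraries (Pearson's r = 0.91, permutation p = 0.00137; Spearman's rho = 0.76, permutation p = 0.00259; adjusted over 2 relations 0.00137 and 0.00259), with r = 0.64 without control replicates 3 and 2, the libraries farthest from the median. With this score as a covariate, 5 genes were called in place of 220, and 16 in place of 99 in R vs. C without control replicate 3. The score differs between the groups, so the covariate also removes a difference between them. Of the 37 genes of the ER list, 15 are in the paper's table for S vs. R of the PFC. Striatal nuclei in the dissection were not excluded: only 6 of their markers were tested, with a median of 0.15 and 4 of them higher (camera, 0.311 before adjustment, adjusted p = 0.459). They stay open, as does a difference of the neurons themselves.

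For the vHIP, more cytoplasmic mRNA carried with the nuclei is a candidate explanation for genes higher in susceptible animals. All 74 genes of cytosolic ribosomal proteins were higher, with a median log2 fold change of 0.36, and nuclear-retained long noncoding RNAs had a median of −0.14 (camera, adjusted p = 0.088 over the list tests). Cytosolic synaptic genes did not rise as a list (median −0.0086, 15 higher and 21 lower), which a rise of all cytoplasmic mRNA would not give. Within groups the ribosomal score followed the mean of the other genes called higher over 19 libraries (Pearson's r = 0.87, permutation p = 3e-05; Spearman's rho = 0.87, permutation p = 2e-05; adjusted over 2 relations 6e-05 and 4e-05), with r = 0.79 without resilient replicate 4 and susceptible replicate 2. Actins and tubulins are among the genes that such mRNA would raise, and whether they change beyond it was not tested.

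The 2 PFC controls left out of the paper's comparisons lay at opposite ends of the scores of genes called higher in S vs. R. On the mean log2 CPM of 194 such genes (without those of the ER lists), minus the mean of the 15 PFC libraries, control replicate 2 had 0.41 and replicate 3 −0.51, the other controls −0.06 to 0.13, susceptible libraries 0.20 to 0.37 and resilient libraries −0.45 to −0.11. The controls took no part in the choice of these genes. Genes chosen for a difference between susceptible and resilient libraries tend to vary little within these groups, so a control outside their range is not evidence by itself. The log2 ratio of control replicate 2 to 3 correlated with the log2 fold change of S vs. R at r = 0.33 across genes, which are not independent replicates, the largest absolute value of the 10 pairs of controls, where chance makes it the largest in 1 of 10 and the next pairs had 0.27 and 0.25. Without control replicate 3, 4 DEGs of R vs. C were upregulated and 95 downregulated, as a higher mean of the controls on this score would give. Without control replicate 2, 1 DEG of S vs. C was upregulated and 2 were downregulated, where mostly upregulated genes would be expected. These 3 genes decide little, but with DESeq2 10 were upregulated and 19 downregulated, again mostly downregulated. In R vs. C without control replicate 3, DESeq2 gave 14 upregulated and 283 downregulated genes, the direction a higher control mean would give. The share of counts from the nuclear long noncoding RNA *Malat1* was lowest in control replicate 2 (6.20%) and highest in replicate 3 (11.3%), with 6.95% to 10.4% in the other PFC libraries. Their scores of the ER machinery were the extremes too (0.32 and −0.42, others −0.39 to 0.24). Different amounts of mRNA from outside the nucleus are thus a candidate explanation. Whether the position of these libraries accounts for the DEGs that depend on them stays open, and why the libraries differ was not tested.

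Oligodendrocyte markers were higher in susceptible vHIP. A larger share of oligodendrocyte nuclei would raise the abundant markers alike, and 6 of them differed from a common factor (chi-square test of Cochran's Q, p = 0.0109), with *Cnp* farthest. Without *Cnp* the p was 0.310 and the pooled log2 fold change 0.41 (0.46 with it). A larger share of these nuclei and a change within them cannot be told apart, since 1 marker decides the test. Of the 14 markers, the paper names 4 and 10 are in its table for S vs. R of the vHIP.

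Other technical explanations were tested for S vs. R. Taking out a trend with gene length gave 220 calls in the vHIP in place of 343, and 201 calls were shared. Fold changes followed length there (Spearman's rho = −0.28 across genes), so that length and a change in expression cannot be told apart for the genes lost. Taking out a trend with GC content gave 331 calls (283 shared), and thinning every library to 2978836 counts gave 254 (227 shared), which argues against both as the whole source. In the PFC the counts were 252 (210 shared) after length, 336 (216 shared) after GC content and 217 (197 shared) after thinning to 5453844 counts, against 220 before.

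In the vHIP, 12 of 12 IEGs were lower in resilient than in control animals, with a median log2 fold change of −0.76 (camera, adjusted p = 2.0e-07 over the list tests; fry adjusted p = 0.194) and 1 DEG, and 11 when adjusted over the list alone. In S vs. R 11 of 11 were higher in susceptible animals, with a median of 0.65 (camera adjusted p = 4.0e-04, fry adjusted p = 0.319). The score of the immediate early genes was 1.54 in control replicate 6 and −0.53 to 0.73 in the other controls.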
